# dTMP imbalance through thymidylate 5′-phosphohydrolase activity induces apoptosis in triple-negative breast cancers

**DOI:** 10.1038/s41598-022-24706-4

**Published:** 2022-11-21

**Authors:** Dae-Ho Kim, Jin-Sook Kim, Chang-Soo Mok, En-Hyung Chang, Jiwon Choi, Junsub Lim, Chul-Ho Kim, Ah-Reum Park, Yu-Jeong Bae, Bong-Seong Koo, Hyeon-Cheol Lee

**Keywords:** Biochemistry, Cancer, Drug discovery

## Abstract

Immunotherapy has a number of advantages over traditional anti-tumor therapy but can cause severe adverse reactions due to an overactive immune system. In contrast, a novel metabolic treatment approach can induce metabolic vulnerability through multiple cancer cell targets. Here, we show a therapeutic effect by inducing nucleotide imbalance and apoptosis in triple negative breast cancer cells (TNBC), by treating with cytosolic thymidylate 5'-phosphohydrolase (CT). We show that a sustained consumption of dTMP by CT could induce dNTP imbalance, leading to apoptosis as tricarboxylic acid cycle intermediates were depleted to mitigate this imbalance. These cytotoxic effects appeared to be different, depending on substrate specificity of the 5′ nucleotide or metabolic dependency of the cancer cell lines. Using representative TNBC cell lines, we reveal how the TNBC cells were affected by CT-transfection through extracellular acidification rate (ECAR)/oxygen consumption rate (OCR) analysis and differential transcription/expression levels. We suggest a novel approach for treating refractory TNBC by an mRNA drug that can exploit metabolic dependencies to exacerbate cell metabolic vulnerability.

## Introduction

Conventional anti-cancer therapy is often limited by chemoresistance, radiation resistance, and severe side effects like cardiotoxicity or neurocognitive deficits. Accordingly, there is great need for innovative cancer therapeutics. Triple-negative breast cancer (TNBC) comprises 15–20% of breast cancers and as an aggressive malignancy that is not susceptible to hormone inhibition must be treated with conventional chemotherapy^1^. Even though neoadjuvant chemotherapy is partially helpful, TNBC treatment still remains a challenge as patients inevitably develop resistance, making it difficult to fully eradicate their tumors. Immunotherapy has led to a paradigm shift in treatment options and sparked an abundance of research with immuno-oncology drugs in new combinations and indications. Recently, the FDA granted an accelerated approval to the combination of atezolizumab (Tecentriq) and nab-paclitaxel (Abraxane) for the frontline treatment of patients with unresectable locally advanced or metastatic PD-L1-positive TNBC^2^. Successes continue to be based on findings of useful immunological targets such as PD-L1, AKT and PARP. While immunotherapy is being evaluated with neoadjuvants to accelerate a more robust immune response, improvement of the response rates for immunotherapies remains a great challenge for cancer treatment in general and for breast cancer in particular due to overactive immune responses, complexity, and uncertainties.

Many researchers have tried to distinguish cancer cells from normal cells by differences in cellular metabolism related to cancer cell growth and proliferation^3–7^. Renewed interests in understanding the mechanisms and consequences of altered tumor metabolism were driven when Nobel Prize winning biochemist Otto Warburg first described glucose-dependent growth in cancer cells^8,9^. Metabolic analysis showed that cancer cells overuse TCA metabolites rather than oxidative phosphorylation as the source of building blocks for early stage cancer cell growth, resulting in glucose-dependent growth known as the Warburg effect. To reduce the resulting surplus NADH and recover the TCA cycle, cancer cells increase the demand for glutamine, if lactate production is at a maximum. The surplus ammonia generated is incorporated into pyrimidine metabolism to minimize damage to cancer cells, releasing the orotate intermediate of the pyrimidine biosynthetic pathway. The released orotate is then converted to urea in the blood to reduce toxicity^10,11^. These metabolic features were considered a direct consequence of perturbations in signaling cascades triggered by mutations or changes of expression in tumor suppressors and oncogenes^12,13^. These findings suggested that mitochondrial oxidative phosphorylation and cancer glycolytic phenotypes strongly associate with de novo nucleotide synthesis, enabling rapid cellular growth under the selective pressure of a relatively hypoxic microenvironment. Additionally, many metabolic genes co-amplified with oncogenes may support oncogenic drivers by reprogramming metabolic pathways to confer survival and growth advantages, positively selected during tumor development^14^.

Unlike normal cells, TNBC cells can gain metabolic flexibility by remodeling their metabolic pathways to use alternative nutrient sources from the environment for cell survival and proliferation. However, this burdensome metabolic reprogramming may introduce a vulnerability in TNBC cells by restricting metabolite availability. Under these conditions, TNBC cells need to balance metabolite availability with the energetic cost of synthesis^6,9^. These metabolic differences, referred to as metabolic vulnerability, between cancerous and normal cells are broadly found in TNBC, which exhibit the inevitable dependence on the mitochondrial TCA cycle, with slight differences observed in TNBC subtypes. It was also strongly suggested that tumors with a certain metabolic deficiency may have higher dependency on the complementary metabolism gene or pathway, thus creating a rational targeting strategy^15^. Most cancer cells including TNBC likely employ different mechanisms not only to activate de novo and salvage pathways but also to desensitize feedback regulatory pathways to circumvent allosteric inhibition, ensuring a continuous flow of cellular nitrogen toward pathways for cell proliferation^10–13,16^. Thus, interrupting a continuous flow of the cellular nitrogen required for dNTP biosynthesis could severely shock cancer cells, with resulting damages varying depending on metabolic vulnerabilities^9^. Since pyrimidine biosynthesis has been closely linked to the metabolic shift for proliferation of cancerous cells, we focused on the highly specific pyrimidine nucleotide-hydrolyzing enzyme, 5′ nucleotidase, as a potential drug candidate to exploit and increase the metabolic vulnerability of TNBC cells^17,18^. Here, we proposed an innovative approach where metabolically vulnerable TNBC cells could be forced to reprogram their metabolic pathway by expressing a cytosolic thymidylate 5'-phosphohydrolase (CT), which has higher specificity for dTMP than any other dNMP. Metabolic effects of a phage-derived CT (T001) on TNBC cells were investigated. The expression of CT T001 induced a nucleotide imbalance due to dTMP overconsumption, increasing the metabolic vulnerability of the TNBC cells.

As discussed above, treating TNBC by targeting oncogenes is challenging since oncogenic signaling can trigger reprogramming of metabolic pathways, altering metabolic gene expression. The novel approach presented here targeting universal metabolic vulnerability in TNBC cells therefore could be a potentially effective alternative, either alone or together with specific immunological therapy. We demonstrate that treating refractory TNBC by a CT mRNA drug can exacerbate metabolic vulnerability derived from dependencies on glycolysis and oxidative phosphorylation. This metabolic targeting approach could open a new therapeutic window that is not obvious in the conventional oncology pipeline.

## Methods

### Cells and media

Human triple-negative breast cancer cell lines (MDA-MB-231, BT-549, MDA-MB-468) were purchased from the American Type Culture Collection (ATCC). To better reflect physiological conditions, cells were cultured in Plasmax™ cell culture medium (Ximbio) supplemented with 2.5% dialyzed FBS (Gibco) and 1X Penicillin–Streptomycin (Gibco). Cells were maintained at 37 °C under 5% CO_2_ in a humidified incubator.

### Optimization of mRNA structure

Since the translational efficiency of mRNA is tightly regulated to ensure a proper amount of protein in cells, it is important in functional activity to choose appropriate 5′UTR together with 3′UTR, which contains AU-rich elements, polyadenylation signals, cis and trans regulatory elements. To evaluate the effect of UTRs on translational efficiency of mRNA, we generated 10 different GFP-encoding in vitro transcription (IVT) templates. All template plasmids for IVT in this study were based on pIRES vector. To prepare the UTR screening plasmid, pIRES was linearized by NheI/NotI digestion and three DNA fragments, 5′UTR and 3′UTR and the reporter gene (GFP), were amplified by PCR for Gibson assembly. After Gibson assembly was completed, each sequence of the constructed plasmids was confirmed by sequencing. The UTRs used in this study are described in Supp. Fig. S1A. To assess how different mRNA-structures affect the onset, duration and level of gene expression, we transfected MCF7 cell line with 10 different GFP mRNAs synthesized from all IVT templates and analyzed GFP expression by flow cytometry (Supp. Fig. S1B). We observed that the 9th set of GFP mRNA showed higher expression with extended durability than other sets. Using this optimized platform for mRNA expression, we prepared mRNA for the following experiments from each plasmid DNA template by replacing the GFP gene with the genes of interest. The CT gene used in this study was synthesized with codon optimization for expression in human cell lines by Integrated DNA Technologies, Inc. For comparison of substrate preferences, human 5′-nucleotidase (CdN) and signal sequence-deleted mitochondrial 5′-nucleotidase (NT5M) were also prepared by PCR amplification from human cDNA library.

### Preparation of CT mRNA

To prepare template DNA for IVT, each DNA template including the transcription cassette was amplified by PCR. The amplicons were purified using a PCR purification kit (Qiagen) before being used as templates for IVT. In vitro transcribed mRNAs were prepared using a HiScribe T7 ARCA mRNA kit (with tailing) (NEB) with 0.5–1 μg template DNA and 1.25 mM of 5-methyl-CTP (TriLink Biotechnologies). Reaction conditions and mRNA purification procedures followed the NEB manufacturer’s instructions without modification.

### In vitro transcribed mRNA transfection

Cells were plated for 24 h before transfection in a 6-well plate at 5 × 10^5^ cells/well. For transfection mixture preparation, appropriate amounts of mRNA complexed with Lipofectamine MessengerMAX (Invitrogen) were diluted in Opti-MEM medium (Gibco) to 200 µl total volume. The transfection mixture was added to the cells, and cells were incubated at 37 °C in 5% CO_2_ for time periods depending on the experiment. Transfection efficiency was evaluated by uptake of GFP mRNA as measured by determining GFP fluorescence using flow cytometry (Beckman).

### dNTPs extraction

According to Wilson et al., we followed a published protocol with slight modification^19^. Cells were plated before transfection in 6-well plates at 5 × 10^5^ cells/well and allowed to adhere and enter log-phase growth for 24 h. Cells were transfected with 1.25 µg of mRNA and then incubated for 6 h. Cells were washed twice with PBS and detached using 0.25% trypsin–EDTA (Gibco). The counted cell samples (3 × 10^6^ cells) were centrifuged at 3000 rpm for 5 min at 4 °C and resuspended in 500 µl of 60% ice-cold methanol by vortexing. To quench residual enzymatic activity and facilitate extraction, samples were incubated for 3 min at 95 °C. The samples were centrifuged at 18,500*g* for 6 min at 4 °C to remove cell debris. The supernatants were passed through a pre-equilibrated Amicon Ultra-0.5-ml centrifugal filter Unit (Merck) to remove macromolecules according to the manufacturer’s instruction. Then, methanol and hydrophobic metabolites were removed by washing twice with 1.4 ml diethyl ether. Residual diethyl ether was removed using a Speed vacuum concentrator (Biotron) for 15 min and the resultant pellet was resuspended in ~ 100 µl nuclease-free water and assayed immediately or stored at − 80 °C until use.

### Q5 DNA polymerase and EvaGreen-based assay for dNTPs using 197-nt templates

A published protocol was followed without modifications^20^. For 2 × master mix, the final concentrations of components were the following: 2 × Q5 reaction buffer, 0.5 µM primer and 0.5 µM 197-nt template, 0.1 mM dNTPs (except for target dNTP) and 2.5 µM EvaGreen (Biotum). Q5 DNA polymerase (NEB) was then added to reaction mixtures as follows: final concentration of 20 U/ml for dATP and dTTP, and 10 U/ml for dGTP and dCTP detection. Five µl of each 2 × master mix was pipetted into Hard-Shell® 96-Well PCR Plates (Bio-Rad) according to dNTP species. Then 5 µl of samples was added to each well for dNTP quantification by real-time PCR. For initial optimization runs, the thermal cycler (CFX96, Bio-Rad) was programmed to heat the plate to 98 °C (10 s) followed by cooling to the final reaction temperature (67 °C). The baseline fluorescence was immediately read after reaching the target temperature. Thereafter, the fluorescence (SYBR Green/FAM channel of the instrument) was recorded typically once every 5 min for total of 75 min. Data were normalized to the volume of estimated samples.

### Cell viability assay

Cells were plated for 24 h before transfection in 6-well plates at 5 × 10^5^ cells/well and transfected with 1.25 µg of mRNA for 24 h. After incubation, cells were treated with EZ-Cytox (DoGen) and incubated for 1 h at 37 °C, 5% CO_2_. The amount of formazan dye formed as a result of the cleavage of the tetrazolium salt WST-1 was measured at 450 nm using a Multiskan Microplate Reader (Thermo Fisher Scientific).

### NADPH/NADP determination

MDA-MB-231 cells were seeded in 6-well plates at 5 × 10^5^ cells/well. MDA-MB-231 cells were transfected with 1.25 µg of CT mRNA and incubated for 6 h. 4 × 10^6^ total cells were harvested for assay. Intracellular NADPH levels were measured using the NADP/NADPH assay kit (Abcam, ab65349). Following the manufacturer’s protocol without modification, NADPH and NADP concentrations were determined based on absorbance at 450 nm. Concentrations of the samples were calculated according to standard curves simultaneously generated from a gradient of concentrations of NADP and NADPH.

### Apoptosis assay

Cells were seeded in 6-well plates at 5 × 10^5^ cells/well and transfected with 0.625, 1.25, or 2.5 µg of mRNA after incubating for 24 h. After treating with 0.25% trypsin–EDTA (Gibco), cells were harvested by centrifugation at 3000 rpm for 3 min, and the pellets were resuspended in PBS. According to the manufacturer’s protocol, cells were stained with FITC annexin V Apoptosis Detection Kit (BD biosciences) and 10,000 cells were read from each sample by detecting relative fluorescence using a flow cytometer (Beckman). Using CytExpert 2.4 software (Beckman), annexin V-FITC positive/PI-PE negative cells and annexin V-FITC/PI-PE double-positive cells were considered to be in the early and late stages of apoptosis, respectively.

### Western blotting

Cells were plated in 6-well plates at 5 × 10^5^ cells/well for 24 h before transfection. Cells were transfected with 1.25 µg of mRNA and incubated for time intervals specified for each experiment. After transfection, cell lysates were extracted using RIPA buffer (Sigma) and protein concentration was determined by a DC protein assay (Bio-Rad). Samples were boiled for 5 min and 10 μg of protein were separated by SDS-PAGE, transferred to PVDF membrane using eBlot™ L1 Protein Transfer System (Genscript), blocked with 5% BSA (Sigma) prepared in 0.1% TBS-Tween20 and probed with the relevant primary antibody overnight at 4 °C. Membranes were then incubated with horseradish-peroxide-conjugated secondary antibodies at room temperature, and proteins were detected using Amersham ECL Select Western Blotting Detection Reagent (Cytiva). The blots were cut prior to hybridization with antibodies. Original blots are presented in Supplementary Information (Figure Raw data). Blots were imaged using ChemiDoc XRS+ System (Bio-Rad).

Primary antibodies were purchased as follows: p-CAD(S1859) (Cell signaling technology, 12662), p-CPS2(T456) (Santa cruz biotechnology, sc-377559), CPS2 (Santa cruz biotechnology, sc-376072), TYMS (Cell signaling technology, 9045), TK1 (Cell signaling technology, 28755), p-p70S6K(T389) (Cell signaling technology, 9205), p70S6K (Cell signaling technology, 2708), p-p44/42 MAPK(ERK1/2)(T202/Y204) (Cell signaling technology, 4370), p44/42 MAPK(ERK1/2) (Cell signaling technology, 4695), RRM1 (Cell signaling technology, 8637), RRM2 (Cell signaling technology, 65939), SAMD1 (Cell signaling technology, 49158), c-Myc (Cell signaling technology, 18583), Glutaminase-1 (Cell signaling technology, 49363), Glutamate dehydrogenase 1/2 (Cell signaling technology, 12793), Hexokinase I (Cell signaling technology, 2024), Hexokinase II (Cell signaling technology, 2867), PFKP (Cell signaling technology, 8164), PKM 1/2 (Cell signaling technology, 3190), Pyruvate dehydrogenase (Cell signaling technology, 3205), LDHA (Cell signaling technology, 3582), SDHA (Cell signaling technology, 11998), Fumarase (Cell signaling technology, 4567), Citrate Synthase (Cell signaling technology, 14309), ACO2 (Cell signaling technology, 6571), IDH2 (Cell signaling technology, 56439), OGDH (Cell signaling technology, 26865), p53 (Cell signaling technology, 2527), p-Histon H2A.X(S139) (Cell signaling technology, 2577), PARP (Cell signaling technology, 9542), Myc-tag (Cell signaling technology, 2272), and GAPDH (Cell signaling technology, 2118). Secondary antibodies were purchased as follows: Goat Anti-Mouse IgG H&L (HRP) (Abcam, ab6789), and Goat Anti-Rabbit IgG H&L (HRP) (Abcam, ab97051).

### ECAR/OCR analysis

XF sensor cartridges were hydrated before each assay. After 200 µl of XF calibrant was added, the XF sensor cartridges were incubated overnight at 37 °C in a CO_2_-free incubator. Cells were plated in XF cell culture microplates at 4 × 10^4^ cells/well and were incubated at 37 °C under 5% CO_2_ in a humidified incubator, overnight. Cells were transfected with 50 ng of mRNA and incubated for 6 h. During the assay, cells were incubated in XF media with 5.5 mM glucose, 0.65 mM glutamine, and 0.1 mM pyruvate. Basal and maximal oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using the Seahorse XFe96 analyzer (Seahorse bioscience). For OCR analysis, oligomycin (1.5 µM), FCCP (0.5 µM) and a mixture of antimycin A (0.5 µM) and rotenone (0.5 µM) were injected consecutively with a specific time gap, and OCR values were measured after each injection. For ECAR analysis, similarly, a mixture of antimycin A (0.5 µM) and rotenone (0.5 µM), and 2-deoxy-d-glucose (2-DG) (50 mM) were injected consecutively with a specific time gap and ECAR values were measured after each injection. Data were normalized to the number of cells.

### RNA-seq

Extensively characterized TNBC cell lines, MDA-MB-231, BT-549 and MDA-MB-468 were plated in 6-well plates at 5 × 10^5^ cells/well for 24 h before transfection. Each cell line was transfected with CT at 1.25 µg of mRNA and incubated for 6 h, 12 h and 24 h. RNA was extracted using the RNeasy Plus Mini kit (Qiagen). The RNA integrity was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies). RNA-seq libraries were generated using Illumina mRNA TruSeq kit with dual index barcoding. Multiplexed libraries were sequenced at the Cold Spring Harbor Laboratory core sequencing facility. Approximately 8,000,000 paired-end 76-bp reads were sequenced per replicate on a HiSeq 2500 instrument in RAPID mode. After removing adaptor sequences with Trimmomatic^21^, RNA-seq reads were aligned to GRCm38-mm10 with STAR^22^. Genome-wide transcript counting was performed by HTSeq or feature counts to generate a fragments per kb of million mapped reads matrix^23^. Differential expression analysis was performed with DESeq2 package in R (ver. 4.1, http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html)^24^. Genes with a real adjusted *p* value were used for downstream analyses. The datasets generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) Database repository, GSE201421.

### Immunofluorescence microscopy

Cells were plated in a 12-well plate including a cover slip at 1.5 × 10^4^ cells/well and incubated for 24 h. Cells were transfected with 0.625 µg of mRNA and incubated for 6 and 12 h. The transfected cells washed with cold PBS were fixed with 4% paraformaldehyde (HanLab, Seoul, Korea) for 15 min at RT. After additional washing with cold PBS, the fixed cells were permeated with 0.1% Triton X-100 (Sigma) in PBS for 10 min at RT. For cell immuno-staining, cells were incubated in a blocking solution containing 1% BSA (Sigma) and 0.01% Triton X-100 in PBS for 1 h at RT and then incubated with relevant primary antibodies in blocking solution overnight at 4 °C. Primary antibodies were purchased as follows: p-Histon H2A.X(S139) (Cell signaling technology, 2577), GFP (Abcam, ab290). For fluorescence labeling, cells washed with 0.01% Triton X-100 in PBS were stained with Alexa488 or Alexa555-conjugated secondary antibody (Invitrogen) for 1 h at RT in the dark. After additional washes, the nucleus was stained with Hoechst33342 (Sigma) for 1 min at RT in the dark. Images of the mounted cells on microscope slides were generated using a fluorescence microscope (Nikon).

### Statistics and reproducibility

GraphPad PRISM 8 and R software 4.1 were used for statistical analyses. Sample size, error bars and statistical tests are reported in the figure legends. Exact *p* values are shown where possible. *p* value ranges are reported when the number of significant digits exceeded the limits calculated by the statistical package. Statistical tests include unpaired two-tailed Student’s t-test. All sequencing experiments were done once. The number of times experiments were performed with similar results is indicated in each legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Results

### Suppression of cellular proliferation by transfection of CT mRNA to MDA-MB-231 cells

The cytosolic thymidylate 5'-phosphohydrolase (CT) derived from PBS2 bacteriophage is known to hydrolyze dTMP into thymidine with higher catalytic efficiency than any other nucleotide monophosphate (Supp. Fig. S2). We hypothesized that CT expression in cancer cells might selectively lower the intracellular dTMP pool and induce nucleotide pool imbalance, inhibiting the growth of cancer cells by disrupting the balanced nucleotide supply required for continuous, unregulated replication.

To test this notion and investigate CT-induced cellular inhibitory effects on cancer cells, the codon optimized CT gene was assembled into an optimized mRNA platform for intracellular expression (Fig. 1A). The resulting CT mRNA permits translation of CT appended with a unique N-terminal Myc tag for specific immunodetection. We then examined concentration- and time-dependent apoptotic effects by flow cytometry analysis of gated MDA-MB-231 cells. Figure 1B shows the typical results of quadrant analysis of fluorescence intensity of gated MDA-MB-231 cells in annexin V-FITC and PI-PE channels after treatment with various concentrations of CT mRNA. The lower left quadrant represents viable (normal) cells, the lower right quadrant represents apoptotic (early apoptotic) cells, and the upper right quadrant represents necrotic (late apoptotic) cells. As shown in Fig. 1B, the ratio of the apoptotic cells increased in a concentration-dependent manner. Additionally, the percentage of apoptotic cells increased in a time-dependent manner for MDA-MB-231 cells transfected with CT mRNA (Fig. 1C). In transfecting 1.25 μg of CT to 5 × 10^5^ cells, apoptotic cells were increased up to 23.6 ± 0.35% (n = 3, *p* < 0.001) at 24 h. This suppressive effect of CT mRNA on MDA-MB-231 cell viability was attributed to apoptosis, as evidenced by γH2AX expression and PARP cleavage (89 kDa) (Fig. 1D,E). A previous study reported that cleavage of PARP1 occurs during both necrosis and apoptosis^25^. Shin et al. reported that in the case of necrosis, PARP1 was cleaved by lysosomal protease, resulting in a 55-kDa cleaved-PARP1 (C-PARP1) protein, whereas in the case of apoptosis, caspase 3 cleaves PARP1 to produce an 89-kDa C-PARP1 protein^26^. According to these reports, it was reasonable to regard our case as apoptosis rather than necrosis. Also in cell cycle analysis, dNTP imbalance induced by decrease of dTTP resulted in an increase of sub G1 cell fraction, rather than S-phase arrest of cell cycle which is mainly observed in increased dNTP imbalance (Supp. Fig. S3). Based on these findings we next investigated if the apoptotic induction in MDA-MB-231 cells may be related to the change in their intracellular nucleotide levels, caused by reprogramming metabolic pathways to compensate for dTTP deficiency.

**Figure 1:**
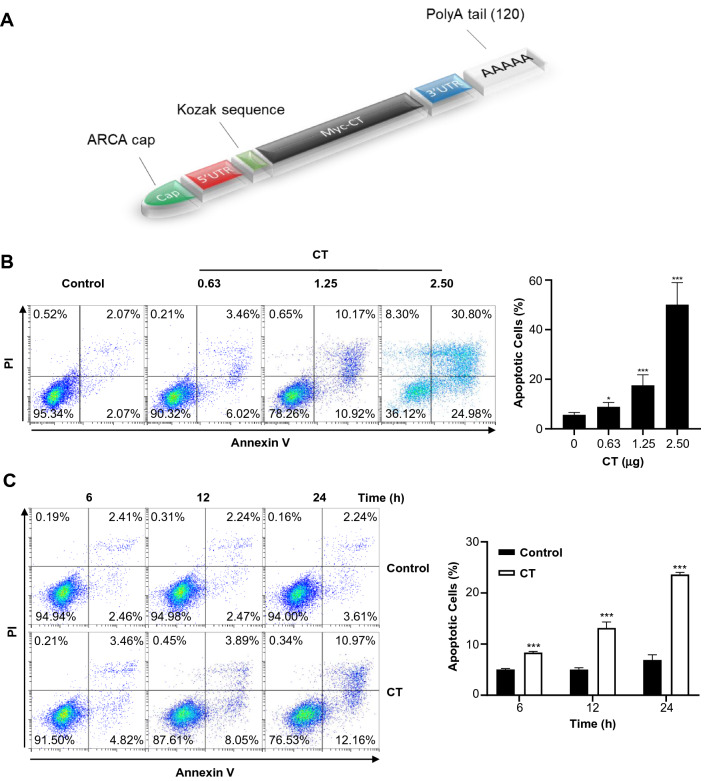

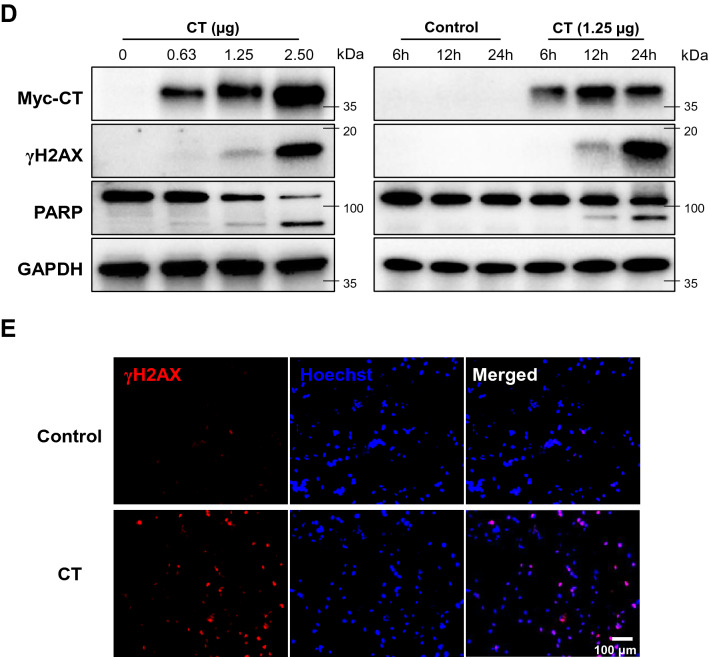
Suppression of MDA-MB-231 cell proliferation by CT mRNA. (**A**) CT-mRNA structure. CT mRNA was transcribed as a construct composed of the CT structural gene flanked with 5′- and 3′-UTRs. For stable translation in cancer cells, ARCA and a poly A tail were added to CT mRNA. (**B**) Flow cytometry analysis of the concentration-dependent cytotoxicity in MDA-MB-231 by CT transfection. Representative results were shown as quadrant analysis of fluorescence intensity of gated MDA-MB231 cells in annexin V-FITC and PI channels. MDA-MB231 cells were incubated without (control) or with CT at concentrations of 0.63, 1.25, 2.5 µg mRNA/5 × 10^5^ cells for 24 h. CT mRNA efficiently induced apoptosis in MDA-MB231 cells. (**C**) Time-course cytotoxicity of MDA-MB-231 cells by CT mRNA transfection (1.25 μg). (**D**) Identification of apoptotic markers by treating with concentration-dependent manner for 12 h (left) and with time-dependent manner with 1.25 µg mRNA (right). Original blots are presented in Supplementary Information (Figure Raw data). (**E**) Visualization of apoptosis in MDA-MD-231 cells at 24 h post-CT transfection. The presence of phosphorylated H2AX (Alexa555-labeld antibody, red) in DNA in nucleus (Hoechst33342, blue) in MDA-MB-231 cells after CT-mRNA transfection were visualized by fluorescence microscopy. Percentages of viable, apoptotic, and necrotic cells without (control) or with CT treatment were represented as the mean of three experiments (n = 3, Student’s t-test *p < 0.05, **p < 0.01, ***p < 0.001, significantly different from the control).

### Changes in cellular metabolism following transfection of CT mRNA in MDA-MB-231 cells

Indeed, intracellular dTTP level was largely decreased compared with the other nucleotide levels in CT-transfected MDA-MB-231 cells as shown in Fig. 2. This observation indicated that CT can induce dNTP imbalance by selective dTMP degradation. The coordinated synthesis and degradation of dNTPs to maintain a balanced intracellular dNTP pool are critical to ensure the fidelity of DNA synthesis and DNA damage repair^27^. The observed decreased intracellular dTTP level may affect two distinct pathways of dNTP synthesis in order to recover from the intracellular dNTP pool imbalance – de novo synthesis in the cytoplasm or the salvage pathways in the cytoplasm and mitochondria. Building on the connection between pyrimidine metabolism and CT expression, we sought to identify the metabolic pathways specifically changed in CT-treated cells. 

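The RNAseq values behind Fig. 3A and Fig. 6 come from MDA-MB-231, a human triple-negative breast cancer line. RNA was taken 6, 12 and 24 h after transfection with 1.25 µg of mRNA for CT, NT5M or CdN, and from untreated cells at the same hours, which gives 12 libraries with 1 library per condition and hour. The controls are recorded as untreated and no mock-transfected library exists, so an effect of transfection itself cannot be separated from an effect of the enzyme. The CdN mRNA encodes the cytosolic nucleotidase of the gene NT5C, and NT5C reads numbered 16767962, 17916078 and 8308751 in the CdN libraries at 6, 12 and 24 h, against 2069, 1576 and 1688 in the untreated ones. NT5M reads numbered 15273361, 11988185 and 8521806 in the NT5M libraries, against 203, 146 and 106. The transfected gene made up 54.5%, 52.1% and 34.1% of the TPM total in the CdN libraries and 33.9%, 29.6% and 20.5% in the NT5M libraries. CT mRNA is codon-optimized and has no gene of its own in the tables, so the CT libraries have no such check.

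The deposited tables hold, for each of 9 comparisons with the untreated library of the same hour, only genes with a raw p no larger than 0.05 and a fold of at least about 3.20 by the authors' calculation. Of 18243, 18332 and 18683 genes tested at 6, 12 and 24 h, 1772, 2579 and 1837 are listed after CT, 1175, 1440 and 856 after NT5M, and 925, 1262 and 784 after CdN. A gene outside these tables is called not listed below, which does not mean unchanged. Folds here are differences of the authors' log2 values of normalized CPM (read counts scaled to a common library size) with 1 CPM added, so the folds of low genes are understated and a listed gene can stand under 2-fold. Of the 16 genes of Fig. 3A, most are not listed, and their CT read counts were worked back from the supplement, where the CT columns turned out to be scaled so that ACTB is equal in both libraries. The counts so obtained equal the deposited ones for the 2 Fig. 3A genes listed at 12 h and the 5 listed at 24 h, while none is listed at 6 h. ACTB itself stood at 0.612, 0.454 and 0.382 times the untreated level after CT by the authors' normalization, so folds on the ACTB scale are up to 1.63, 2.20 and 2.62 times larger at 6, 12 and 24 h. Intervals in brackets are 95% counting intervals, which hold only counting error and no variation between cultures, and no test was run on single libraries.

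Effective library sizes were 81.5, 66.8 and 56.0 M reads for the untreated cells at 6, 12 and 24 h, 31.2, 34.3 and 39.3 M for CT, 51.7, 49.4 and 50.5 M for NT5M, and 42.6, 46.5 and 43.4 M for CdN, and the values here use these. They are worked out from counts and normalized CPM and are not numbers of sequenced reads. The paper's methods instead give 8000000 paired reads per replicate, RNeasy extraction, a HiSeq run, STAR alignment to mouse build mm10, and CT in 3 cell lines. The submitters' sample records name TRIzol extraction, build hg38, HISAT2 2.1.0, Bowtie2 2.3.4.1 and StringTie 2.1.3b, with MDA-MB-231 only and all 3 mRNAs. Both name DESeq2.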

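Transcripts of CAD (Gene ID 790), the enzyme of the opening 3 steps of pyrimidine synthesis, stood at 0.338 times the untreated level (0.323 to 0.353) 6 h after CT and at 0.275 times (0.262 to 0.289) at 12 h. TYMS (Gene ID 7298), which makes dTMP from dUMP, stood at 0.658 times (0.637 to 0.679) and 0.388 times (0.372 to 0.403). TYMP (Gene ID 1890), which splits thymidine, was 1.71-fold higher (1.47 to 1.99) at 6 h and 5.11-fold higher (4.45 to 5.85) at 12 h. UMPS, which completes UMP synthesis, stood at 0.966 times (0.894 to 1.04) and 0.817 times (0.754 to 0.886). RRM2B, the p53-inducible ribonucleotide reductase subunit, was 1.91-fold higher (1.79 to 2.04) at 6 h and 1.79-fold higher (1.68 to 1.90) at 12 h. A further 6 transcripts lay lower at 12 h, with the ribonucleotide reductase subunits RRM1 at 0.448 and RRM2 at 0.368, the kinases TK1 at 0.559 and DTYMK at 0.349, the dUTPase DUT at 0.478 and the kinase NME2 at 0.459 times the untreated level. On the ACTB scale of Fig. 3A, TYMS at 6 h reads 1.07, UMPS 1.56 at 6 h and 1.76 at 12 h, and CAD 0.549 and 0.600.

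**Figure D1:**
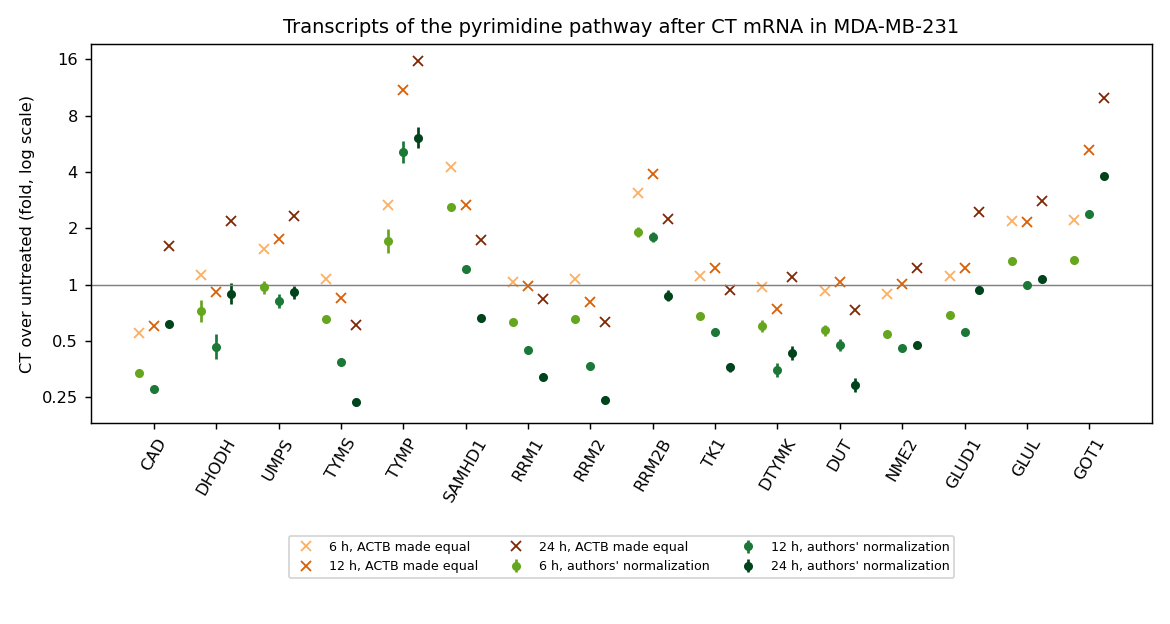
Fold of each Fig. 3A transcript after CT over untreated cells at 6, 12 and 24 h on a log2-spaced axis with a line at 1, with dots and 95% counting intervals for the authors' normalization and crosses for values with ACTB made equal. TYMP at 24 h stands at 6.10 on the dots and 15.6 on the crosses, while TYMS stands at 0.236 and 0.611.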

As shown in the schematic pathway obtained from RNAseq analysis, a few rate-limiting pyrimidine biosynthetic enzymes (CAD and TYMS) were decreased immediately after CT treatment and then recovered, whereas a thymidine-degradation enzyme (TYMP) and feedback regulated enzyme (UMPS) were upregulated (Fig. 3A). Additionally, the influx from TCA cycle intermediates was increased for facilitating to supply the precursors required in pyrimidine synthesis (GLUD1, GLUL and GOT).

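GOT1 (Gene ID 2805), the cytosolic aspartate aminotransferase, rose after CT at every hour, to 1.35-fold (1.29 to 1.42) at 6 h, 2.39-fold (2.30 to 2.49) at 12 h and 3.80-fold (3.66 to 3.95) at 24 h. GLUD1, which turns glutamate into 2-oxoglutarate, stood at 0.684 (0.661 to 0.709), 0.561 (0.540 to 0.582) and 0.931 times (0.903 to 0.960) the untreated level. GLUL, glutamine synthetase, was 1.34-fold higher (1.28 to 1.40) at 6 h and near untreated at 12 h (0.992, 0.948 to 1.04) and 24 h (1.07, 1.03 to 1.12). In a textbook list of 24 TCA cycle genes none was listed as higher after CT, and IDH1 at 12 h (log2 −1.78) and IDH2 at 24 h (−1.57), both isocitrate dehydrogenases, were at least 2-fold lower. Of 11 glutamine metabolism genes 2 were higher at each hour: ASNS, asparagine synthetase, by log2 3.41, 4.51 and 4.26, with the glutamine carrier SLC1A5 by 1.91 at 6 h and 1.76 at 12 h and GOT1 at 24 h. With ACTB made equal GLUD1 lies above untreated, at 1.11, 1.23 and 2.43.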

**Figure 2:**
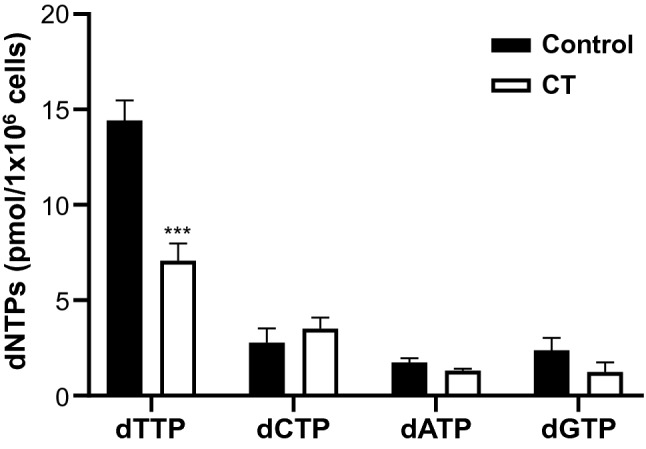
Changes in intracellular dNTP pools in MDA-MB-231 following CT transfection. EvaGreen-based assay for dNTPs using 197-nt templates was carried out for quantification of dNTP pools in MDA-MD-231 cells after CT transfection (1.25 μg/5 × 10^5^ cells).

**Figure 3:**
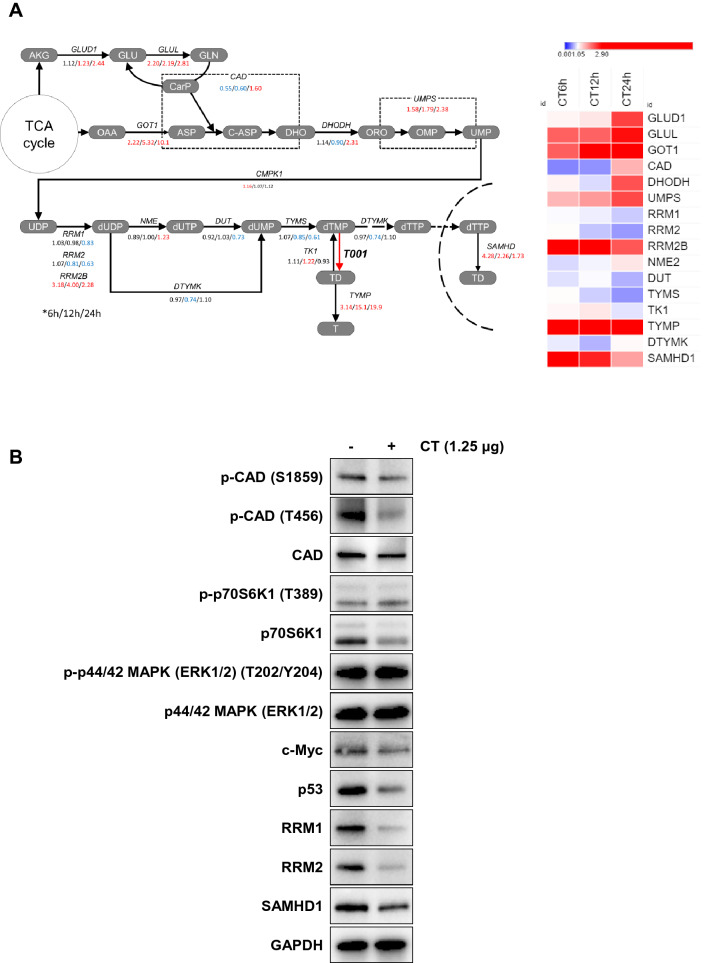
Expressional changes of essential pyrimidine biosynthetic enzymes regulated by oncogene driven signaling. (**A**) RNAseq analysis of pyrimidine metabolic pathway (6 h/12 h/24 h). AKG: α-ketoglutarate, GLU: glutamate, GLN: glutamine, CarP: carbamoyl phosphate, OAA: oxaloacetate, ASP: aspartate, C-ASP: carbamoyl-aspartate, DHO: dihydroorotate, ORO: orotate, TD: thymidine, T: thymine, GLUD: glutamate dehydrogenase, GLUL: glutamate-ammonia ligase, GOT: glutamic-oxaloacetic transaminase, CAD: carbamoyl-phosphate synthetase, aspartate transcarbamylase, and dihydroorotase complex, DHODH: dihydroorotate dehydrogenase, UMPS: UMP synthetase, RRM1/2: ribonucleotide reductase catalytic subunit M1/2, RRM2B: ribonucleotide reductase regulatory TP53, NME: nucleoside diphosphate kinase, DUT: dUTPase, TYMS: thymidylate synthase, DTYMK: deoxythymidylate kinase, TK1: cytosolic thymidine kinase, TYMP: thymidine phosphorylase, SAMHD: SAM and HD domain containing dNTP triphosphohydrolase, T001: enzyme translated from CT. (**B**) Western blot analysis of MDA-MB-231 cells was carried out to investigate the expression changes of essential pyrimidine biosynthetic enzymes and the oncogene-driven signaling proteins. Original blots are presented in Supplementary Information (Figure Raw data).

On the other hand, overall changes in the dNTP pool can generally perturb cell cycle-dependent activity and allosteric regulation of ribonucleotide reductase (RNR) and mammalian triphosphohydrolase (SAMHD1)^26^. Indeed, SAMHD1 mRNA expression was increased by 4.3-fold at 6 h, and then slowly decreased (Fig. 3A). 

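SAMHD1, which breaks dNTPs down to nucleosides, was 2.60-fold higher (2.51 to 2.69) 6 h after CT, 1.21-fold (1.16 to 1.26) at 12 h and 0.664 times the untreated level (0.634 to 0.696) at 24 h. Its normalized level was 195 CPM after CT and 74.6 CPM in untreated cells at 6 h, and 64.3 against 97.3 CPM at 24 h. SAMHD1 is not listed after any of the 3 mRNAs at any hour. On the ACTB scale the folds read 4.24, 2.65 and 1.72, which turns the 24 h value from below to above untreated.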

Even though this decreasing trend in the amplified transcription of SAMHD1 at 24 h might result in loosening the regulation of CAD, DHODH and UMPS, the critical enzymes involved in direct influx of dTMP (TYMS and TYMP) did not appear to be recovered to normal levels in cancer cells. This means that nucleotide imbalance driven from dTMP degradation can put upward pressure on the feedback regulated enzymes, but rather put pressure on stopping the pyrimidine synthesis in terms of signal transduction.

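CAD had come back part of the way 24 h after CT, to 0.613 times the untreated level (0.592 to 0.635). DHODH, the mitochondrial enzyme that makes orotate, stood at 0.724, 0.466 (0.398 to 0.545) and 0.894 times (0.786 to 1.02) at 6, 12 and 24 h, and UMPS at 0.910 times (0.841 to 0.985) at 24 h. TYMS kept falling, to 0.236 times (0.225 to 0.249), and TYMP kept rising, to 6.10-fold (5.37 to 6.92). RRM2, the S-phase subunit of ribonucleotide reductase, fell alongside TYMS to 0.243 times. TYMP was also higher after NT5M, 3.25-fold at 12 h and 3.91-fold at 24 h, and after CdN, 3.49-fold and 4.57-fold. From these transcripts the paper proposes that the imbalance can push feedback-regulated enzymes up, while the signals sent press toward a halt of pyrimidine synthesis. With ACTB made equal CAD, DHODH and UMPS lie above untreated at 24 h, at 1.60, 2.18 and 2.33, and TYMS stays below it.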

Considering the significant increase in SAMHD1 mRNA observed in MDA-MB-231 cells during CT treatment, immunoblotting was performed to determine if the increase in SAMHD1 mRNA directly reflected the expression of SAMHD1 protein. Interestingly, even though SAMHD1 mRNA was largely up-regulated in MDA-MB-231 cells (Fig. 3A), SAMHD1 protein level was not detectably increased (Fig. 3B). This discrepancy suggests that post-transcriptional and/or post-translational regulations might also contribute to SAMHD1 protein expression in different cell types.

Apart from CAD transcript level, CAD function is regulated in multiple ways, including allosteric regulation, covalent regulation by phosphorylation, and metabolite channeling^28^. Phosphorylation of CAD on Ser1859 (S1859) is regulated by (mTOR)-S6K^29,30^, the mammalian target of rapamycin, whereas phosphorylation on Thr456 (T456) is regulated by EGFR^31^. In our case, phosphorylation of CAD on T456 was significantly decreased, but levels of unmodified and S1859 phosphorylated CAD proteins were slightly decreased or not changed, compared with control (untreated) at 24 h (Fig. 3B). Accompanying this metabolic change in the presence of CT, mutated oncogenes like c-Myc and p53 were also found to be decreased (Fig. 3B). Generally, the energy metabolism of MDA-MB-231 is rewired by mutated oncogenic malfunction (gain-of-function or loss-of-function), which can help cancer cells to survive and adapt in the tumor microenvironment (TME)^32,33^. Since redox homeostasis can affect various target genes and proteins, the decrease of c-Myc and mutated p53 in MDA-MB-231 was expected to be somewhat related to the slow-down in energy metabolism and disturbance of TME adaptation of cancer by impaired redox homeostasis. Nevertheless, increased metabolic vulnerability may be a more significant cause of cell death compared to direct signal transduction^6^.

Indeed, nucleotide metabolism is closely linked to energy metabolism, and biosynthesis of nucleotides in cancer cells is essential for cell proliferation. Since cancer cells continuously proliferate and divide, various metabolites and sufficient energy for survival are normally supplied from glycolysis, the TCA cycle, and oxidative phosphorylation. As shown in the glycolytic rate (extracellular acidification rate, ECAR) and oxygen consumption rate (OCR) analysis, both basal and maximal OCR were largely decreased in CT-treated MDA-MB-231 cells, whereas maximal ECAR was decreased but basal ECAR was not (Fig. 4). The observation that basal ECAR was largely unchanged by CT treatment, indicated that the glycolytic intermediates were not shunted to other pathways as much as other TCA intermediates in the adapted state of cancer. In other words, these results indicated that TCA cycle intermediates were more directly used in nucleotide biosynthesis, but glycolytic intermediates could be indirectly required via anaplerotic reaction for the TCA cycle. If prolonged in this metabolic state, the TCA cycle impaired by the overconsumption of pyrimidine deoxynucleotides could cause severe burden to redox homeostasis of MDA-MB-231 cells. Indeed, the NADP/NADPH ratio of CT-transfected cells was significantly increased, indicating that these cells could have a serious trouble in controlling the intracellular redox balance (Supp. Fig. S4). Taken together, regardless of whether energy metabolism is reprogrammed and adapted by oncogenic malfunction in MDA-MB-231 cells or not, the local overconsumption of pyrimidine deoxynucleotides could severely burden the redox homeostasis of metabolically vulnerable cancer cells, like the so-called butterfly effect. Additionally, these severe burdens could induce apoptosis accompanied with mitigating dysfunction by oncogenic proteins as shown in Fig. 3.

**Figure 4:**
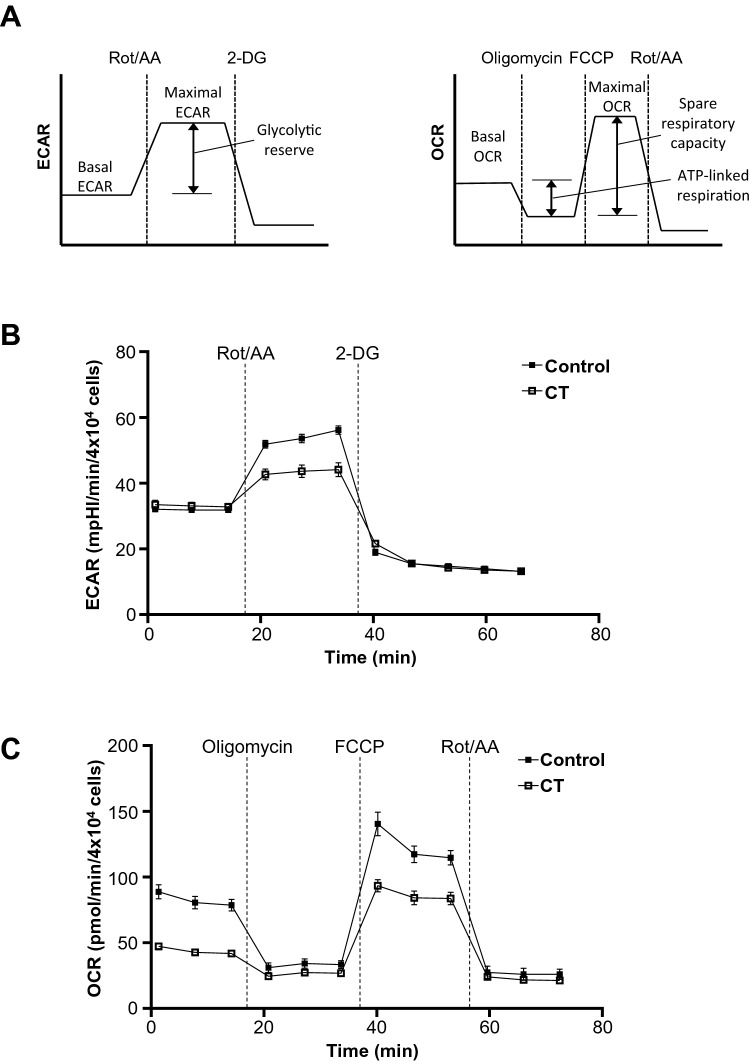
MDA-MB-231 maximal metabolic profiles with CT transfection. (**A**) Schematic indicating derivation of maximal metabolic rates, glycolytic reserve, and spare respiratory capacity from the experiment in (**B**,**C**). (**B**) ECAR assay for MDA-MB-231 transfected with CT. Cells were maintained in uniform media prior to measuring ECAR. ECAR was measured twice in the basal state, and then twice again following each metabolic inhibitor treatment (0.5 μM rotenone/0.5 μM antimycin A, 50 mM 2-DG) at 7 min intervals. (**C**) OCR assay for MDA-MB-231 transfected with CT. OCR was measured twice in the basal state, and then twice again following each metabolic inhibitor treatment (1.5 µM oligomycin, 0.5 μM FCCP, 0.5 μM rotenone/0.5 μM antimycin A) at 7 min intervals. ECAR and OCR values were normalized to a measurement of total cell numbers for each cell line in each assay. Data are their averages from one representative experiment, with error bars representing SD.

### Differences in substrate preference for dTMP among 5′-nucleotidases

Given the necessity of cancer cells to generate sufficient nucleotides to meet the demand for increased DNA replication and RNA synthesis and observations that the pyrimidine pathway is inappropriately activated in most cancers, various cellular functions including nucleotide synthesis may be seriously affected by a dNTP pool imbalance. As shown previously, the dNTP pool imbalance caused by CT severely burdened breast cancer cells. A recent study on the physiology of cancer cells showed an increase of dNTP pools was accompanied by higher mutation rates due to reduced fidelity of DNA replication^34^. In contrast, early studies showed that a decrease in dNTP pools by hydroxyurea (HU) lead to an S-phase arrest by replication stress^35,36^. It seems that not only are the overall levels of dNTPs important for genome stability but also the balance between individual dNTPs, which can lead to positive or negative effects on cancer cell therapy. Based on this as a cancer treatment approach, it is necessary to induce dNTP perturbation towards inhibiting cell growth and not triggering rescue mutations. This dNTP perturbation is closely related to dNTP availability, which depends on the specificity of the 5'-nucleotidase used to induce dNTP imbalance. Thus, the specific decrease of dTTP levels rather than the decrease in the overall dNTP pool possibly induced dNTP imbalance more effectively, which was expected to lead to cell death distinguishable from use of a conventional inhibitor for nucleotide synthesis.

Herein, we observed that the specific decrease of dTTP by CT could directly destabilize the dNTP pool and investigated whether the degree of dNTP pool imbalance was directly related to cell viability and the frequency of mutations during replication. The effects on MDA-MB-231 cells based on the specificity of the 5'-nucleotidase were analyzed by the differences in the dNTP pools, cell viability, and ECAR/OCR (Fig. 5). As proof-of-concept, mRNA constructs of human cytosolic 5′-nucleotidase (CdN) and human mitochondrial 5′-nucleotidase (signal-sequence deleted) (NT5M) which are known to have different substrate preferences, were created by replacing the CT gene in the existing construct (Supp. Fig. S2). As shown in Fig. 5A, dTTP levels in the presence of NT5M and CT were further decreased, compared to CdN which has broad dNTP specificity. In contrast, cell viability trends were similar overall to their dTTP levels. Notably, the lowest dTTP level among the tested 5′ nucleotidases was observed with CT (Fig. 5B).

**Figure 5:**
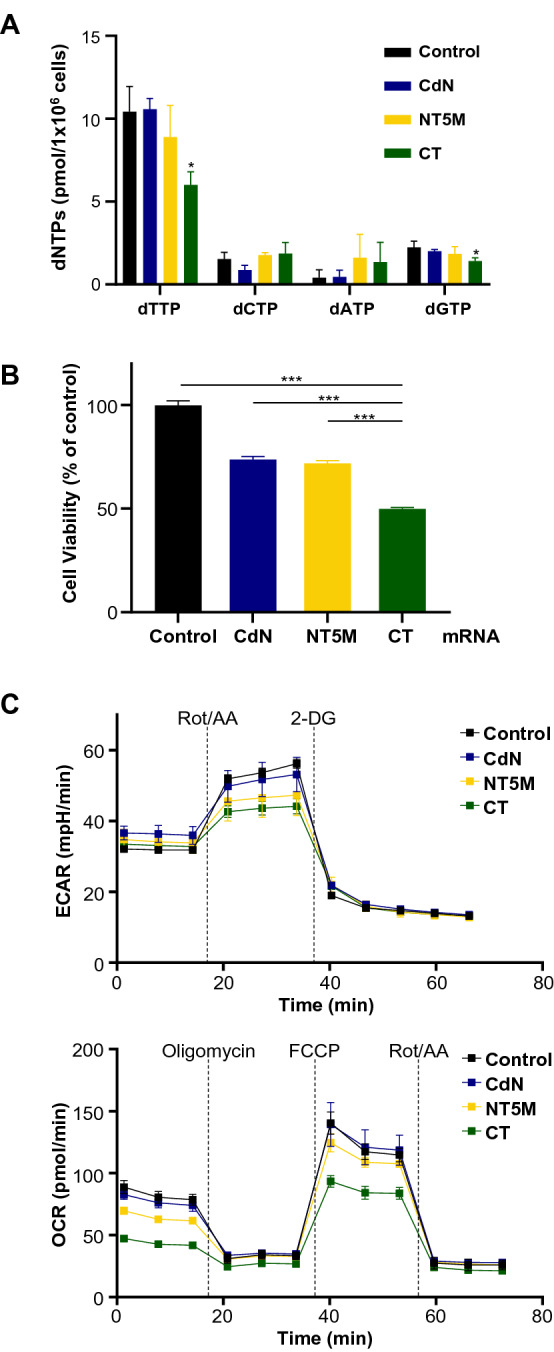

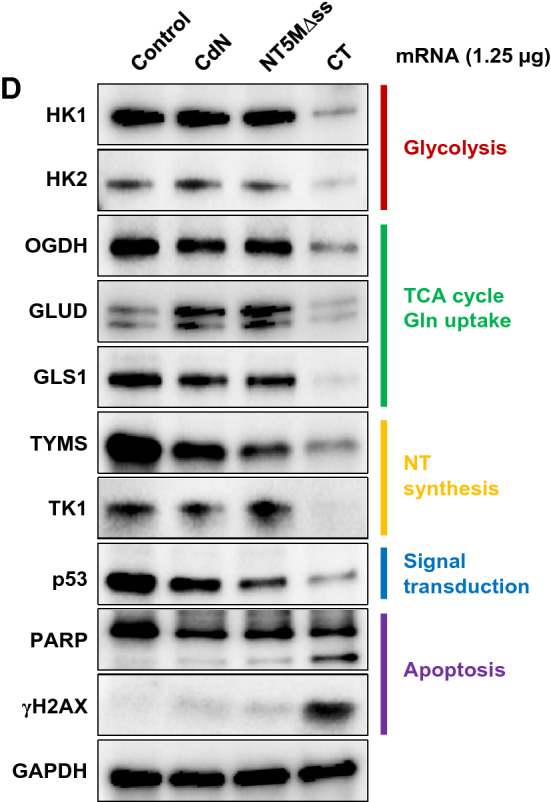
Cellular effects on differences of substrate preference on dTMP. (**A**) Intracellular dNTP pools with 5′ nucleotidases with different substrate preferences. CdN: cytosolic 5′-nucleotidase; NT5M: human mitochondrial 5′-nucleotidase (signal-sequence deleted). (**B**) Cell viability assay. Cells were plated 24 h in a 6-well plate at 5 × 10^5^ cells/well, then transfected with 1.25 µg of mRNA for 24 h. For quantification, the amount of formazan dye formed was measured at 450 nm. (**C**) ECAR and OCR assay for comparing 5′-nucleotidase substrate preferences in MDA-MB-231. (**D**) Western blot analysis for representative proteins related to cellular function. Hexokinase (HK1/2) in glycolysis; α-ketoglutarate dehydrogenase (OGDH) in important branching position of TCA cycle; glutamate dehydrogenase (GLUD) and glutaminase (GLS1) in glutaminolysis; thymidylate synthase (TYMS) and thymidine kinase (TK1) in essential entry position of dTTP synthesis; cleaved poly ADP-ribose polymerase (PARP) and phosphorylated H2AX (γH2AX) as apoptosis marker. Original blots are presented in Supplementary Information (Figure Raw data).

Even though the difference between NT5M and CT was not clear solely based on dNTP level analysis, CT appeared to have much more burden to OXPHOS than glycolysis in OCR/ECAR analysis, compared to NT5M. As shown in OCR analysis (Fig. 5C), CT showed both lower basal respiration and glycolytic reserve than NT5M. Also in ECAR analysis, the ECAR profile of CT was similar to that of NT5M, but the lowest glycolytic reserve in the tested group was shown with CT. These results indicated that cell viability could be affected by catalytic activity as well as substrate preference of the enzymes, and the CT transfected cells were forced to exploit TCA cycle to a greater extent to supply pyrimidine than with either CdN or NT5M. Many researchers have reported that the excess pyrimidine biosynthesis in normal cells could be induced by upregulating TCA cycle enzymes in dNTP deficient condition^37^. However, unlike normal cells, metabolically vulnerable TNBC cells (MDA-MB-231) experienced severe metabolic stress due to the overconsumption of glucose and glutamine caused by upregulation of TCA cycle enzymes. This accumulated metabolic fatigue resulted in deactivating glycolysis and the TCA cycle by resource-burnout, ultimately leading to apoptosis. Induction of apoptosis was assessed by examining phosphorylation of H2AX at Ser139 (γH2AX) which marks DNA double-strand breaks and the levels of cleaved PARP (Fig. 5D). In CT mRNA-transfected MDA-MB-231 cells, bands of γH2AX and cleaved PARP were significantly increased, compared with CdN and NT5M. Since the degree of apoptosis appeared to differ with the differing substrate specificity of the 5'-nucleotidase used, these results supported the theory that substrate specificity was closely related to apoptotic effects in TNBC cells.

Clinical behavior of breast cancers is linked to high proliferative activity and mutational burden^38–40^. Recently, a notable study reported the expression of replication-related genes (RRGs) in TNBC cells^41^. The expression of RRGs was explored in various TNBC subtypes and showed that TNBC cells exhibited high expression of RRGs, indicating elevated replication activity. DNA replication consumes substantial energy and nucleotide resources, and may imbalance the nucleotide pool, causing replication stress and increased mutational burden^42,43^. Consistent with those studies, our RNAseq data similarly showed that control MDA-MB-231 cells exhibited high expression of replication-related genes (RRG, t-test *p* < 0.001) along with increased expression of BER and MMR gene sets (Fig. 6 and supp. Fig. S5A). 

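Untreated levels in MDA-MB-231 cells are given here for replication, mitosis and repair genes listed as lower after CT. Such a listing needs enough untreated reads to show a large fall, so these levels cannot tell whether the sets are highly expressed. CENPF, a kinetochore protein of G2 and M phase, stood at 607 CPM and RRM2 at 247 CPM in the 24 h control, and PARP1, which senses DNA breaks, at 198 CPM in the 12 h control. RPA1, which coats single-stranded DNA, stood at 138 CPM and PCNA, the polymerase clamp, at 112 CPM at 12 h, and the mitotic kinase PLK1 at 129 CPM at 24 h. The base excision glycosylases NEIL3 and UNG stood at 25.1 and 70.2 CPM at 24 h, and the cyclin CCNE2 at 26.1 and 29.1 CPM at 12 and 24 h. Among Fig. 6 genes, untreated levels can be read here only where the tables or Fig. 3A hold them, and the 12 libraries hold no non-cancer cells against which high could be measured. What the paper's t-test compares is not stated, and it was not repeated here.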

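CT moved more genes than the 2 human nucleotidases at each hour. After CT 1187 genes were at least 2-fold higher and 90 lower at 6 h, 1583 and 395 at 12 h, and 907 and 521 at 24 h. NT5M gave 736 and 36, 867 and 110, and 455 and 100, and CdN gave 563 and 28, 741 and 91, and 421 and 80. Of the 63 genes in the study's 6 Fig. 6 sets, CT tables list 1 at 6 h, the tumor suppressor CCDC6, 7 at 12 h and 12 at 24 h. None of the 63 is listed after NT5M or CdN. A smaller fall would not be listed, so the tables leave open how far these genes moved after NT5M and CdN. With ACTB made equal the lower genes after CT number 51, 77 and 89.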

Surprisingly, we found differences among CdN, NT5M and CT-treated cells in the expression of all clustered categories including the RRG set. 

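Several genes of the integrated stress response rose after all 3 mRNAs. ATF3, a stress-induced transcription factor, was higher at 6 h by log2 6.44 after CdN, 6.72 after NT5M and 7.63 after CT, and SESN2, which restrains mTORC1, by 3.71, 3.92 and 4.10. Of 15 genes of this response 6, 8 and 7 were at least 2-fold higher after CdN at 6, 12 and 24 h, 6, 8 and 6 after NT5M, and 6, 11 and 8 after CT. Of 14 p53 target genes 7 were higher after each mRNA at 6 h and the other 7 are not listed. BBC3, which encodes the pro-death protein PUMA, was higher by 4.39 after CdN, 4.76 after NT5M and 6.44 after CT. The paper records mutant p53 in these cells, and SESN2 and BBC3 also stand in other lists used here. These counts therefore do not measure p53 activity. XBP1, a transcription factor of the unfolded protein response, was higher by 3.13, 3.30 and 4.28 at 6 h. Among the 739, 933 and 480 genes listed with a rise after all 3 mRNAs at 6, 12 and 24 h, whatever its size on this scale, CT lay highest for 614, 834 and 425, and the order CT, NT5M, CdN held for 544, 662 and 267. Among the 9, 58 and 53 genes listed with a fall after all 3, CT lay lowest for 4, 35 and 46, and with TPM values the counts at 12 and 24 h fall to 5 and 25.

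The numbers of shared genes listed with a rise were 946, 1161 and 591 for CT with NT5M, 775, 1008 and 544 for CT with CdN, and 776, 955 and 517 for NT5M with CdN. Independent lists would share 96.6, 140 and 43.4 in the CT and NT5M pair, 75.2, 121 and 41.7 in the CT and CdN pair, and 50.2, 72.7 and 22.9 in the third. Shared genes listed with a fall numbered 29, 108 and 111, 17, 87 and 84, and 18, 85 and 66 in the same pairs, where independent lists would share 0.699, 5.54 and 6.18, 0.636, 5.13 and 4.72, and 0.386, 2.02 and 1.41. All comparisons of an hour use the same untreated library, and simulated libraries with no effect and an assumed spread of 0.4 share 84.8, 92.0 and 94.6 rising genes in the CT and NT5M pair, 83.5, 95.5 and 96.7 in the CT and CdN pair, and 84.2, 91.7 and 99.0 in the third. For falling genes they share 28.0, 31.8 and 33.9, 29.2, 31.1 and 36.6, and 33.4, 31.6 and 35.0. At 6 h these simulated numbers of shared falling genes come close to those found or exceed them. The simulated CT lists there hold 288 falling genes, though, against 145 in the real one. For rising genes the simulated CT lists hold 320, 338 and 341 genes at 6, 12 and 24 h, against 1625, 2069 and 1215 in the real ones. The simulated untreated levels were also drawn only from genes in the tables. With lists of such unlike length the simulation cannot say how much of any of these overlaps the shared control makes. Simulated libraries with counting error alone share at most 0.4 genes in any pair. Part of the overlaps may come from the shared control.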

For CdN and NT5M, general stress responses induced by nucleotide-deficiency during DNA replication were observed, and the transcriptional profiles appeared to be intermediate between those of control and CT (Fig. 6 and Supp. Fig. S5A). In contrast, most of the expression in both the RRGs set and the repair system set of CT mRNA-transfected cells were reduced or even shut down. 

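After CT 6 of the 63 Fig. 6 genes are listed as lower at 12 h and 12 at 24 h, with none at 6 h, where a listing takes a fall of about 3.20-fold. By the paper's own log2 values 8, 28 and 32 of 61 genes lie at least 2-fold lower at 6, 12 and 24 h. RPA1 fell by log2 2.11 (2.02 to 2.20) and PARP1 by 1.88 (1.81 to 1.95) at 12 h. E2F8, a repressor in the E2F family, fell by 2.22 (2.07 to 2.36), the mitotic regulator CDCA3 by 2.09 (1.97 to 2.22), NEIL3 by 1.96 (1.79 to 2.14) and UNG by 1.74 (1.64 to 1.85) at 24 h. The replication-related set has 2 of 19 genes listed as lower at 12 h and 5 at 24 h (at least 2-fold lower by the paper's values: 10 of 18 at both hours), and base excision repair 2 of 11 at both hours (the paper's: 7 and 6 of 10). Mismatch repair has 1 of 13 and 0 listed (the paper's: 6 and 6 of 13), the DNA repair alteration set 1 of 14 and 2 (5 and 6 of 14), the S phase set 1 of 13 and 3 (6 and 9 of 12), and the M phase set 1 of 12 and 4 (5 and 6 of 12). Listed genes kept part of their reads, with CENPF at 6756 of 33982 and E2F8 at 370 of 2658 before scaling. The smallest count in any table is 1, so a gene without reads would not be seen here. These counts therefore cannot show whether other genes were shut down. With ACTB made equal none of the listed Fig. 6 genes is 2-fold lower at either hour, with RPA1 at −1.00 and E2F8 at −0.92.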

TNBCs with compromised p53 function exhibit a prevalence of C-to-T transition, typically associated with misincorporation of nucleotides^44,45^. Misincorporated nucleotides are normally removed by DNA repair mechanisms such as MMR and BER, but TNBC cells with inadequate activity or genetic alterations in these mechanisms may exhibit an increase in mutational frequency^44,46,47^. Expression of the 5'-nucleotidases in these genetically altered TNBCs could make the metabolism of TNBC more vulnerable, further exacerbating or alleviating the mutational burden depending on the substrate specificity of the 5' nucleotidase (Supp. Fig. S5A).

**Figure 6:**
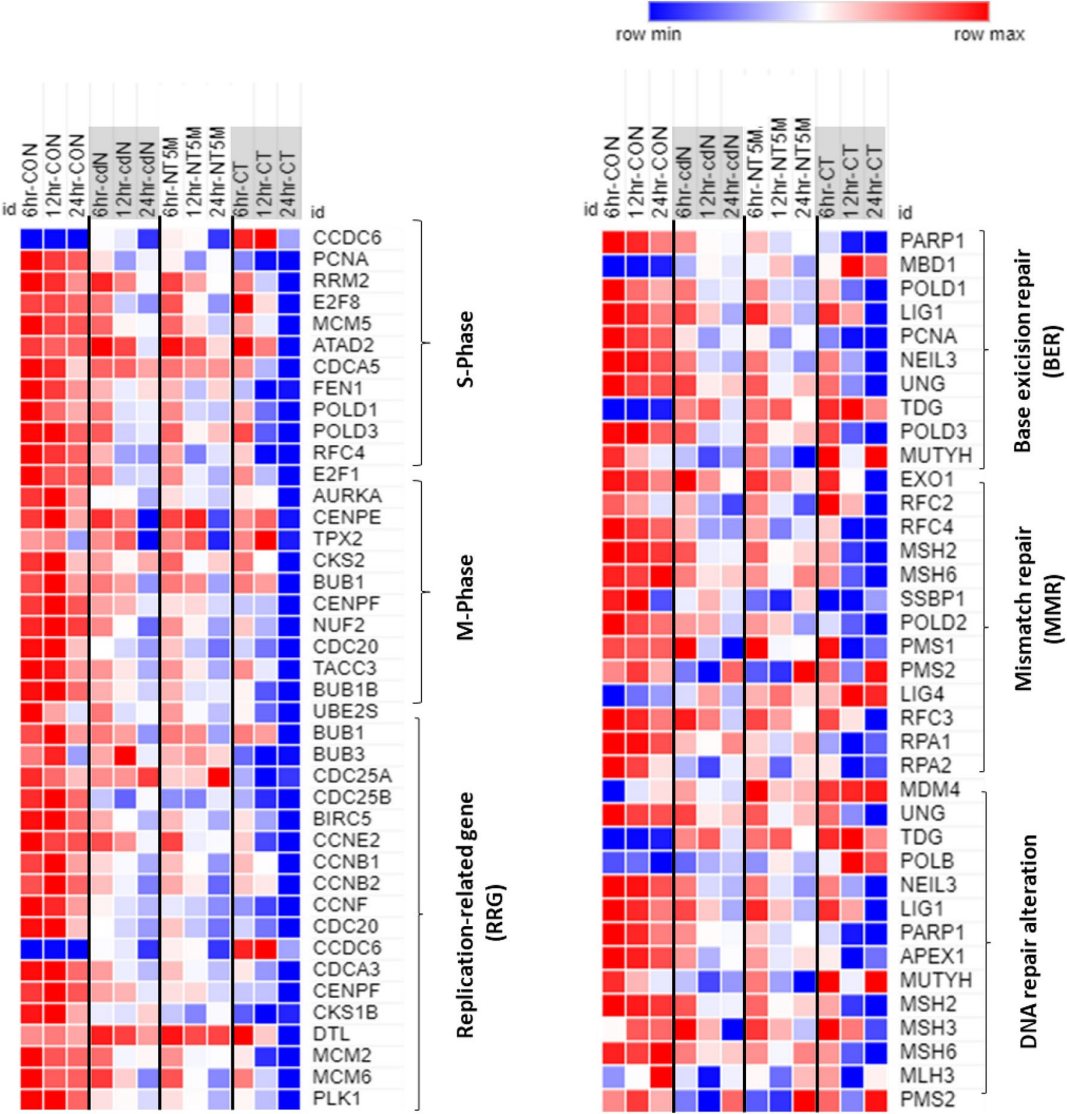
RNAseq analysis of cancer-helping dysregulated gene transcriptome in MDA-MB-231 cells transfected with 5′-nucleotidases with different specificities on dNMP. From whole RNAseq data, gene sets related to S or M-phase checkpoint and replication/repair were extracted and sorted. The arranged RNAseq data showed that the expression pattern was gradually reversed depending on the specificity of 5′nucleotidases for dTMP. CCDC6, coiled-coil domain containing 6; PCNA, proliferating cell nuclear antigen; RRM2, ribonucleotide reductase regulatory subunit M2; E2F8, E2F transcription factor 8; MCM5, minichromosome maintenance complex component 5; ATAD2, ATPase family AAA domain containing 2; CDCA5, cell division cycle associated 5; FEN1, flap structure-specific endonuclease 1; POLD1, DNA polymerase delta 1; POLD3, DNA polymerase delta 3; RFC4, replication factor C subunit 4; AURKA, aurora kinase A; CENPE, centromere protein E; TPX2, microtubule nucleation factor; CKS2, CDC28 protein kinase regulatory subunit 2; BUB, mitotic checkpoint serine/threonine kinase; CENPF, centromere protein F; NUF2, NUF2 component of NDC80 kinetochore complex; CDC20, cell division cycle 20; TACC3: transforming acidic coiled-coil containing protein 3; UBE2S, ubiquitin conjugating enzyme E2 S; CDC25A/B, cell division cycle 25A/B; BIRC5, baculoviral IAP repeat containing 5; CCNE2, cyclin E2; CCNB1/2, cyclin B1/2; CCNF, cyclin F; CDCA3, cell division cycle associated 3; CKS1B, CDC28 protein kinase regulatory subunit 1B; DTL, denticleless E3 ubiquitin protein ligase homolog; MCM, minichromosome maintenance complex component; PLK1, polo like kinase 1.

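CT alone brought genes of the Fig. 6 sets into the tables, so the order of the 3 enzymes on these genes can be read only from the log2 values in the paper's supplement. In the paper's values for 61 genes 45, 50 and 51 lie below untreated after CT at 6, 12 and 24 h, CT is lowest in 36, 42 and 48, and the order CT, NT5M, CdN holds in 39, 40 and 23, downward in 28, 28 and 19 and upward in 11, 12 and 4. The paper's medians are −0.44, −0.91 and −1.03 for CT, −0.30, −0.57 and −0.41 for NT5M and −0.28, −0.56 and −0.47 for CdN. On rising genes the deposited values place CT above NT5M by a median log2 of 0.57, 0.62 and 0.68 at 6, 12 and 24 h, and NT5M above CdN by 0.24, 0.14 and 0.06 (0.64, 0.62 and 0.23 with TPM values). All 8 genes of the NF-κB feedback list, such as the ubiquitin-editing enzyme TNFAIP3 and the inhibitor NFKBIA, lay highest after CT at 6 and 12 h, as did all 30 interferon-stimulated genes shared by the 3 mRNAs. At 24 h CT lay highest for 7 of 7 and 19 of 24 of these. The ranking by dTMP specificity rests on 3 enzymes with 1 library each per hour.

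**Figure D2:**
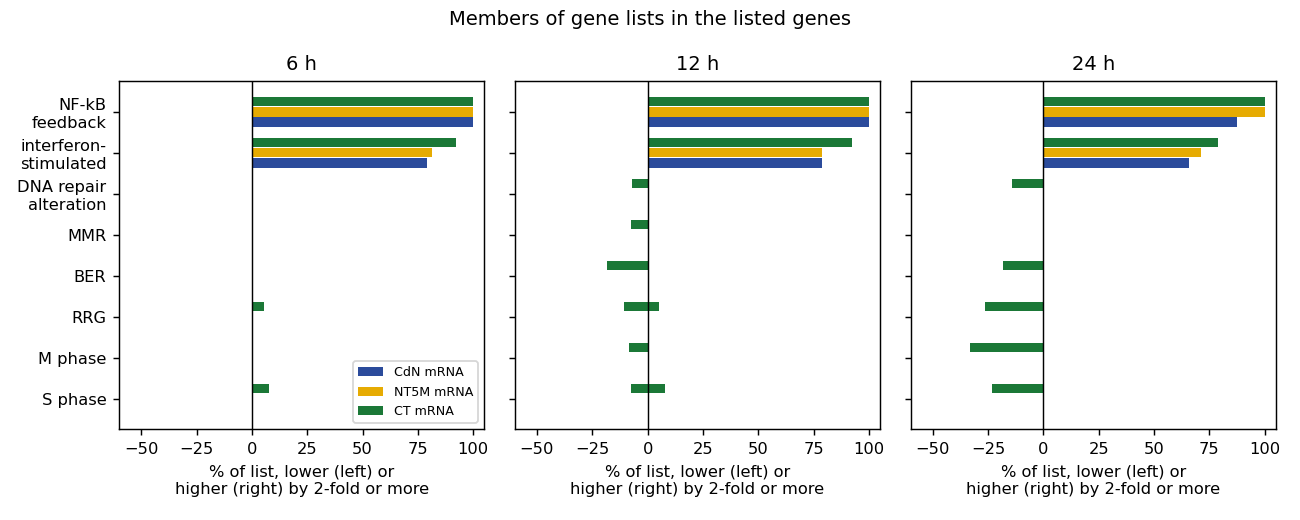
Share of each gene list at least 2-fold lower (left of zero) or higher (right of zero) after CdN, NT5M and CT at 6, 12 and 24 h, with 2 textbook lists above the 6 Fig. 6 sets. Only CT has bars in the Fig. 6 sets, with 5 of 19 replication-related genes lower at 24 h, while 35, 31 and 30 of 38 interferon-stimulated genes are higher at 6 h after CT, NT5M and CdN.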

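CCDC6 (log2 2.27, 2.22 to 2.32, at 6 h and 2.33, 2.28 to 2.38, at 12 h), a tumor suppressor of the DNA damage checkpoint, is the only gene of the rising group in Table S1 that any table lists. Untreated cells already held 5303 and 4569 CCDC6 reads, or 65.0 and 68.4 CPM, and the transcript is listed after neither NT5M nor CdN. The supplement's values for it, under the name CDC6, are log2 1.28 and 1.18 after NT5M and 1.18 and 1.05 after CdN at 6 and 12 h. By the paper's values the transcript thus rose after all 3 mRNAs. In the falling group PCNA fell by log2 1.68 (1.59 to 1.77) at 12 h and PLK1 by 1.80 (1.72 to 1.89) at 24 h after CT, from 7489 to 1176 and from 7231 to 1424 reads before scaling. PARP1, the third listed gene of this group, went from 13225 to 1817 reads at 12 h. The nuclease FEN1 and the cell cycle phosphatases and activator CDC25A, CDC25B and CDC20 are not listed at any hour. On the ACTB scale the falls shrink to −0.56 for PCNA, −0.76 for PARP1 and −0.44 for PLK1.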

Notably, the expression of CCDC6, MBD1, TDG, LIG4, MDM4, and POLB, which are hardly expressed in MDA-MB-231, were significantly increased as the substrate specificity of the 5'-nucleotidases became narrower, whereas PCNA, FEN1, CDC20, CDC25AB, PLK1, and PARP1, which are upregulated in human cancer, were markedly decreased (Fig. 6 and Supp. Table S1). Replication-related genes and check point genes, such as those listed above, are known as cancer-helping genes, driving various uncontrolled cellular responses in cancer cells. Thus, these findings were encouraging, showing that the tumor-adaptive functions of MDA-MB-231 cells were completely inverted by CT expression. Expanding on these results, we could infer that, regardless of oncogenic mutations in TNBC cells, such as MDA-MB-231, the progression of the cell cycle and DNA replication could be suppressed even by the induced metabolic burden caused by CT (Fig. 6 and Supp. Fig. S5B).

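SKP2, not part of the Fig. 6 sets, fell by log2 2.33 (2.18 to 2.48) 6 h after CT, 2.66 at 12 h and 1.78 at 24 h, and by 1.73 and 1.70 at 6 and 12 h after NT5M. SKP2 is the ubiquitin ligase subunit that removes the cell cycle inhibitor p27 on entry into S phase. SPC24, part of the kinetochore, fell by 2.16 and 2.85 at 6 and 12 h after CT, and by 1.84 and 1.95 after NT5M. In S and M phase, BUB1B, a spindle checkpoint kinase, fell by 1.77 and 1.69 at 12 and 24 h, NUF2 by 1.90, BIRC5 by 1.87 and E2F1 by 1.85 at 24 h, and H2AX, the histone whose phosphorylated form marks DNA breaks, by 1.77 at 12 h. In the authors' deposited table the cell cycle pathway holds 7 higher and 1 lower gene at 6 h after CT, 9 and 5 at 12 h, and 7 and 10 at 24 h, against 3 and 0 at 24 h after NT5M and 4 and 0 after CdN. For DNA replication it counts 2 higher and 4 lower genes at 12 h and 0 and 2 at 24 h after CT. From these gene sets the paper infers that the metabolic burden of CT could hold back the cycle and replication whichever oncogenic mutations the cells carry. RNA levels alone do not show in which phase the cells stood. The paper measured this by flow cytometry and reports a larger sub-G1 fraction after CT and no arrest in S phase.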

### Metabolic effects of CT according to TNBC cell subtypes

Overall TNBC cell models and patient samples are characterized by elevated glycolysis, compared to ER+ breast cancer cell lines^48^. In particular, MDA-MB-231 and MDA-MB-468 TNBC cell models were reported to harbor high glycolytic flux and low OXPHOS activity, which showed that TNBC cells could switch to a glycolytic program under conditions of limited oxygen more easily than non-TNBC cells^48,49^. These metabolic characteristics of TNBC may be due to either impaired mitochondrial activity or metabolic needs for tumorigenesis of TNBC cells. Above, we revealed that cells with CT expression were increasingly forced to exploit the TCA cycle to supply pyrimidine. Since glycolysis was not equally exploited, we hypothesized that the more a certain cell line was dependent on mitochondrial energy metabolism, the more cell viability was damaged by CT expression. To elucidate the effects of CT according to diverse metabolic activity in TNBC cell lines, we examined three TNBC cell lines which are representative of several TNBC subtypes identified by Lehmann et al^50^. These cell lines were BT-549 (mesenchymal stem-like (M); basal B), MDA-MB-231 (mesenchymal stem-like (MSL); basal B) and MDA-MB-468 (basal-like1 (BL1); basal A) cells.

In Fig. 7A, the MDA-MB-468 cell line showed much higher dNTP levels compared with 2 mesenchymal stem-like cell lines (BT-549 and MDA-MB-231). Excess nucleotide biosynthesis mainly occurred in cancer cells where the glutamine consumption rate is increased^51,52^. In order to resolve the redox stress (NADH overproduction) caused by rapid glucose consumption via only glycolysis under limited oxygen conditions, cancer cells may switch from glucose supply usage to glutamine to lower redox stress. In addition to serving as a carbon source, glutamine is important as a nitrogen donor for cancer cell growth, supporting the increased demand for nucleotides^51^. MDA-MB-231 cells exhibited the lowest glycolytic rates (ECAR) among the tested TNBC cells, while BT-549 and MDA-MB-468 cells displayed approximately 2.5 and 2 times the glycolytic rate of MDA-MB-231 cells, respectively (Fig. 7B). Meanwhile, BT-549 and MDA-MB-468 displayed approximately 2.2 and 3 times the OCR of MDA-MB-231 cells. It appeared that the difference in dNTP levels among cancer cell lines was more strongly dependent on OCR than on glycolysis rate. For example, although the glycolysis rate of BT-549 cells was higher than that of MDA-MB-468, dNTP levels of BT-549 did not increase significantly. Accordingly, MDA-MB-468 cells showing the highest OCR also showed the highest dNTP levels.

**Figure 7:**
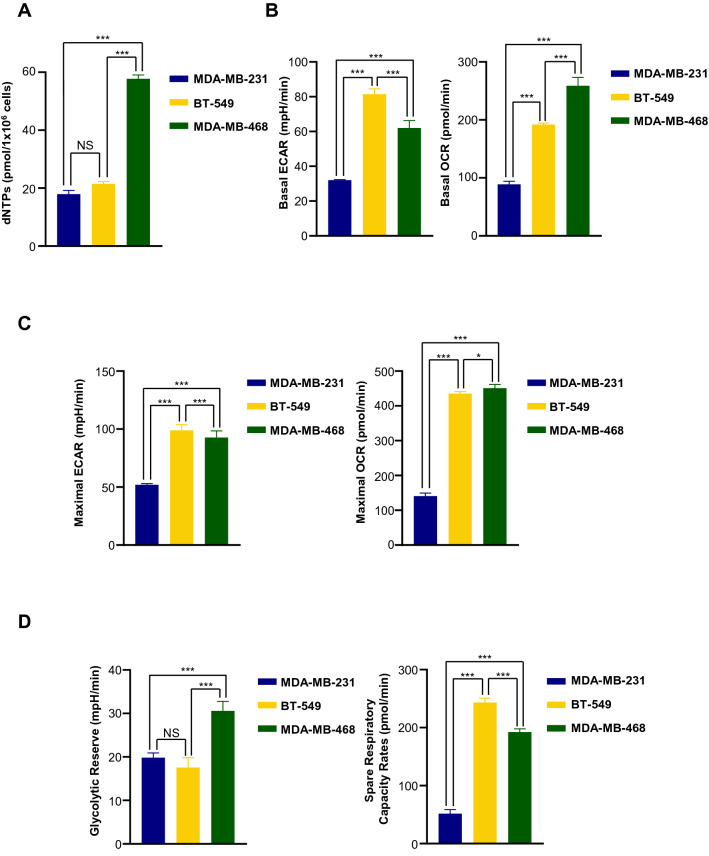

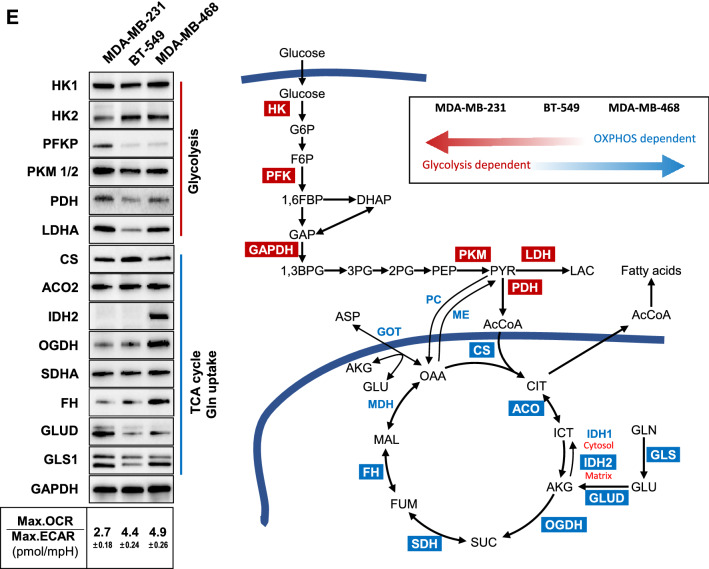
Effects of CT on energy metabolism according to TNBC cell subtypes. (**A**) Quantification of total dNTP levels of three TNBC cell lines with different genetic backgrounds. Considering Lehmann classification, three representative cell lines of TNBC subtypes were determined as BT-549 (mesenchymal stem-like (M); basal B), MDA-MB-231 (mesenchymal stem-like (MSL); basal B) and MDA-MB-468 (basal-like1 (BL1); basal A) cells. (**B**) Basal ECAR and basal OCR analysis of three TNBC cell lines. (**C**) Maximal ECAR and basal OCR analysis of three TNBC cell lines. (**D**) Glycolytic reserve and spare respiratory capacity rate of three TNBC cell lines. Metabolic profiles were measured using an extracellular flux analyzer (Seahorse Bioscience). ECAR and OCR values were normalized to a measurement of total cell numbers for each cell line in each assay. Data are averages from one representative experiment, with error bars representing SD. (**E**) Metabolic dependency of three TNBC cells tested. Original blots are presented in Supplementary Information (Figure Raw data).

Next, we tested whether cells are able to alter metabolic pathways to compensate for lacking metabolites when another pathway is perturbed. As with previous reports, inhibition of one metabolic pathway (e.g., glycolysis) allows measurement of the maximal capability of the other pathway (e.g., oxidative metabolism)^48^. To determine the maximal glycolytic and oxygen consumption capabilities in these model TNBC cells, we measured respiration arrest-induced maximal glycolytic rates and depolarization-induced maximal OXPHOS rates (Fig. 7C). The MDA-MB-231 cells exhibited the least metabolic flexibility, as demonstrated by calculated glycolytic reserve and spare respiratory capacity rates, whereas the MDA-MB-468 cells exhibited the greatest metabolic flexibility (Fig. 7D). When western blot analysis is taken into consideration with maximal ECAR/maximal OCR ratios, MDA-MB-231 cells appeared to be more glycolysis-dependent, while MDA-MB-468 was more OXPHOS-dependent (Fig. 7C,E). This observation indicated that MDA-MB-468, unlike the other 2 cell lines, could convert more glutamine to aspartate, enabling a high level of pyrimidine synthesis. Indeed, glutamine influx from α-KG to OAA in the TCA cycle was upregulated to a greater extent in MDA-MB-468 compared with the other 2 cell lines. This result showed that the level of dNTPs, especially pyrimidines, required in the cell were closely related on the dependence on mitochondrial metabolism rather than on glycolysis (Fig. 7E). Metabolic capacity and adaptability could be a major difference of mesenchymal-like versus basal-like subtypes according to studies on drug responses of metabolic rates and principle metabolic components^9,48^. Similarly, in our study, basal-like cell line, MDA-MB-468, showed both higher OCR and ECAR, resulting in an increased dNTP pool. On the other hand, mesenchymal-like cell lines, MDA-MB-231 cells, had both lower OCR and ECAR, corresponding to a decreased dNTP pool. The other mesenchymal-like cell line, BT-549 cells, showed intermediate characteristics of these different cell types, with low dNTP pools, but relatively higher OCR and ECAR than MDA-MB-231 cells. Taken together, the expression profiles of essential rate-limiting enzymes agreed with the tendency observed in maximal OCR/ECAR ratio and these findings indicated that metabolic dependency could be classified according to TNBC subtypes. Interestingly, even though the measured values using cultured cells in different media seemed to be quite different to each other, our observation using Plasmax media (FBS 2.5%) was shown to have similar tendency to the result (DMEM, FBS 10%) obtained by Lanning et al^48^.

To verify the metabolic effects of CT mRNA transfection, we also assessed dNTP pool size and metabolic rates of TNBC cells exhibiting various metabolic flexibility. As shown in Fig. 8A, the dTTP pool appeared to be decreased to a lesser extent in MDA-MB-468 cells with OXPHOS-dependency rather than in MDA-MB-231 cells with glycolysis-dependency, suggesting a strong tendency to replenish dTTP via a high metabolic rate. Consistent with these results, both basal OCR and ECAR showed the greatest decrease in CT-transfected MDA-MB-468 cells, followed by BT-549 cells and MDA-MB-231 cells (Fig. 8B). Looking at the trends in relative basal metabolic rates after CT mRNA transfection, MDA-MB-468 cells appeared to show greater metabolic shift compared to other cells (Fig. 8C). Overall metabolic rate profiles indicated a critical focus on metabolic flexibility. Indeed, large metabolic shifts in cancer cells can mean narrow metabolite availability, which can impose a severe burden on metabolically vulnerable cells. Therefore, cancer cells with higher metabolic flexibility and nucleotide levels could rapidly undergo apoptosis by irreversible disruption of reprogrammed metabolic flux, driven by the specific depletion of dTTP due to the narrow substrate specificity of transfected CT. In alignment with the metabolic rate data above, the CT mRNA-transfected TNBC cells consistently exhibited the trends of apoptotic death as observed by flow cytometry (Fig. 8D). This was confirmed by increased γH2AX and cleaved PARP in western blot analysis (Fig. 9). Also, TYMS and TK1, which are involved in the de novo and salvage pathways, were decreased corresponding to the degree of metabolic shift of TNBC cells in MDA-MB-231, and a decrease in mutated p53 oncogene accompanied the metabolic changes induced by CT (Fig. 9). Although wild type p53 is known to play an important role in tumor suppression, it is likely that the CT-induced reduction of mutated p53 in TNBC adversely affected cancer survival and TME adaptation.

**Figure 8:**
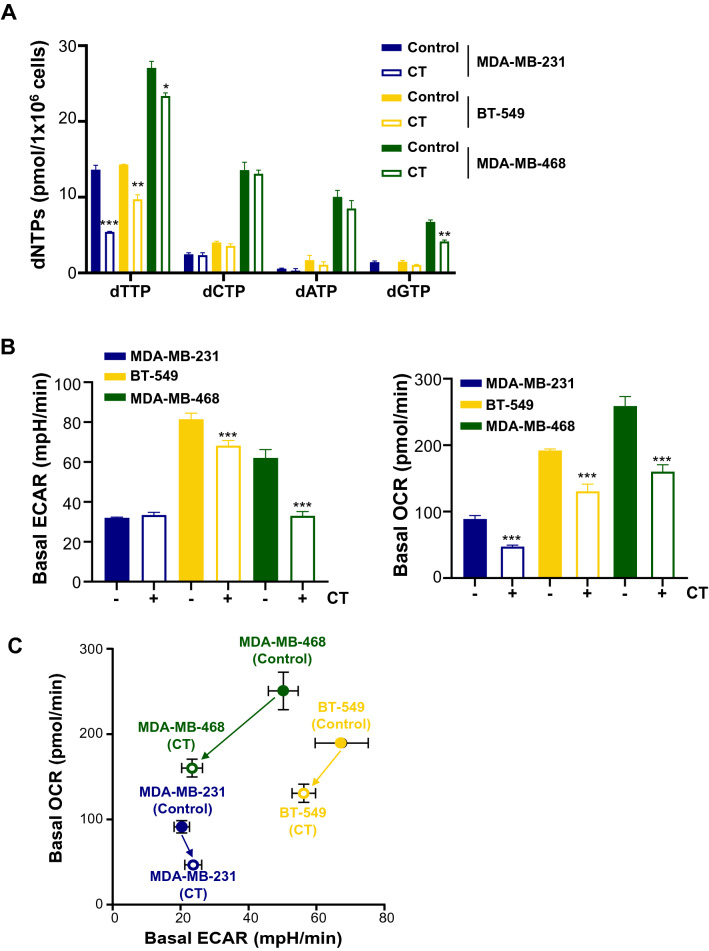

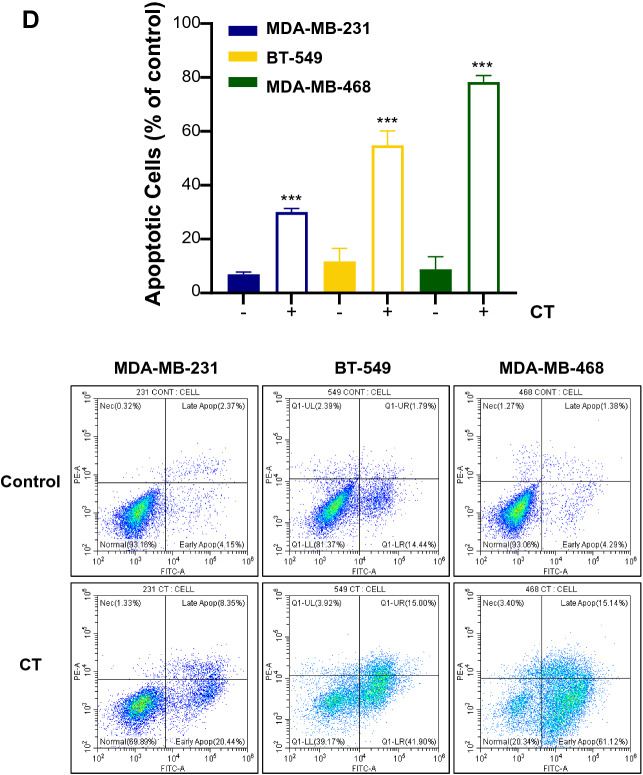
Metabolic effects of CT mRNA transfection in TNBC cells. (**A**) Change of intracellular dNTP pools in TNBC cells by CT transfection. EvaGreen-based assay for dNTPs using 197-nt templates was carried out for quantification of dNTP pools in TNBC cells after CT transfection (1.25 μg/5 × 10^5^ cells). (**B**) Basal ECAR and OCR of TNBC cells transfected by CT. (**C**) Metabolic shift by CT transfection plotted from relative OCR and ECAR data from (**B**). Relative OCR and ECAR data were plotted simultaneously to reveal changes of overall relative basal metabolic profiles for each TNBC cell. The length between control and CT indicated the degree of metabolic shift. (**D**) The ratios of apoptotic cells induced by transfecting CT to each TNBC cell line. In flow cytometry analysis, the ratio of apoptotic cells was proportional to the degree of metabolic shift. Annexin V-FITC positive/PI-PE negative cells and annexin V-FITC/PI-PE double-positive cells were judged to be in the early and late stages of apoptosis, respectively.

**Figure 9:**
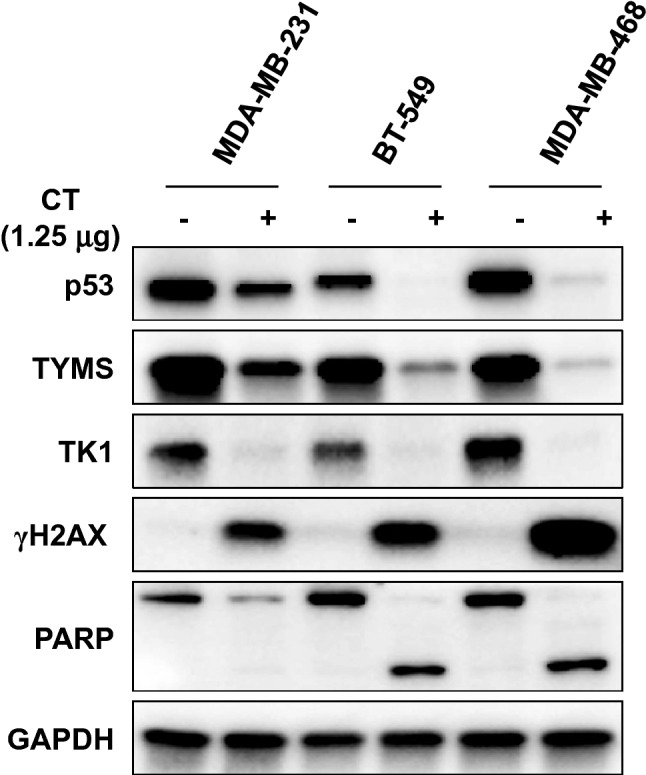
Western blot analysis of CT transfected TNBC at 12 h. All TNBC cells used in this study have mutant p53 as follows; p53(R280K) in MDA-MB-231, p53(R249S) in BT549, and p53(R273H) in MDA-MB-468^76^. The band for p53 in MDA-MB-231 represents the mutant p53 as the smaller protein and the other bands for BT549 and MDA-MB-468 as the larger protein. Original blots are presented in Supplementary Information (Figure Raw data).

Taken together, dTTP depletion caused by selective dTMP degradation may require excessive aspartate for pyrimidine biosynthesis and reprogramming to incorporate glutamine metabolism into the TCA cycle. The degree of metabolic shift in cancer cells could be determined by their metabolic flexibility between glycolysis and OXPHOS, which could increase metabolic vulnerability in p53 mutated TNBC cells. Especially since aspartate and glutamate are required for de novo pyrimidine synthesis, NADPH generation by a malic enzyme, and glutathione synthesis, dTTP depletion caused by selective dTMP degradation is presumed to induce apoptosis derived from excessive OAA consumption and disruption of redox homeostasis.

## Discussion

In our study, we uncovered a possible therapeutic option in managing advanced breast cancers involving TNBC, which is known as a major clinical problem with limited therapeutic options. The current concept in TNBC therapy is that the metabolic change for maintaining a balanced nucleotide pool in proliferating cells can be exploited to over-biosynthesize nucleotides regardless of metabolic availability, inducing cell death by activating opposing signaling pathways. We showed cells with greater metabolic flexibility, such as MDA-MB-468, are able to better maintain the dTTP pool compared to cells with lower metabolic flexibility, such as MDA-MB-231. We also demonstrated that a strong push to replenish dTTP driven by the high metabolic rate in MDA-MB-468, led to apoptotic death by largely burdened metabolic shifts in glycolysis and OXPHOS (Fig. 9). We found dTTP depletion caused by the selective dTMP degradation, could induce apoptosis differently according to substrate specificity of the 5′ nucleotidase and cellular metabolic vulnerability. It also appears that the greater the metabolic burden on already vulnerable cells, the stronger the cancer cells' tendency to attempt to recover by overusing the vulnerable metabolic pathways to survive. The bias towards use of these vulnerable metabolites could cause ROS accumulation and disruption of redox homeostasis in cancer cells, and the accumulation of this intracellular damage can trigger apoptosis.

According to a previous report, the genotoxicity and increased mutagenesis in cancer cells were known to frequently occur by overall changes in the dNTP pool^34,53^. However, in normal cells, to protect DNA damage by overall increase of the dNTP pool, cell cycle arrest can be occurred by S-phase entry^54,55^. In mammalian cells, the cell cycle regulation of the two main enzymes controlling dNTP pool sizes is adjusted to the requirements of DNA replication. Synthesis by the ribonucleotide reductase peaks during S-phase, and catabolism by SAMHD1 is maximal during G1 phase when large dNTP pools would prevent cells from preparing for a new round of DNA replication^55^. Franzolin et al. attempted to increase dNTP concentrations by silencing SAMHD1, a key dNTP catabolic enzyme that coordinates the dNTP pool with the cell cycle^55^. They demonstrated that SAMHD1 is accompanied by the cell-cycle regulation of dNTP pool sizes and found that dGTP is the preferred substrate of SAMHD1 showing the largest effect in all cases. We observed that CT transfection increased sub-G1 fractionation of MDA-MB-231 cells and partially decreased transcription related to S/M-phase entry (Supp. Fig. S3 and S5B). These results indicate that changes induced by CT-treatment could affect the pyrimidine nucleotide biosynthetic pathway and cell cycle-dependent activity in cancer cells. This cellular stress could be caused by the sustained substrate cycle between degradation and synthesis of dTMP, followed by delay of replication, which may lead to cell death by apoptosis. Paradoxically, checkpoint pathway activation has been reported to lead to downregulation of dNTP availability in mammalian cells^56^. Downregulation of Chk1 leads to Mus81/Eme2/ Mre11-dependent DNA damage which, via activation of the ATM pathway, appears to limit dNTPs available for replication and results in slower replication fork progression. Both cases seem to depend on upregulation or changed subcellular localization of the RRM2 but the details of this link are not clear. Taken together, dNTP imbalance by CT could induce both compensation of the lacking nucleotides and blocking miss-incorporation into DNA by activation of SAMHD1. As demonstrated in this study, dTMP selective hydrolysis by CT could trigger cell apoptosis imbalanced from opposing signals between the nucleotide feedback regulation and the decreased DNA instability.

The term ‘undruggable’ refers to ‘difficult to drug’ or ‘yet to be drugged’ but not necessarily ‘impossible to target pharmacologically.’ Although progress is being made to ‘drug’ many of these targets, many difficulties still exist in overcoming obstacles for targeting currently intractable and undruggable oncogenes. As part of this effort to treat “undruggable cancer,” the expanded cancer hallmark was suggested by researchers for finding innovative cancer targets, such as intrinsic metabolic targets, TME targets, the protein phosphorylation network, oncogenic cell states and so on^6,57,58^. Among these expanded cancer hallmarks, the strategy to target metabolic vulnerability could be a promising alternative for so-called ‘undruggable cancers’ when an oncogene is not ideally ‘druggable’. Strategies to target metabolic vulnerability go beyond the study of simply blocking a metabolic pathway or inhibiting biosynthesis by signal transduction and include strategies to induce specific metabolic exhaustion to reprogram cellular metabolism with complementary abilities. In this study, we showed that CT could induce apoptosis in ‘undruggable’ TNBC cells depending on their metabolic vulnerability and suggested a ‘druggable’ treatment based on exploiting metabolic vulnerability.

TNBC cells used in this study have different forms of mutated p53, which is thought to contribute to the adaptation of TNBC cells to tumor-associated stress stimuli. As shown in previous therapies for TNBC, TNBCs are known to be very difficult to treat due to the ambiguity of the TP53 target and the diversity of cancers. Thus, there remain many difficulties in making TP53 a “druggable” target by previous targeted therapy for TNBC. To date, TP53 has been a controversial target in cancer therapy, given the fact that the TP53 can be both cancer-prone and inhibitory. Loss or mutation of the p53 tumor suppressor gene is one of the most common recurrent genetic abnormalities observed in TNBC cells^59^. Indeed, mutated p53 proteins execute their oncogenic gain of function (GOF) by interacting with transcription factors or cofactors to promote or repress gene expression or with proteins irrelevant to transcription^60^. Moreover, mutated p53 can orchestrate stress response mechanisms that facilitate tumor cell survival and adaptation to multiple intrinsic and extrinsic stress conditions^32^. As shown in Fig. 9, the unexpected decrease of mutated p53 was found in all three TNBC cell types treated with CT. This result was somewhat reminiscent of an earlier report where imbalanced nucleotide pools in human normal fibroblast BJ cells, arising as a consequence of DNA damage, triggered p53 activation through the human counterpart to the Mec1-Rad53-Dun1 pathway^61^. However, in this study, CT-induced dNTP pool imbalance in TNBC cells, already up-regulated by mutated p53, led to a decrease of mutated p53. Since the decreased level of p53 in TNBC cells was specific to treatment by CT, the pool imbalance by CT was presumed not to affect the tumor suppression effect of p53 but the decrease of crosstalk between the mutated p53 and the tumor stress response factor.

As discussed earlier, abnormal dNTP pool ratios are associated with increased rates of mutagenesis. Balanced levels of intracellular dNTPs are critical in maintaining the genomic integrity of cells^34,42,43^. In practice, many types of cancer cells with rapid cellular proliferation show enhanced mutagenesis and dysregulation of the cell cycle due to impairment of intracellular dNTP homeostasis^35,62^. It is interesting to consider to what extent the genome integrity checkpoint acts to recognize imbalanced pools and minimize mutagenesis. The checkpoint responded when ≥ 1 of the dNTPs were depleted, but not when all 4 pools were adequate, even if imbalanced^63^. Hence, the consequences of highly unbalanced pools per se did not seem to be sensed as sufficiently damaging to activate the checkpoint. In this study, we elucidated that the supplementation of pyrimidine nucleotides would be highly activated within the range allowed by cellular capacity, if the dTTP present in excess in TNBC cells was selectively and sharply decreased. However, we also expected that TNBC cells would not sense the dNTP imbalance as sufficiently damaging to activate the checkpoint, unless a certain dNTP were completely deficient. Indeed, the transcripts involved in DNA replication and repair of misincorporated nucleotides appeared to be reduced overall. This observation alone could not prove whether the damage to the DNA was severe, but it did show that cellular activity misincorporating nucleotides into DNA was at least reduced. Recently, efforts have focused on treating refractory cancers by altering the dNTP pool through metabolic reprogramming along with efforts to mitigate the risk of DNA mutations^43,61,63–65^. Although many researchers have considered nucleotide metabolism as a potential promising therapeutic target, to date, the only proven examples involve inhibition of a biosynthetic pathway by enzyme inhibitors like metabolite analogues and by the oncogenes related to nucleotide regulation^66–68^.

A plethora of studies have shown that oncogene-driven cancers exhibit higher levels of activation of the pyrimidine de novo pathway, indicating that the inhibition of pyrimidine biosynthetic enzymes could be a promising opportunity for cancer therapy. In recent years, DHODH has emerged as a promising synthetic lethal target for various oncogenic events, including BRAF (V600E) mutation, PTEN deficiency, and RAS mutation^69–71^. Since oncogene-driven cancers show high complexity and diversity in genetic backgrounds, the best therapy must consider the genetic features of each. In this study, we suggest targeting pyrimidine metabolism vulnerability as an innovative strategy for treatment of various oncogene-driven cancers, in agreement with other researchers. However, instead of using a direct inhibitor to block the pyrimidine de novo pathway, we demonstrated a novel approach to promote continuous TNBC cell consumption of resources for pyrimidine synthesis by inducing nucleotide imbalance. Also, we used mRNA-encoded CT capable of selective hydrolysis of dTMP to thymidine to minimize mutagenesis caused by nucleotide imbalance. Because additional nucleotide deficiencies can activate excessive repair mechanisms for misincorporation into DNA due to uncontrolled replication, increasing dTTP in relation to other nucleotides could be the best strategy for consuming resources of pyrimidines. As described in this study, dTMP-specific CT showed more effective synthetic lethality on TNBC cells, depending upon metabolic flexibility and vulnerability for supplying the nucleotide pool, compared to less selective enzymes. Since overcoming oxidative stress is a critical step for tumor progression, NADPH plays a key role in cellular anti-oxidation systems in cancer cells by providing reducing equivalents to generate reduced forms of antioxidant molecules, which are highly correlated with biological behaviors in cancer cell^72,73^. Thus, the decrease of glutathione and NADPH derived from overconsuming glutamate, could generate excess ROS. The decrease of NADPH/NADP that induces apoptosis by dysregulating redox homeostasis in tumor progression-adapted cells may be one of the important MOAs of CT treatment.

Since pyrimidine is a basic and indispensable substrate for nucleic acids and other substances, this dependence on the pyrimidine pathway leads to the synthetic lethal target of pyrimidine synthesis in cancer cells, suggesting hardwired metabolic vulnerabilities in different gain-of-function mutant cancers^74,75^. At this time, this metabolic vulnerability is mainly caused by crosstalk between the pyrimidine pathway and other metabolic signaling, contributing to cancer complexity and diversity. Thus we need a greater understanding of metabolic heterogeneity and complexity of gain-of-function mutant cancers for effective clinical therapy. Importantly, increasing evidence has demonstrated that dNTP imbalance closely correlates with various oncogenic signaling pathways and redox homeostasis in many cancers, as discussed above. It is worth noting that classical one-size-fits-all treatment may fail to achieve satisfactory clinical benefits due to heterogeneous and flexible cancer metabolism. Metabolic reprogramming by CT could be an innovative alternative cancer treatment approach that facilitates tumor suppression by targeting metabolic vulnerability. This has promise to pave the way for new cancer treatments, including the development of drugs not currently considered in traditional oncology pipelines.

## Supplementary Information

Supplementary Information.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). The raw RNA-Seq fastq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE201421 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201421).

# Supplementary material for: dTMP imbalance through thymidylate 5′-phosphohydrolase activity induces apoptosis in triple-negative breast cancers
**Source:** Sci Rep. 2022 Nov 21;12:20027. doi: 10.1038/s41598-022-24706-4

# **dTMP imbalance through thymidylate 5'-phosphohydrolase activity induces apoptosis in triple-negative breast cancers**

Dae-Ho Kim<sup>1,2,3</sup>, Jin-Sook Kim<sup>1</sup>, Chang-Soo Mok<sup>1,4</sup>, En-Hyung Chang<sup>1</sup>, Jiwon Choi<sup>1</sup>, Junsob Lim<sup>1</sup>,  
Chul-Ho Kim<sup>3</sup>, Ah-Reum Park<sup>5</sup>, Yu-Jeong Bae<sup>5</sup>, Bong-Seong Koo<sup>1\*</sup> and Hyeon-Cheol Lee<sup>1\*</sup>

These authors contributed equally: Dae-Ho Kim, Jin-Sook Kim

A

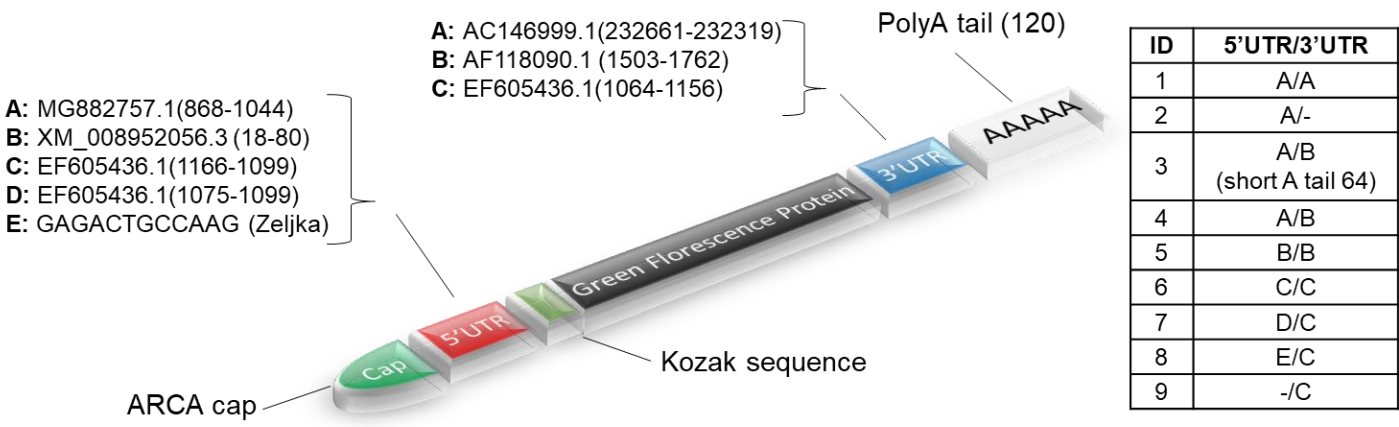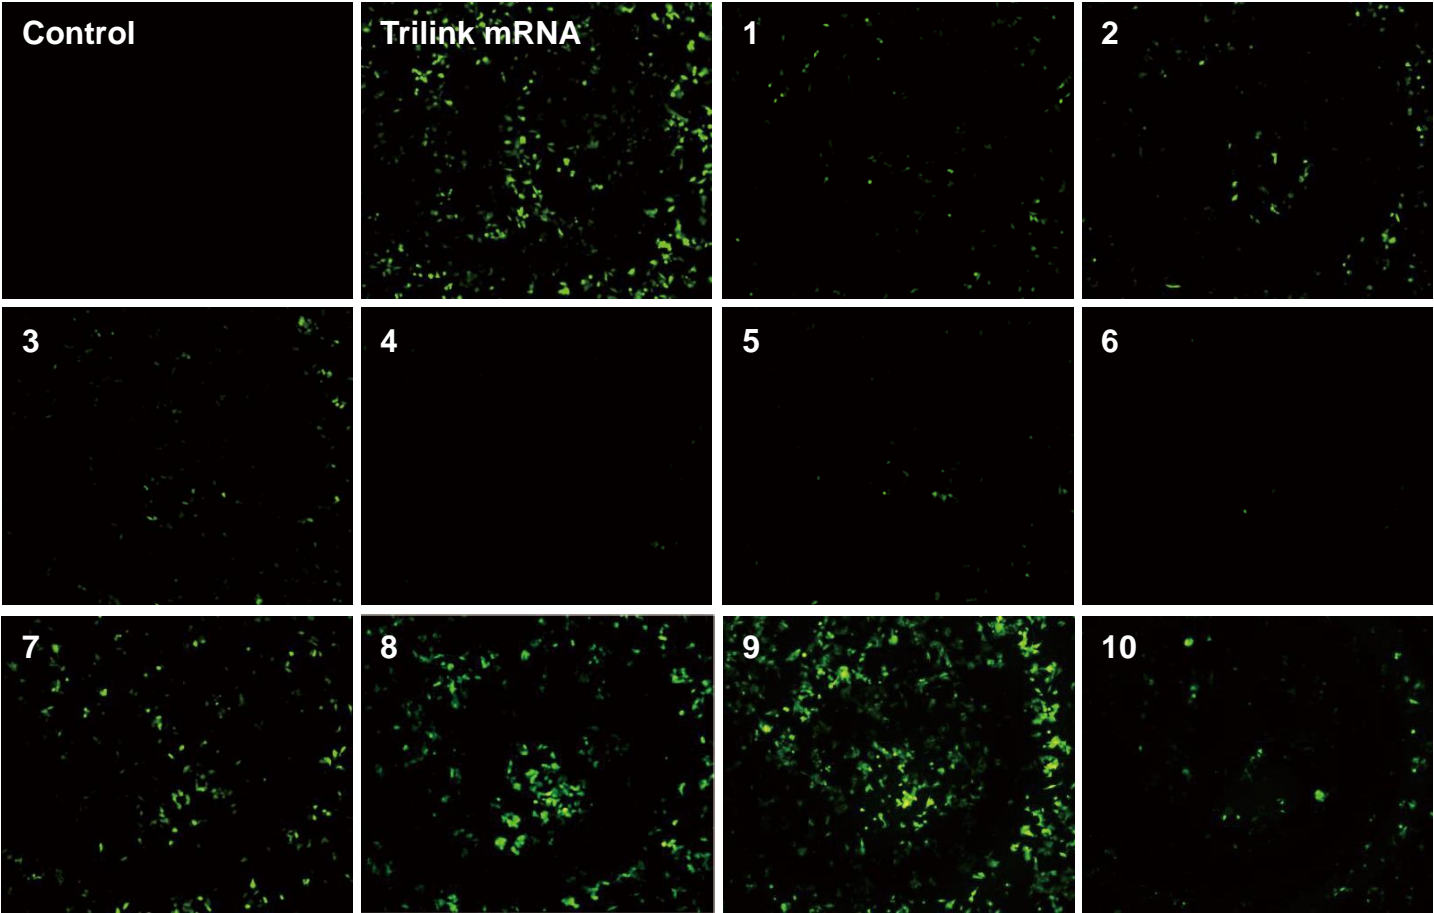

**Supplementary Figure S1 (continued). IVT mRNA construct optimization.** To optimize IVT construct, we evaluated combinatory IVT mRNAs constructed with five different 5'UTRs and three different 3'UTRs. ARCA cap and poly A tail were commonly added after each IVT reaction. Positive control, Trilink mRNA was manufactured by Trilink co ltd and had the same structure to our constructs except Clean cap™ and 5'/3' UTR. (A) Structure of EGFP mRNAs and images of EGFP mRNAs by fluorescence microscopy. (B) Evaluation of EGFP transfection efficiency by flow cytometry.

**B**

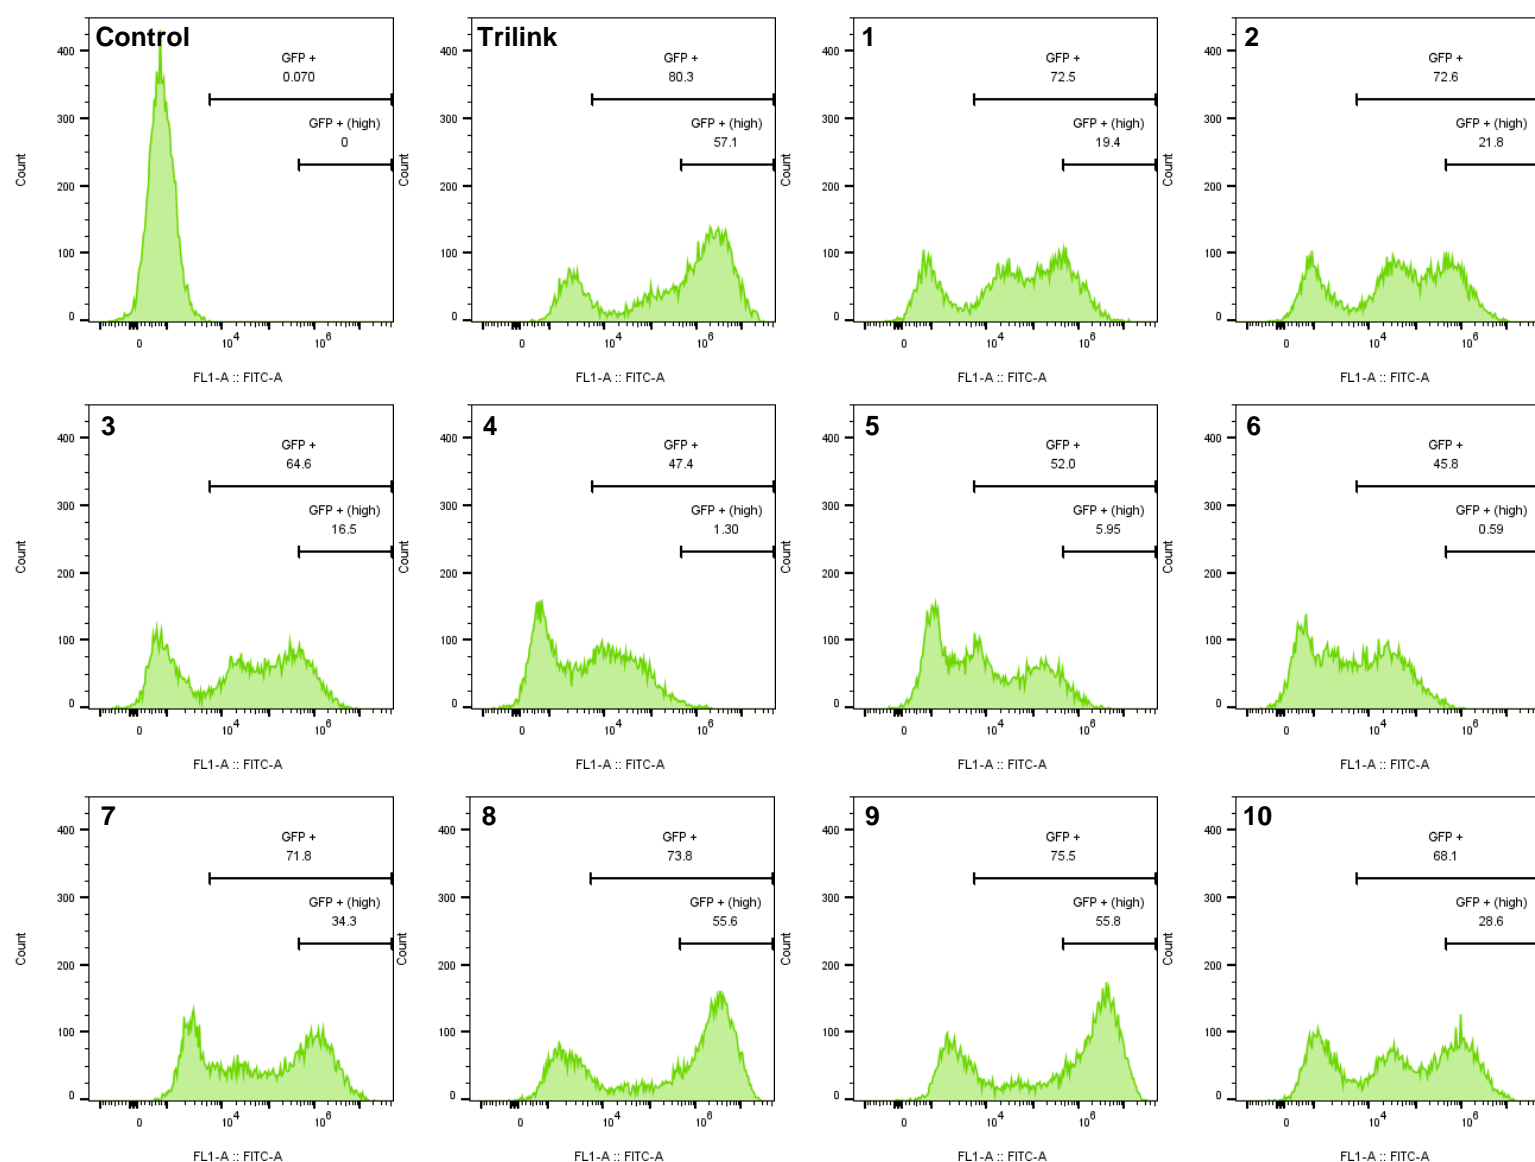

| mRNA                      | con | Trilink | 1    | 2    | 3    | 4    | 5    | 6    | 7    | 8    | 9    | 10   |
|---------------------------|-----|---------|------|------|------|------|------|------|------|------|------|------|
| GFP-positive (high) cells | 0   | 57.1    | 19.4 | 21.8 | 16.5 | 1.30 | 5.95 | 0.59 | 34.3 | 55.6 | 55.8 | 28.6 |

\* GFP+ (high) : Higher 50% of GFP fluorescent region

**Supplementary Figure S1 (continued). IVT mRNA construct optimization.** To optimize IVT construct, we evaluated combinatory IVT mRNAs constructed with five different 5'UTRs and three different 3'UTR. ARCA cap and poly A tail were commonly added after each IVT reaction. Positive control, Trilink mRNA was manufactured by Trilink co ltd and had the same structure to our constructs except Clean cap™ and 5'/3' UTR. (A) Structure of EGFP mRNAs and images of EGFP mRNAs by fluorescence microscopy. (B) Evaluation of EGFP transfection efficiency by flow cytometry.

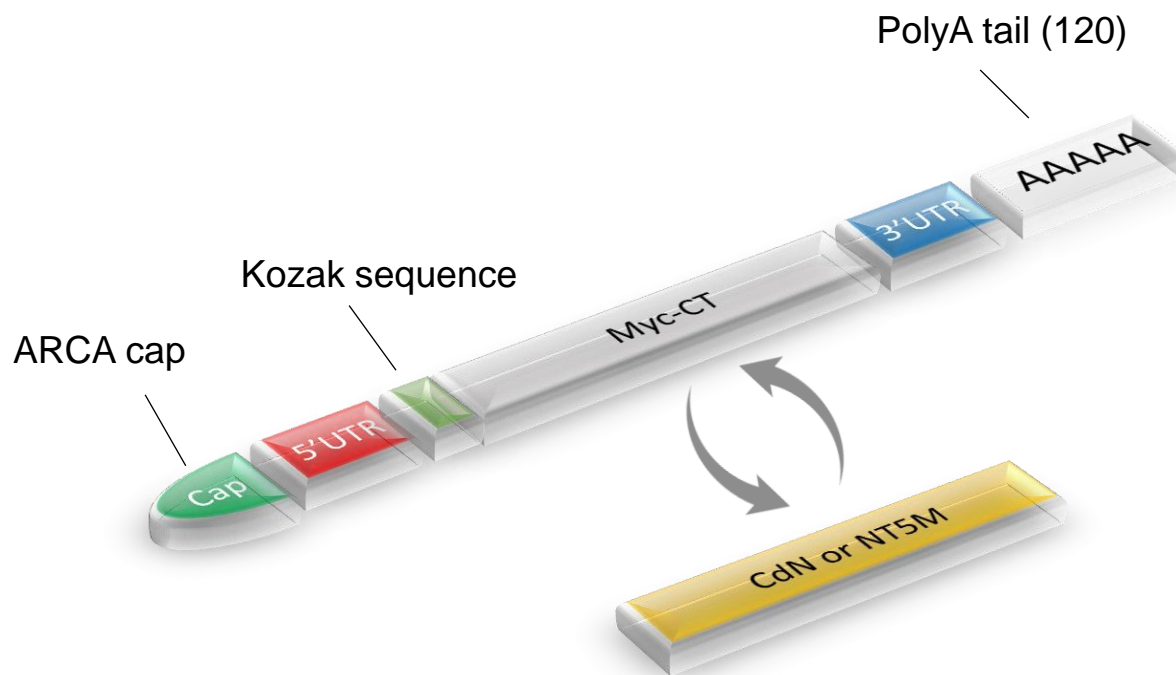

- CdN: 5'-nucleotidase, human cytosolic (NM\_001252377)
- NT5M: 5'-nucleotidase, human mitochondrial (NM\_020201), signal sequence deleted
- CT : PBS2 5'-nucleotidase

| 5' NT                                      | Alias            | Preferred substrate (Km)                                         | References                                                                       |
|--------------------------------------------|------------------|------------------------------------------------------------------|----------------------------------------------------------------------------------|
| PBS2 TMP phosphohydrolase                  | T001             | dTMP (0.01 mM)<br>dGMP (0.7 mM)<br>dUMP (0.8 mM)                 | Methods Enzymol. 51:285–290 (1978),<br>Also In-house data                        |
| Human mitochondrial 5'doxyribonucleotidase | NT5M<br>(hdNT-2) | dGMP (0.09 mM)<br>dUMP (0.16 mM)<br>dTMP (0.3 mM)                | Biochem. 46:13809-13818 (2007)<br>Biochemical Pharmacol. 66: 471–479 (2003)      |
| Human cytosolic 5'deoxyribonucleotidase    | CdN<br>(hdNT-1)  | dUMP (1.5 mM)<br>dTMP (1.5 mM)<br>dAMP (3.0 mM)<br>dGMP (3.3 mM) | J. Biol. Chem. 265:6589-6595 (1990)<br>Biochemical Pharmacol. 66: 471–479 (2003) |
| Murine cytosolic 5'deoxyribnucleotidase    | mdNT-1           | dUMP (0.8 mM)<br>dAMP (1.0mM)<br>dGMP (1.2mM)<br>dTMP (1.4 mM)   | J. Biol. Chem. 275:5409-5415 (1990)<br>Biochemical Pharmacol. 66: 471–479 (2003) |

### Supplementary Figure S2. Construction of 5'nucleotidase IVTs with different dNMP specificity.

To investigate the difference among dNMP specificity of 5'-nucleotidases, additional two mRNA constructs of human cytosolic 5'-nucleotidase (CdN) and human mitochondrial 5'-nucleotide (signal-sequence deleted) (NT5M) which were known to have different substrate preference, were created by replacing CT gene. The table shows the nucleotide substrate preference of each 5'-nucleotidase as representative Km values.

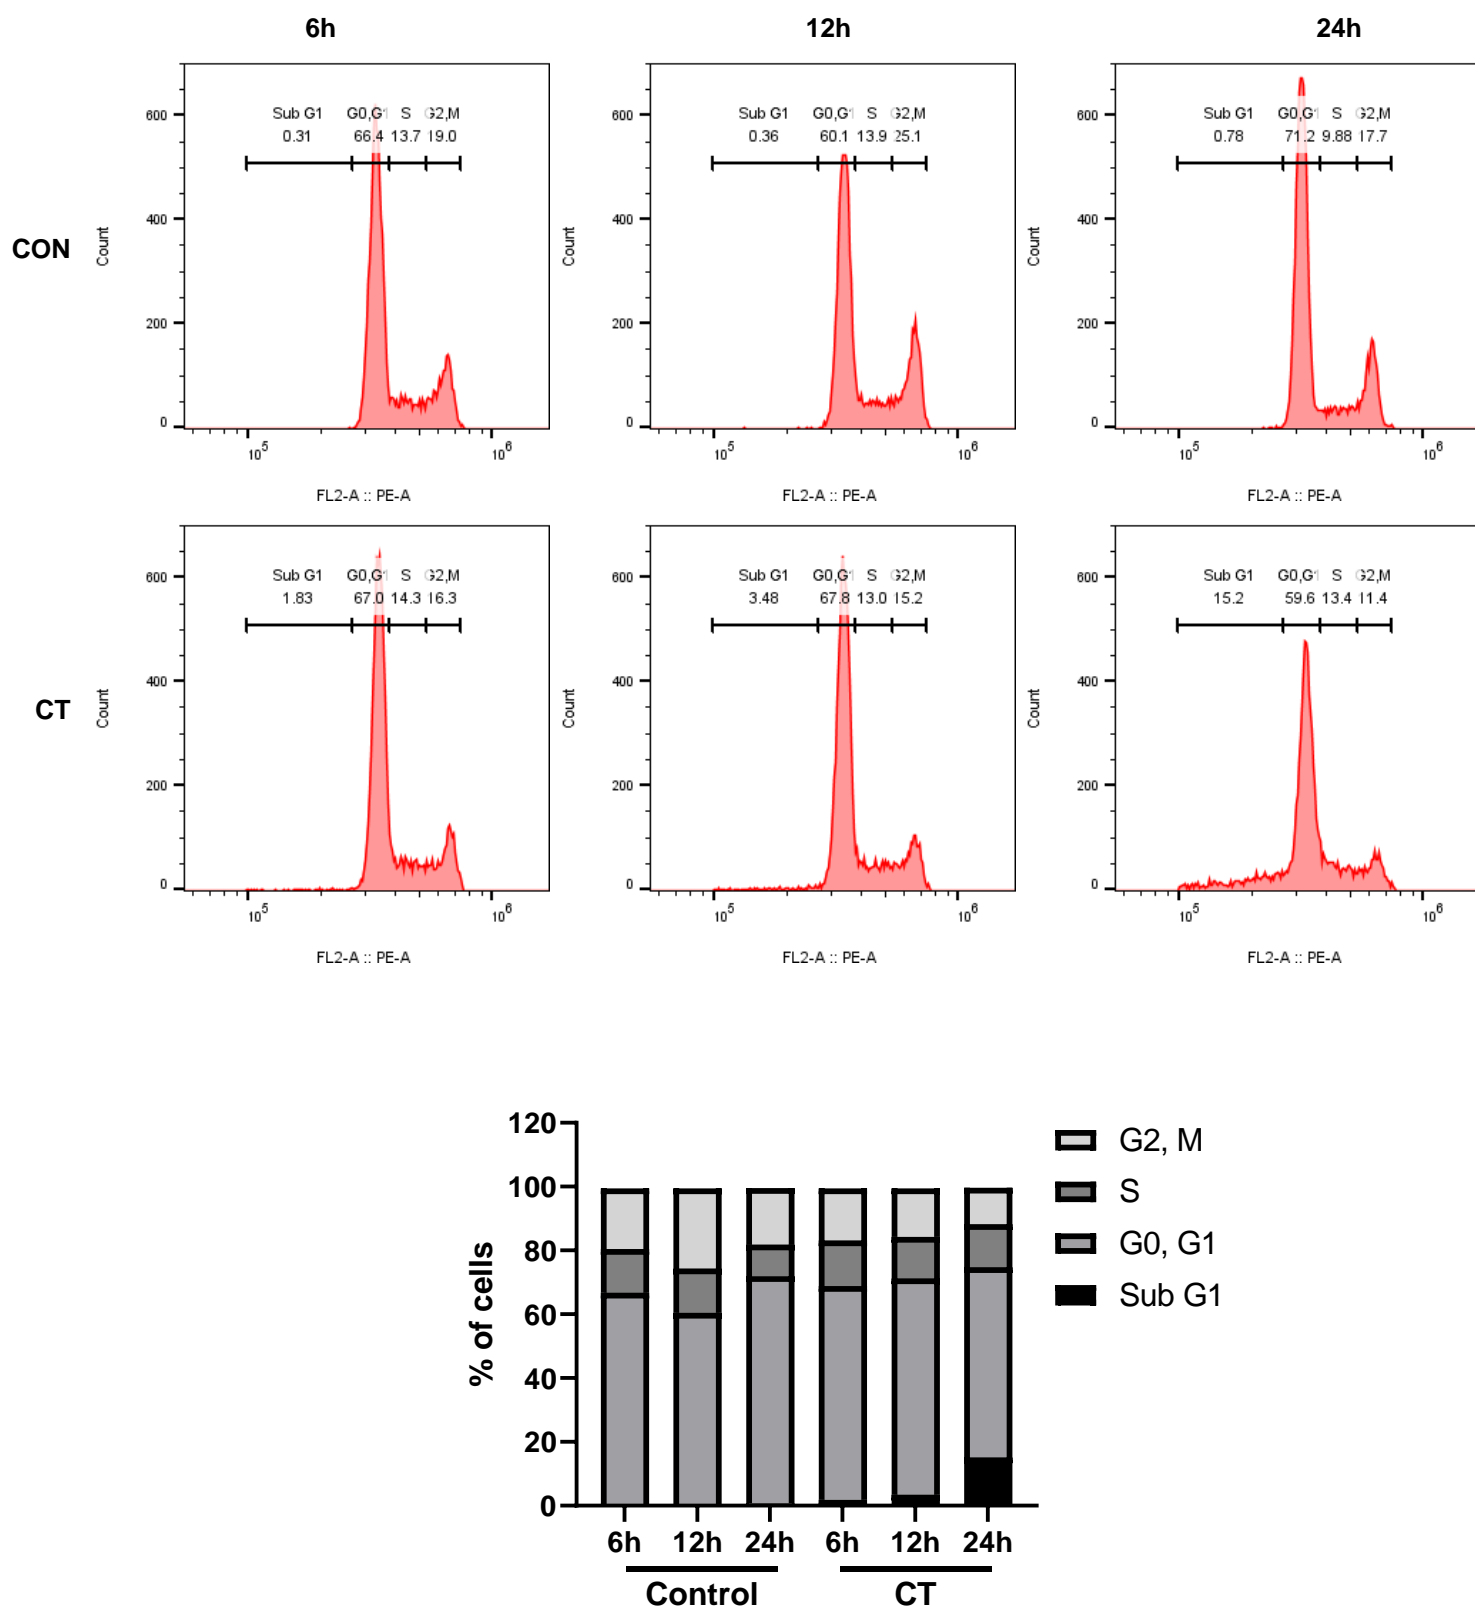

**Supplementary Figure S3. Time-dependent cell cycle analysis using flow cytometer.** MDA-MB-231 cells were stained with PI on 6h, 12h, and 24h after transfection. DNA content was analyzed by flow cytometry. The percentages of cells in Sub G1, G0/G1, S, and G2/M phase were described by histogram plots and graph.

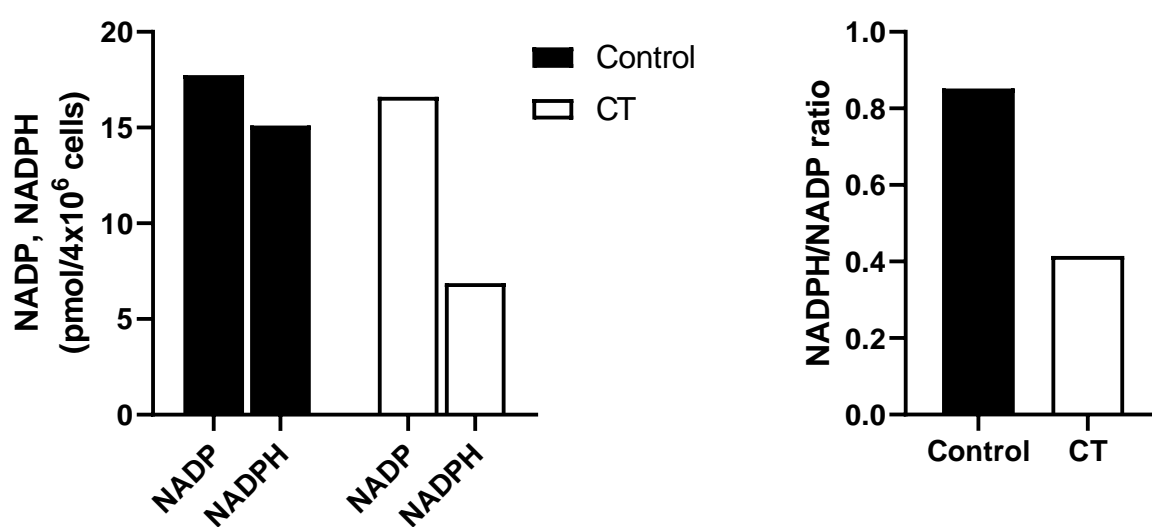

**Supplementary Figure S4. Effect of CT on cellular NADPH/NADP<sup>+</sup> ratios in MDA-MB-231 cells.** The metabolic shift of CT expression in MDA-MB-231 significantly decreased the NADP/NADPH ratio, which could decrease GSH/GSSG ratio resulting in excess ROS production.

**A**

**Base excision repair(BER)**

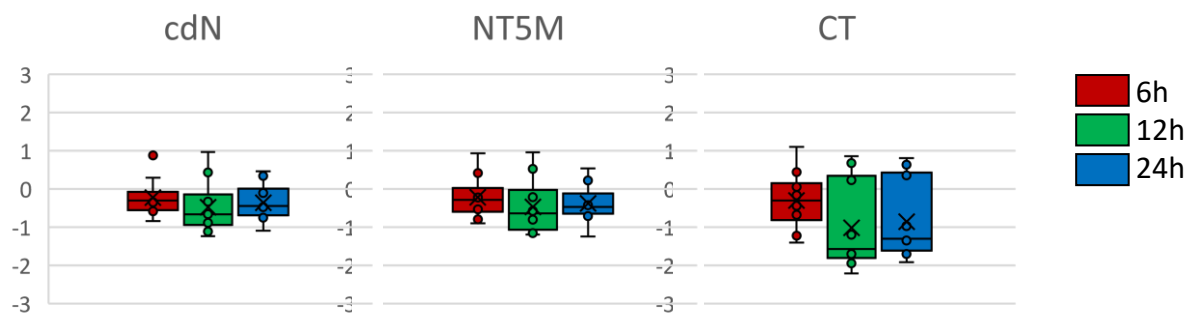

**Mismatch repair(MMR)**

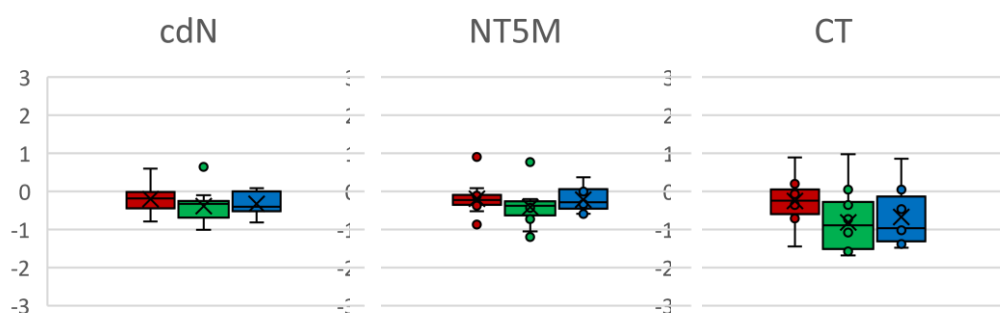

**RRG gene**

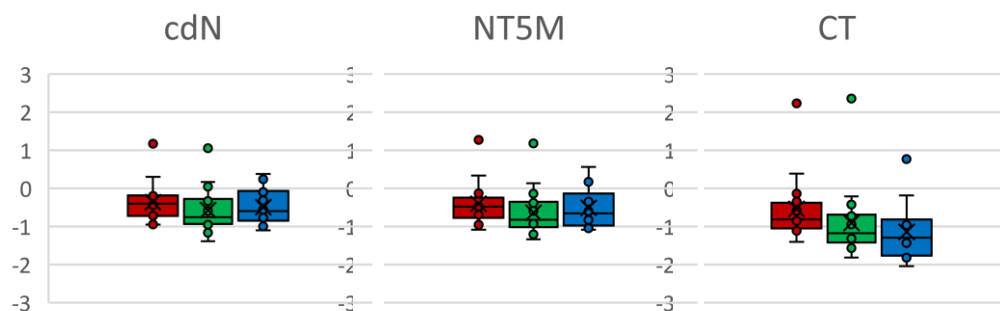

**DNA repair alteration**

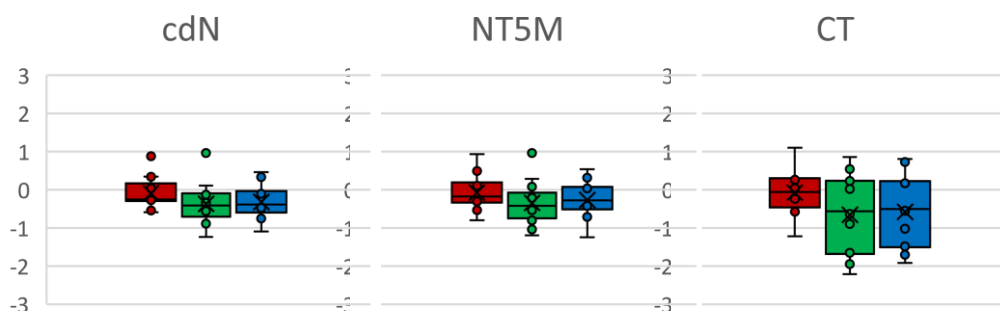

**Supplementary Figure S5. Time-course profiles of Replication-Related Genes (RRG) and DNA repair (BER/MMR) genes in MDA-MB-231.** (A) Average expression of BER, MMR, RRG genes and DNA repair alteration. (B) Average expression of replication-related genes (S-phase and M-phase). All Gene lists are derived from KEGG and shown in Fig. 6.

**B****S-Phase**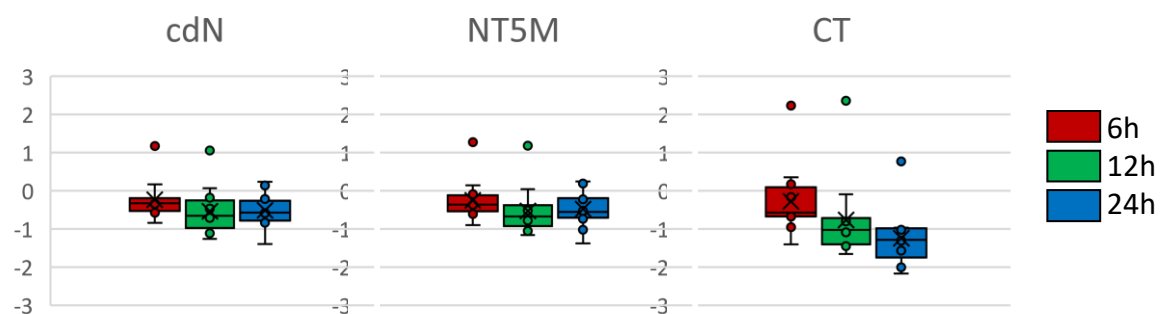**M-Phase**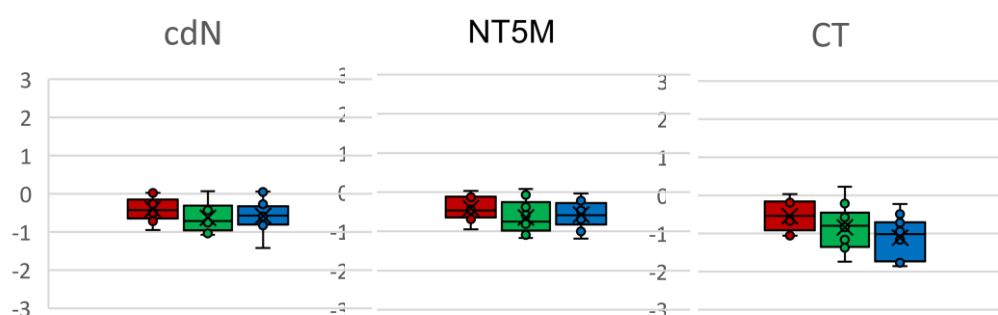

**Supplementary Figure S5 (Continued). Time-course profiles of Replication-Related Genes (RRG) and DNA repair (BER/MMR) genes in MDA-MB-231.** (A) Average expression of BER, MMR, RRG genes and DNA repair alteration. (B) Average expression of replication-related genes (S-phase and M-phase). All Gene lists are derived from KEGG and shown in Fig. 6.

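For the sets averaged in Fig. S5, the supplement's own values can be put beside the listed genes. In the replication-related set the paper's log2 values after CT have medians of −0.81, −1.17 and −1.30 at 6, 12 and 24 h, and BIRC5, CCNE2, CDCA3, CENPF and PLK1 are its genes listed as lower at 24 h. The paper's medians for base excision repair are −0.30, −1.57 and −1.31, and for mismatch repair −0.24, −0.89 and −0.97, where the 12 h column of the repair sets holds other values than that of the S phase set for the same genes (POLD1 −1.50 and −1.09). NT5M has −0.66, −0.47 and −0.28 in these 3 sets at 24 h, and CdN −0.60, −0.45 and −0.40, by the paper's values. CENPF fell by log2 1.81 (1.78 to 1.85) and CCNE2 by 1.85 (1.68 to 2.01) at 24 h. An average over a set of 11 to 19 genes hides such single genes.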

**Supplementary Table S1.** Representative genes showing significant inversion of transcription pattern in RNAseq analysis of MDA-MB-231. In cancer cells, the following representative genes known to help tumor progression and suppression, appeared to be completely inverted in their transcription by CT transfection.

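CCDC6 rose from 5303 to 9906 reads at 6 h and from 4569 to 11935 at 12 h after CT, in libraries with smaller effective sizes than the controls. For the other genes of the rising group the supplement gives the paper's log2 values of 1.10, 0.86 and 0.81 for TDG, the thymine DNA glycosylase, at 6, 12 and 24 h, 0.89, 0.98 and 0.86 for the ligase LIG4, 0.44, 0.25 and 0.19 for MDM4, an inhibitor of p53, and 0.27, 0.54 and 0.73 for the polymerase POLB. The supplement's Fig. 6 values hold MBD4 and no entry for MBD1. In the falling group the paper's values are −0.96, −1.35 and −1.03 for FEN1, −0.85, −1.17 and −0.94 for CDC20, −0.59, −0.95 and −0.82 for CDC25A and −0.85, −1.18 and −0.77 for CDC25B. Apart from CCDC6, PCNA, PARP1 and PLK1, these genes are not listed at any hour.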

| Classification        | Gene     | Full name                           | CT response | Feature related to role in cancer                                                                                                                                                                                                          | Ref                                                    |
|-----------------------|----------|-------------------------------------|-------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------|
| S-Phase RRG           | CCDC6    | Coiled-coil domain containing 6     | UP          | The encoded protein is ubiquitously expressed and may function as a tumor suppressor.                                                                                                                                                      | Merolla et al <sup>1</sup> .                           |
| BER                   | MBD1     | Methyl-CpG Binding Domain Protein 1 | UP          | Up-regulation of MBD1 promotes pancreatic cancer cell epithelial-mesenchymal transition and invasion by epigenetic down-regulation of E-cadherin (Tumor suppressor)                                                                        | Xu et al <sup>2</sup>                                  |
| BER                   | TDG      | Thymine DNA Glycosylase             | UP          | TDG is a novel tumor suppressor of liver malignancies                                                                                                                                                                                      | Hassan et al <sup>3</sup>                              |
| MMR                   | LIG4     | DNA ligase 4                        | UP          | In TNBC cells, compared to nonbasal breast cancer, LIG4 is frequently amplified, and an increased gene dose is associated with higher Lig4 expression. LIG4 Prevents replication fork stalling and promotes cellular proliferation in TNBC | Joshi et al <sup>4</sup>                               |
| DNA repair alteration | MDM4     | Regulator of P53                    | UP          | MDM2/4 proteins bind the p53 tumor suppressor protein and inhibit its activity, and have been shown to be overexpressed in a variety of human cancers.                                                                                     | Toufektchan et al <sup>5</sup>                         |
| DNA repair alteration | POLB     | DNA polymerase $\beta$              | UP          | DNA polymerase $\beta$ deficiency is linked to aggressive breast cancer. POLB may be a tumor suppressor and involved in breast cancer pathogenesis.                                                                                        | Abdel-Fatah et al <sup>6</sup>                         |
| S-Phase BER           | PCNA     | Proliferating cell nuclear antigen  | DOWN        | Tumor cells express high levels of PCNA, identifying it as a potentially ideal target for cancer therapy.                                                                                                                                  | Dillehay et al <sup>7</sup>                            |
| S-Phase               | FEN1     | Flap endonuclease 1 (FEN1)          | DOWN        | FEN1 participates in various DNA repair pathways and contributes to cancer progression and drug resistance in chemotherapy.                                                                                                                | Lu et al <sup>8</sup>                                  |
| M-Phase RRG           | CDC20    | cell division cycle 20              | DOWN        | CDC20 overexpression has been associated with inappropriately functioning SAC and aneuploidization in oral cancer. High CDC20 expression has been reported in several human cancer cell lines and several carcinoma tissues                | Karra et al <sup>9</sup>                               |
| RRG                   | CDC25A/B | Cell Division Cycle 25A/25B         | DOWN        | CDC25A/B is a critical regulator of cell cycle progression and checkpoint response. CDC25A/B overexpression are frequently found in many cancers, and are often associated with high-grade tumors and poor prognosis.                      | Ray et al <sup>10</sup><br>Boutros et al <sup>11</sup> |
| RRG                   | PLK1     | Polo-like kinase 1                  | DOWN        | Inhibition of PLK1 could lead to death of cancer cells by interfering with multiple stages of mitosis.                                                                                                                                     | Liu et al <sup>12</sup>                                |
| DNA repair alteration | PARP1    | poly(ADP-ribose) polymerase 1       | DOWN        | PARP1 gene expression profile in surgical samples from more than 8,000 primary malignant and normal human tissues. PARP1 expression was found to be significantly increased in several malignant tissues from patients with breast cancers | Ossovs kaya et al <sup>13</sup>                        |

## References

- 1 Merolla, F. *et al.* Involvement of H4(D10S170) protein in ATM-dependent response to DNA damage. *Oncogene* **26**, 6167-6175, doi:10.1038/sj.onc.1210446 (2007).
- 2 Xu, J. *et al.* Up-regulation of MBD1 promotes pancreatic cancer cell epithelial-mesenchymal transition and invasion by epigenetic down-regulation of E-cadherin. *Current molecular medicine* **13**, 387-400 (2013).
- 3 Hassan, H. M., Iovic, M., Underhill, M. T. & Torchia, J. TDG is a novel tumor suppressor of liver malignancies. *Molecular & cellular oncology* **7**, 1768819, doi:10.1080/23723556.2020.1768819 (2020).
- 4 Joshi, R. R., Ali, S. I. & Ashley, A. K. DNA Ligase IV Prevents Replication Fork Stalling and Promotes Cellular Proliferation in Triple Negative Breast Cancer. *Journal of nucleic acids* **2019**, 9170341, doi:10.1155/2019/9170341 (2019).
- 5 Toufekhtchan, E. *et al.* Germline mutation of MDM4, a major p53 regulator, in a familial syndrome of defective telomere maintenance. *Sci Adv* **6**, eaay3511-eaay3511, doi:10.1126/sciadv.aay3511 (2020).
- 6 Abdel-Fatah, T. M. A. *et al.* DNA polymerase  $\beta$  deficiency is linked to aggressive breast cancer: A comprehensive analysis of gene copy number, mRNA and protein expression in multiple cohorts. *Molecular Oncology* **8**, 520-532, doi:<https://doi.org/10.1016/j.molonc.2014.01.001> (2014).
- 7 Dillehay, K. L., Lu, S. & Dong, Z. Antitumor effects of a novel small molecule targeting PCNA chromatin association in prostate cancer. *Molecular cancer therapeutics* **13**, 2817-2826, doi:10.1158/1535-7163.Mct-14-0522 (2014).
- 8 Lu, X. *et al.* MicroRNA-140 impedes DNA repair by targeting FEN1 and enhances chemotherapeutic response in breast cancer. *Oncogene* **39**, 234-247, doi:10.1038/s41388-019-0986-0 (2020).
- 9 Karra, H. *et al.* Cdc20 and securin overexpression predict short-term breast cancer survival. *Br J Cancer* **110**, 2905-2913, doi:10.1038/bjc.2014.252 (2014).
- 10 Ray, D. & Kiyokawa, H. CDC25A phosphatase: a rate-limiting oncogene that determines genomic stability. *Cancer Res* **68**, 1251-1253, doi:10.1158/0008-5472.Can-07-5983 (2008).
- 11 Boutros, R., Lobjois, V. & Ducommun, B. CDC25 phosphatases in cancer cells: key players? Good targets? *Nat Rev Cancer* **7**, 495-507, doi:10.1038/nrc2169 (2007).
- 12 Liu, Z., Sun, Q. & Wang, X. PLK1, A Potential Target for Cancer Therapy. *Translational oncology* **10**, 22-32, doi:10.1016/j.tranon.2016.10.003 (2017).
- 13 Ossovskaya, V., Koo, I. C., Kaldjian, E. P., Alvares, C. & Sherman, B. M. Upregulation of Poly (ADP-Ribose) Polymerase-1 (PARP1) in Triple-Negative Breast Cancer and Other Primary Human Tumor Types. *Genes Cancer* **1**, 812-821, doi:10.1177/1947601910383418 (2010).

# Figure Raw data

Fig. 1B.

| Apoptotic cells | 1     | 2     | 3     |
|-----------------|-------|-------|-------|
| 0               | 5     | 6.69  | 5.17  |
| 0.625           | 10.71 | 8.71  | 7.17  |
| 1.25            | 22.4  | 15.69 | 14.5  |
| 2.5             | 59.24 | 49.57 | 41.48 |

Fig. 1C.

| Apoptotic cells | Control |      |      | CT    |        |       |
|-----------------|---------|------|------|-------|--------|-------|
|                 | 1       | 2    | 3    | 1     | 2      | 3     |
| 6h              | 4.87    | 5.07 | 5.19 | 8.28  | 8.14   | 8.61  |
| 12h             | 4.71    | 4.93 | 5.4  | 11.94 | 14.266 | 13.31 |
| 24h             | 5.85    | 7.86 | 6.97 | 23.13 | 23.93  | 23.8  |

Fig. 1D.

Concentration dependent

$\gamma$ H2AX

PARP

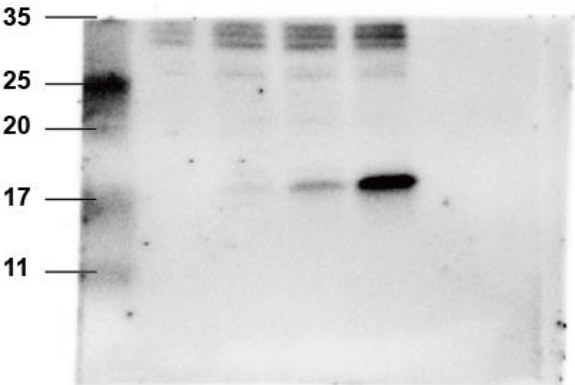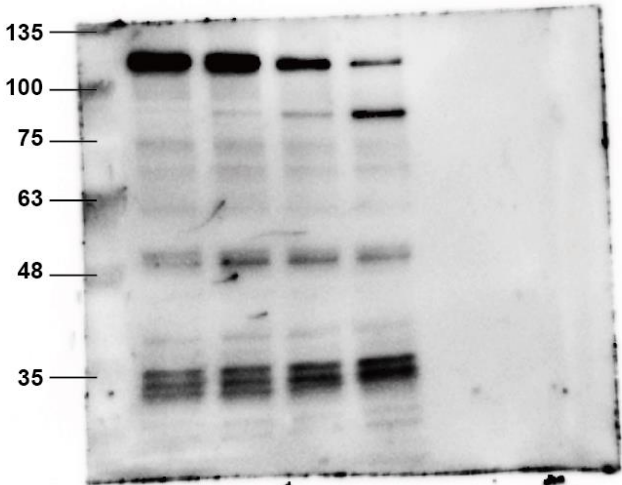

GAPDH

CT-myc (marker merged)

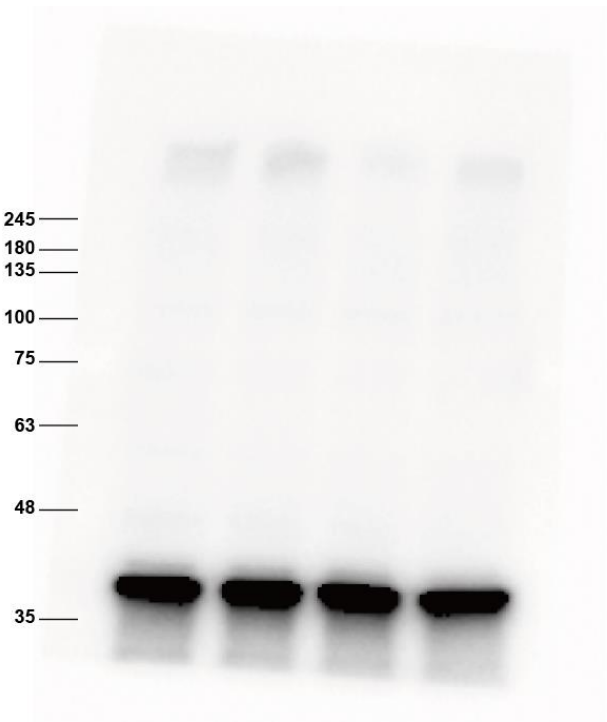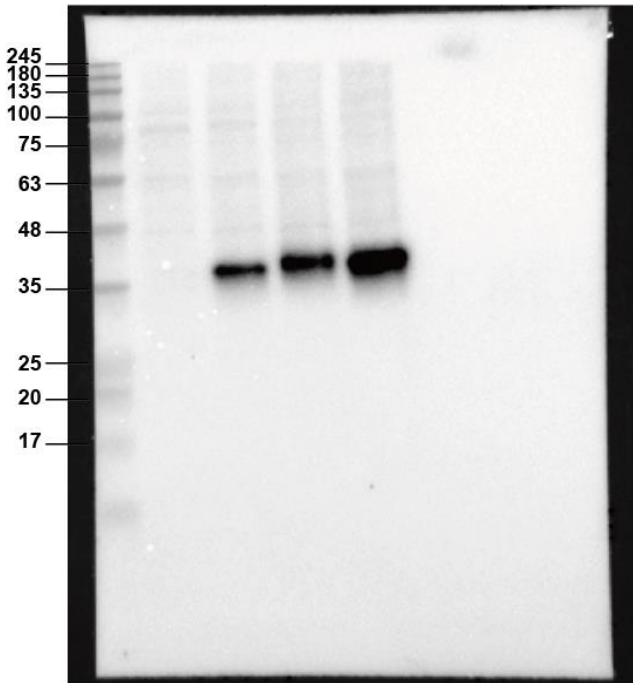

**Time dependent**

$\gamma$ H2AX (marker merged)

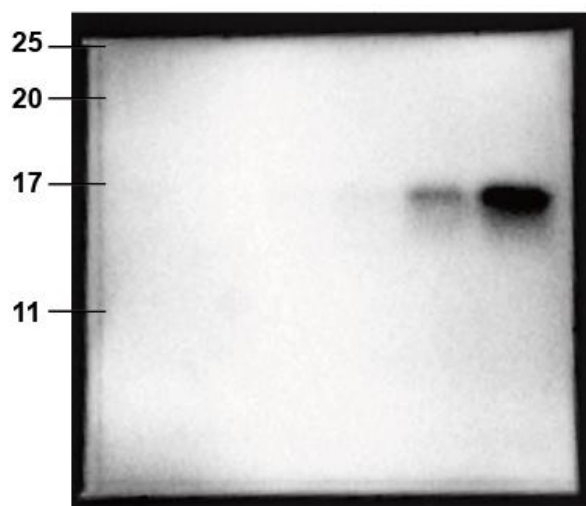

PARP (marker merged)

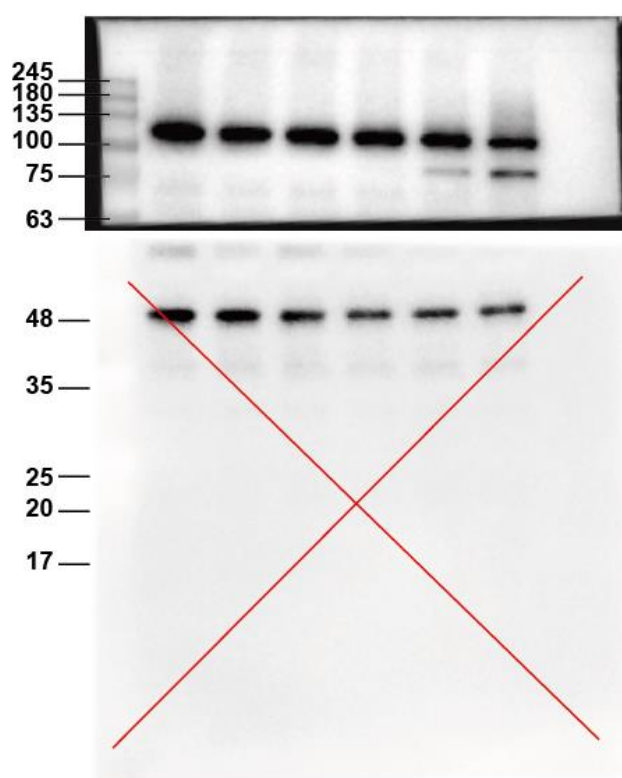

GAPDH (marker merged)

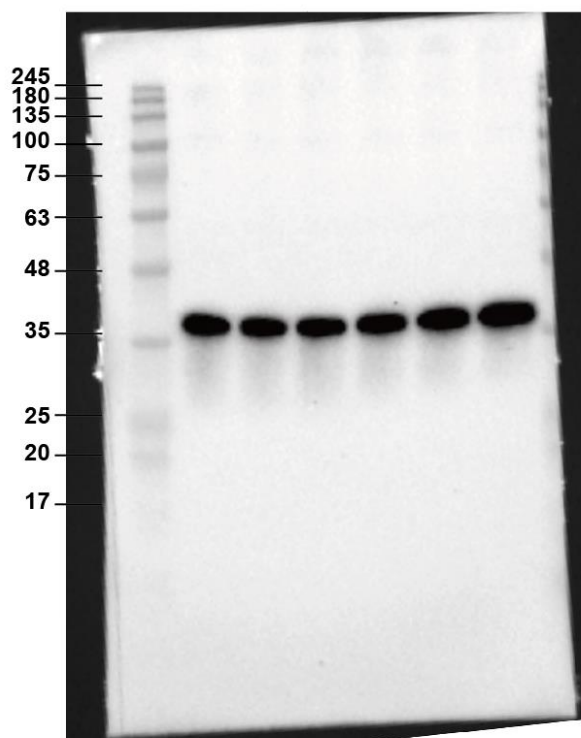

CT-myc (marker merged)

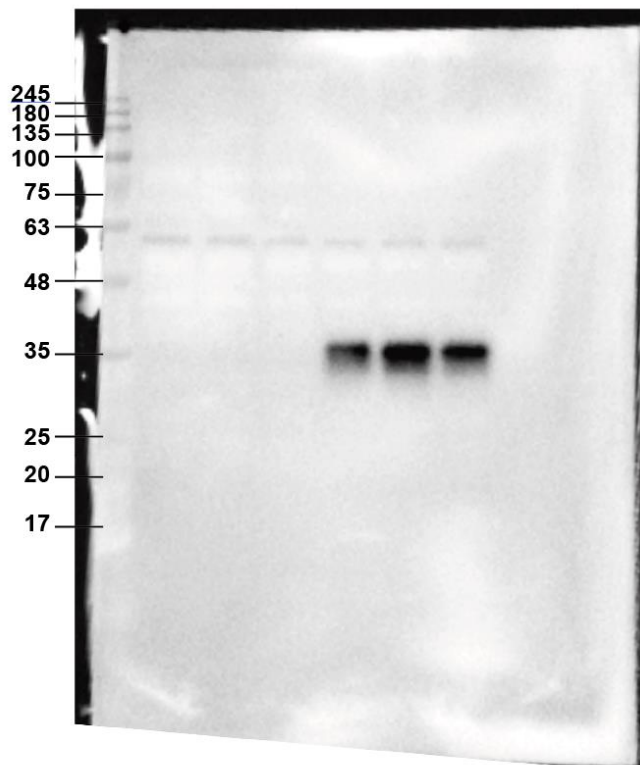

**Fig. 2.**

| <b>dNTPs</b>   | <b>dTTP</b> |          |          | <b>dCTP</b> |          |          | <b>dATP</b> |          |          | <b>dGTP</b> |          |          |
|----------------|-------------|----------|----------|-------------|----------|----------|-------------|----------|----------|-------------|----------|----------|
|                | <b>1</b>    | <b>2</b> | <b>3</b> | <b>1</b>    | <b>2</b> | <b>3</b> | <b>1</b>    | <b>2</b> | <b>3</b> | <b>1</b>    | <b>2</b> | <b>3</b> |
| <b>Control</b> | 13.6        | 14.1     | 15.6     | 2.1         | 2.6      | 3.6      | 2           | 1.6      | 1.6      | 1.7         | 2.4      | 3        |
| <b>CT</b>      | 6.1         | 7.2      | 7.9      | 2.9         | 3.5      | 4.1      | 1.2         | 1.4      | 1.3      | 0.7         | 1.3      | 1.7      |

Fig. 3A.

| Gene_ID | Transcript_ID                                                                                                  | Gene_Symbol | Description                                                                      | gene_biotype   | Protein_ID                                                                                                           | 6hr-CON_Read_Count | 6hr-CT_Read_Count | 12hr-CON_Read_Count | 12hr-CT_Read_Count | 24hr-CON_Read_Count | 24hr-CT_Read_Count |
|---------|----------------------------------------------------------------------------------------------------------------|-------------|----------------------------------------------------------------------------------|----------------|----------------------------------------------------------------------------------------------------------------------|--------------------|-------------------|---------------------|--------------------|---------------------|--------------------|
| 790     | NM_001306079,NM_004341,<br>XM_006712101,XM_024453131                                                           | CAD         | carbamoyl-phosphate synthetase 2, aspartate transcarbamylase, and dihydroorotase | protein_coding | NP_001293008.1; NP_004332.2;<br>XP_006712164.1;XP_024308899.1                                                        | 17002.0            | 9296.2            | 13103.0             | 7840.6             | 10181.0             | 16301.2            |
| 1723    | NM_001361, XM_005255827,<br>XM_005255829, XM_017022990                                                         | DHODH       | dihydroorotate dehydrogenase (quinone)                                           | protein_coding | NP_001352.2; XP_005255884.1;<br>XP_005255886.1; XP_016878479.1                                                       | 774.0              | 879.3             | 620.0               | 557.6              | 504.0               | 1165.2             |
| 7372    | NM_000373, NR_033434,<br>NR_033437, XR_001740253                                                               | UMPS        | uridine monophosphate synthetase                                                 | protein_coding | NP_000364.1                                                                                                          | 2236.0             | 3525.6            | 1880.0              | 3358.4             | 1479.0              | 3514.2             |
| 6240    | NM_001033, NM_001318064,<br>NM_001318065, NM_001330193                                                         | RRM1        | ribonucleotide reductase catalytic subunit M1                                    | protein_coding | NP_001024.1; NP_001304993.1;<br>NP_001304994.1; NP_001317122.1                                                       | 17998.0            | 18562.5           | 14158.0             | 13892.6            | 10896.0             | 9086.1             |
| 6241    | NM_001034, NM_001165931,<br>NR_164157                                                                          | RRM2        | ribonucleotide reductase regulatory subunit M2                                   | protein_coding | NP_001025.1; NP_001159403.1                                                                                          | 29004.0            | 31000.1           | 20543.0             | 16543.3            | 13812.0             | 8671.6             |
| 50484   | NM_001172477, NM_001172478,<br>NM_015713                                                                       | RRM2B       | ribonucleotide reductase regulatory TP53 inducible subunit M2B                   | protein_coding | NP_001165948.1; NP_001165949.1;<br>NP_056528.2                                                                       | 2091.0             | 6658.4            | 2054.0              | 8209.4             | 2251.0              | 5123.8             |
| 1890    | NM_001113755, NM_001113756,<br>NM_001257988, NM_001257989,<br>NM_001953                                        | TYMP        | thymidine phosphorylase                                                          | protein_coding | NP_001107227.1; NP_001107228.1;<br>NP_001244917.1; NP_001244918.1;<br>NP_001944.1                                    | 279.0              | 875.0             | 156.0               | 2359.0             | 188.0               | 3749.5             |
| 7298    | NM_001071, NM_001354867,<br>NM_001354868, XM_024451242                                                         | TYMS        | thymidylate synthetase                                                           | protein_coding | NP_001062.1; NP_001341796.1;<br>NP_001341797.1; XP_024307010.1                                                       | 19125.0            | 20504.5           | 14363.0             | 12176.9            | 10381.0             | 6318.8             |
| 7083    | NM_001346663, NM_001363848,<br>NM_003258                                                                       | TK1         | thymidine kinase 1                                                               | protein_coding | NP_001333592.1; NP_001350777.1;<br>NP_003249.3                                                                       | 10351.0            | 11438.8           | 8050.0              | 9856.5             | 6883.0              | 6412.2             |
| 1841    | NM_001165031, NM_001320902,<br>NM_001320903, NM_001320904,<br>NM_001320905, NM_012145,<br>NR_033255, NR_135492 | DTYMK       | deoxythymidylate kinase                                                          | protein_coding | NP_001158503.1; NP_001307831.1;<br>NP_001307832.1; NP_001307833.1;<br>NP_001307834.1; NP_036277.2                    | 3838.0             | 3713.4            | 3093.0              | 2281.8             | 2324.0              | 2546.9             |
| 25939   | NM_001363729, NM_001363733,<br>NM_015474                                                                       | SAMHD1      | SAM and HD domain containing deoxynucleoside triphosphate triphosphohydrolase 1  | protein_coding | NP_001350658.1; NP_001350662.1;<br>NP_056289.2                                                                       | 6080.0             | 26023.3           | 6024.0              | 16050.0            | 5447.0              | 9425.9             |
| 1854    | NM_001025248, NM_001025249,<br>NM_001330286, NM_001948,<br>XM_017021988, XR_001751125,<br>XR_931760            | DUT         | deoxyuridine triphosphatase                                                      | protein_coding | NP_001020419.1; NP_001020420.1;<br>NP_001317215.1; NP_001939.1;<br>XP_016877477.1                                    | 5422.0             | 4981.0            | 3542.0              | 3650.1             | 3214.0              | 2349.0             |
| 2805    | NM_002079                                                                                                      | GOT1        | glutamic-oxaloacetic transaminase 1                                              | protein_coding | NP_002070.1                                                                                                          | 5048.0             | 11199.8           | 4558.0              | 24229.4            | 3562.0              | 35877.6            |
| 4831    | NM_001018137, NM_001018138,<br>NM_001018139, NM_001198682,<br>NM_002512                                        | NME2        | NME/NM23 nucleoside diphosphate kinase 2                                         | protein_coding | NP_001018147.1; NP_001018148.1;<br>NP_001018149.1; NP_001185611.1;<br>NP_002503.1                                    | 20086.0            | 17892.4           | 14528.0             | 14600.3            | 12915.0             | 15927.8            |
| 2746    | NM_001318900, NM_001318901,<br>NM_001318902, NM_001318904,<br>NM_001318905, NM_001318906,<br>NM_005271         | GLUD1       | glutamate dehydrogenase 1                                                        | protein_coding | NP_001305829.1; NP_001305830.1;<br>NP_001305831.1; NP_001305833.1;<br>NP_001305834.1; NP_001305835.1;<br>NP_005262.1 | 15007.0            | 16735.7           | 11690.0             | 14373.0            | 10304.0             | 25114.7            |
| 2752    | NM_001033044, NM_001033056,<br>NM_002065, XM_006711278                                                         | GLUL        | glutamate-ammonia ligase                                                         | protein_coding | NP_001028216.1; NP_001028228.1;<br>NP_002056.2; XP_006711341.1                                                       | 5867.0             | 12902.8           | 5325.0              | 11640.8            | 4952.0              | 13929.8            |
| 60      | NM_001101                                                                                                      | ACTB        | actin beta                                                                       | protein_coding | NP_001092.1                                                                                                          | 319280.0           | 319280.0          | 248119.0            | 248119.0           | 234588.0            | 234588.0           |

Fig. 3B.

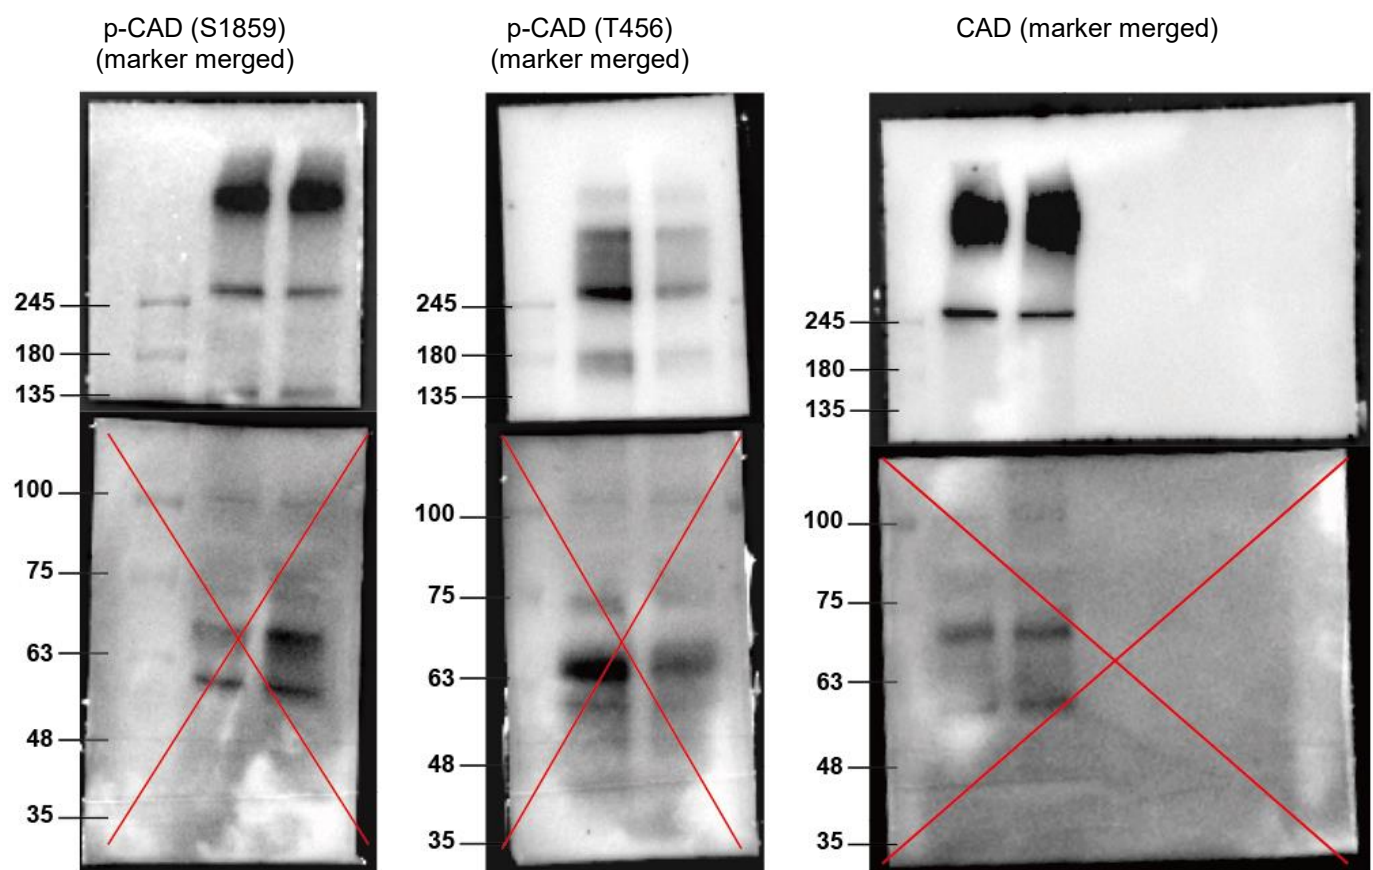

p-p70S6K1 (T389) (marker merged)

p70S6K1 (marker merged)

p-p44/42 MAPK(ERK1/2) (T202/Y204) (marker merged)

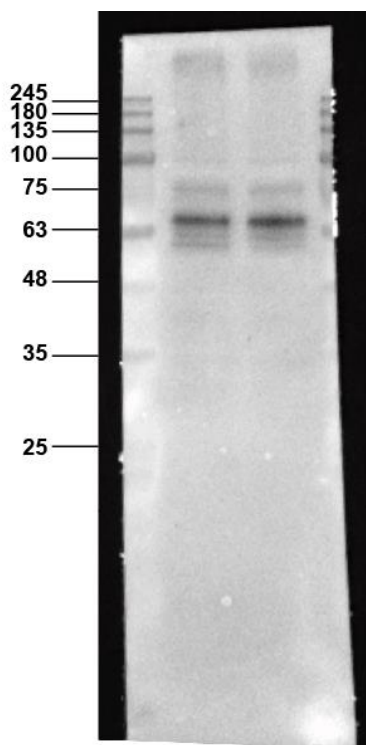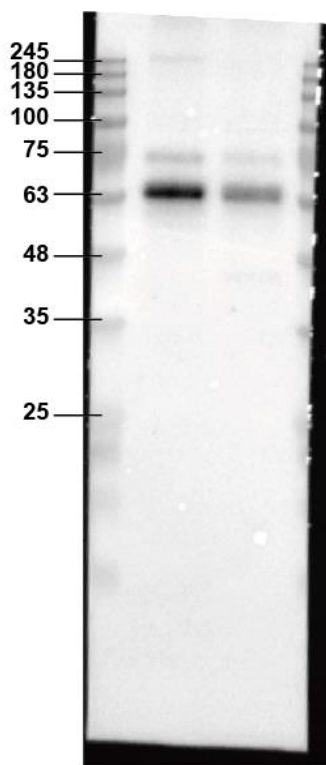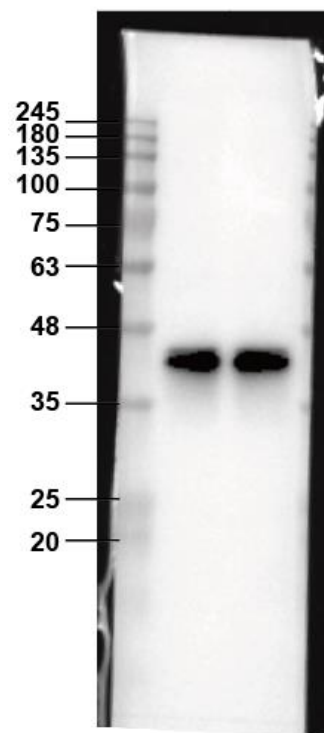

p44/42 MAPK (ERK1/2)  
(marker merged)

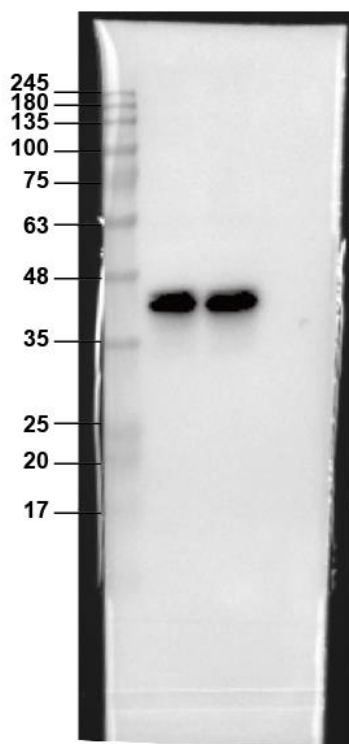

CT-myc  
(marker merged)

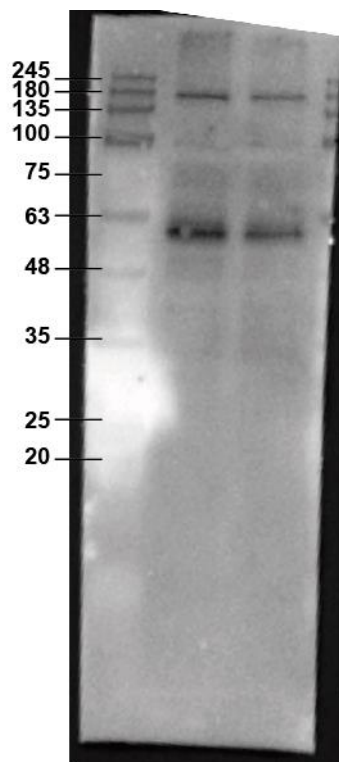

p53 and RRM1  
(marker merged)

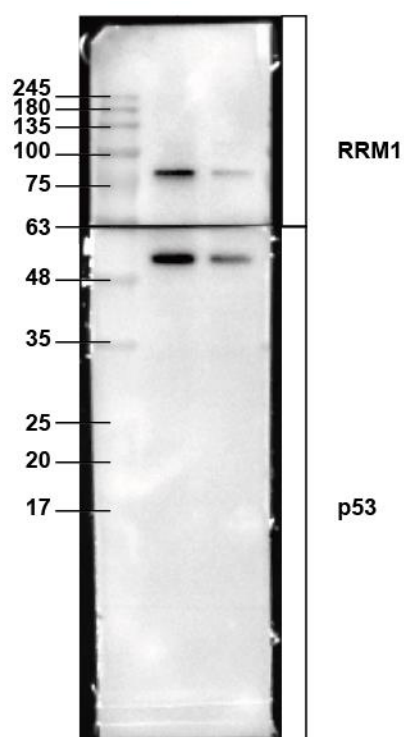

RRM2 (marker merged)

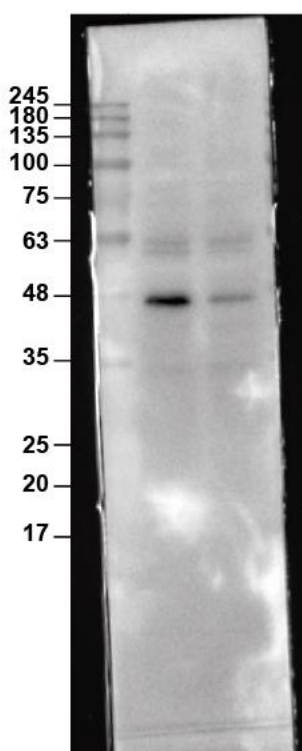

SAMHD1 (marker merged)

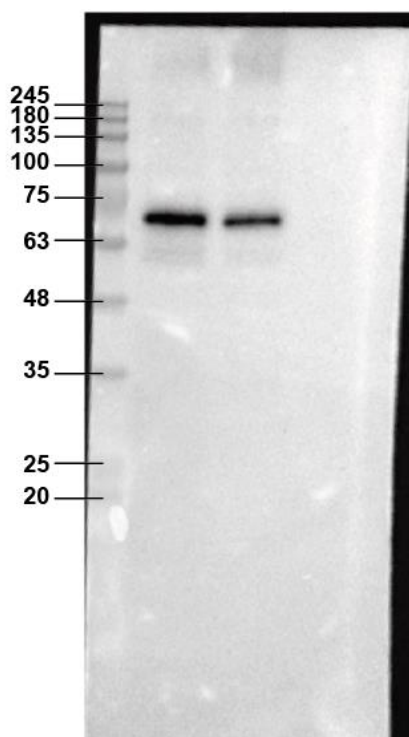

GAPDH (marker merged)

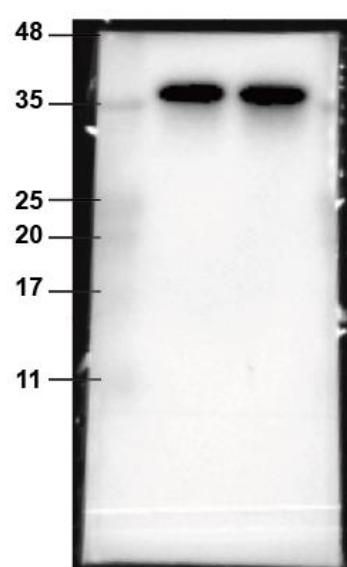

Fig. 4B.

| Time (minutes) | Control   |           |           |           | CT        |           |           |           |
|----------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|                | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| 1.31           | 82.968107 | 85.647508 | 94.423427 | 92.085781 | 48.39327  | 49.599356 | 47.219131 | 43.810525 |
| 7.78           | 77.172536 | 75.831324 | 85.048869 | 83.9695   | 43.313629 | 45.199547 | 42.561634 | 39.519806 |
| 14.24          | 75.398182 | 74.145932 | 83.057656 | 81.604274 | 42.671889 | 43.742255 | 41.299599 | 39.358831 |
| 20.79          | 29.76843  | 26.504734 | 35.042469 | 32.677347 | 25.727005 | 25.832321 | 24.128409 | 22.357504 |
| 27.22          | 33.250664 | 29.547753 | 37.282952 | 36.734712 | 28.513797 | 28.805073 | 27.682436 | 24.360479 |
| 33.67          | 32.533588 | 29.450231 | 36.279682 | 35.257054 | 27.855918 | 27.614638 | 27.75421  | 24.21178  |
| 40.19          | 132.62077 | 136.27763 | 139.61621 | 153.36959 | 98.326148 | 96.262271 | 89.098638 | 89.652961 |
| 46.65          | 109.71598 | 114.46248 | 121.39811 | 123.48951 | 89.173259 | 88.16394  | 79.520674 | 79.627674 |
| 53.11          | 109.63871 | 110.09145 | 118.21601 | 120.38802 | 87.467463 | 87.960879 | 79.400947 | 79.815356 |
| 59.62          | 27.283512 | 20.746075 | 30.841103 | 30.701105 | 24.273137 | 24.060318 | 24.543622 | 23.012596 |
| 66.04          | 25.974175 | 19.547698 | 29.778808 | 28.501848 | 22.890413 | 21.662812 | 21.511211 | 20.943346 |
| 72.46          | 25.55626  | 20.473302 | 29.28715  | 28.316925 | 22.264421 | 21.302    | 21.534521 | 19.808546 |

Fig. 4C.

| Time (minutes) | Control   |           |           |           | CT        |           |           |           |
|----------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|                | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| 1.31           | 32.015602 | 32.269969 | 32.378888 | 31.581529 | 34.356051 | 33.887974 | 34.120634 | 31.510465 |
| 7.79           | 31.863953 | 31.035269 | 32.959914 | 31.379112 | 33.94851  | 33.401549 | 33.472847 | 31.434188 |
| 14.27          | 31.679979 | 31.648982 | 32.280189 | 31.635872 | 33.621122 | 32.998579 | 33.389216 | 31.213694 |
| 20.84          | 52.495273 | 50.611687 | 53.197345 | 51.205292 | 44.105472 | 43.54565  | 42.599293 | 40.319837 |
| 27.32          | 53.969159 | 52.678833 | 55.286988 | 52.527832 | 44.583899 | 45.132363 | 43.904463 | 40.835764 |
| 33.79          | 55.945191 | 55.566503 | 58.008902 | 55.121068 | 44.954605 | 45.831073 | 44.691651 | 41.040612 |
| 40.35          | 19.159514 | 17.918184 | 20.146247 | 18.604005 | 21.817963 | 21.746867 | 22.338049 | 20.547343 |
| 46.82          | 15.636992 | 15.376977 | 15.930747 | 14.866451 | 15.145145 | 16.055383 | 16.138708 | 14.975219 |
| 53.27          | 14.696247 | 14.98707  | 14.994697 | 14.232899 | 13.859387 | 14.713111 | 14.668332 | 13.838398 |
| 59.72          | 14.108658 | 14.326699 | 14.183219 | 13.200069 | 13.086385 | 13.992757 | 14.003553 | 13.290913 |
| 66.20          | 13.242297 | 13.53479  | 13.174766 | 12.66103  | 12.694214 | 13.547346 | 13.372994 | 13.074257 |

Fig. 5A.

| dNTPs | Control |     |      | CdN |      |       | NT5M |      |      | CT  |     |      |
|-------|---------|-----|------|-----|------|-------|------|------|------|-----|-----|------|
|       | 1       | 2   | 3    | 1   | 2    | 3     | 1    | 2    | 3    | 1   | 2   | 3    |
| dTTP  | 10.3    | 12  | 8.96 | 9.9 | 11.2 | 10.59 | 6.7  | 10.1 | 9.88 | 5.6 | 5.5 | 6.91 |
| dCTP  | 1.1     | 1.6 | 1.9  | 1.2 | 0.7  | 0.7   | 1.6  | 1.9  | 1.8  | 1.1 | 2.1 | 2.38 |
| dATP  | 0       | 0.3 | 0.93 | 0   | 0.7  | 0.67  | 0    | 2.7  | 2.1  | 0   | 1.7 | 2.32 |
| dGTP  | 2.5     | 1.8 | 2.39 | 2.1 | 1.9  | 2.01  | 1.5  | 1.7  | 2.33 | 1.2 | 1.4 | 1.6  |

Fig. 5B.

|                               | Control |     |     |    |    |    | CdN |    |    |    |    |    | NT5M |    |    |    |    |    | CT |    |    |    |    |    |
|-------------------------------|---------|-----|-----|----|----|----|-----|----|----|----|----|----|------|----|----|----|----|----|----|----|----|----|----|----|
|                               | 1       | 2   | 3   | 4  | 5  | 6  | 1   | 2  | 3  | 4  | 5  | 6  | 1    | 2  | 3  | 4  | 5  | 6  | 1  | 2  | 3  | 4  | 5  | 6  |
| Cell viability (% of control) | 103     | 101 | 101 | 99 | 98 | 97 | 76  | 73 | 72 | 75 | 73 | 73 | 73   | 71 | 74 | 71 | 71 | 71 | 51 | 50 | 49 | 50 | 49 | 50 |

Fig. 5C.

ECAR

| Time (minutes) | Control   |           |           |           | CdN       |           |           |           | NT5M      |           |           |           | CT        |           |           |           |
|----------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|                | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| 1.31           | 32.015602 | 32.269969 | 32.378888 | 31.581529 | 36.609701 | 37.425204 | 34.389234 | 35.25251  | 37.362211 | 33.062929 | 37.852313 | 31.042196 | 34.356051 | 33.887974 | 34.120634 | 31.510465 |
| 7.79           | 31.863953 | 31.035269 | 32.959914 | 31.379112 | 35.967408 | 36.45689  | 33.651601 | 35.46628  | 36.810748 | 31.984027 | 37.190456 | 30.315666 | 33.94851  | 33.401549 | 33.472847 | 31.434188 |
| 14.27          | 31.679979 | 31.648982 | 32.280189 | 31.635872 | 35.453392 | 36.415144 | 32.888028 | 35.180004 | 36.555339 | 32.066157 | 36.879157 | 29.842755 | 33.621122 | 32.998579 | 33.389216 | 31.213694 |
| 20.84          | 52.495273 | 50.611687 | 53.197345 | 51.205292 | 48.739647 | 51.272971 | 45.017555 | 47.131831 | 51.959271 | 42.271579 | 49.867919 | 38.151996 | 44.105472 | 43.54565  | 42.599293 | 40.319837 |
| 27.32          | 53.969159 | 52.678833 | 55.286988 | 52.527832 | 50.721312 | 54.046335 | 46.688706 | 48.408927 | 52.44569  | 43.485383 | 51.335939 | 38.979041 | 44.583899 | 45.132363 | 43.904463 | 40.835764 |
| 33.79          | 55.945191 | 55.566503 | 58.008902 | 55.121068 | 52.480321 | 55.772355 | 48.402402 | 48.990272 | 53.51412  | 44.392797 | 52.110105 | 39.334846 | 44.954605 | 45.831073 | 44.691651 | 41.040612 |
| 40.35          | 19.159514 | 17.918184 | 20.146247 | 18.604005 | 21.75099  | 21.853443 | 21.108007 | 21.597246 | 24.451226 | 21.760332 | 23.687701 | 19.073681 | 21.817963 | 21.746867 | 22.338049 | 20.547343 |
| 46.82          | 15.636992 | 15.376977 | 15.930747 | 14.866451 | 16.062087 | 17.196191 | 16.19354  | 15.756272 | 17.905561 | 15.662348 | 16.867034 | 14.135651 | 15.145145 | 16.055383 | 16.138708 | 14.975219 |
| 53.27          | 14.696247 | 14.98707  | 14.994697 | 14.232899 | 15.245546 | 15.961764 | 14.435282 | 14.328057 | 16.0187   | 13.998008 | 15.256222 | 12.621467 | 13.859387 | 14.713111 | 14.668332 | 13.838398 |
| 59.72          | 14.108658 | 14.326699 | 14.183219 | 13.200069 | 14.295947 | 14.99586  | 13.901899 | 13.049164 | 15.194073 | 13.165177 | 14.481589 | 12.116862 | 13.086385 | 13.992757 | 14.003553 | 13.290913 |
| 66.20          | 13.242297 | 13.53479  | 13.174766 | 12.66103  | 13.696489 | 14.293146 | 13.370908 | 12.503924 | 14.294792 | 12.715222 | 13.575681 | 11.639543 | 12.694214 | 13.547346 | 13.372994 | 13.074257 |

## OCR

| Time (minutes) | Control   |           |           |           | CdN       |           |           |           | NT5M      |           |           |           | CT        |           |           |           |
|----------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|                | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| <b>1.31</b>    | 82.968107 | 85.647508 | 94.423427 | 92.085781 | 82.38871  | 84.568053 | 77.496125 | 86.447258 | 73.034152 | 70.260549 | 69.20607  | 66.018804 | 48.39327  | 49.599356 | 47.219131 | 43.810525 |
| <b>7.78</b>    | 77.172536 | 75.831324 | 85.048869 | 83.9695   | 75.076184 | 78.055025 | 70.883904 | 80.129356 | 65.27999  | 63.035173 | 62.62228  | 60.15115  | 43.313629 | 45.199547 | 42.561634 | 39.519806 |
| <b>14.24</b>   | 75.398182 | 74.145932 | 83.057656 | 81.604274 | 72.859406 | 76.575527 | 67.732981 | 78.719378 | 63.256286 | 61.727639 | 61.61503  | 59.815132 | 42.671889 | 43.742255 | 41.299599 | 39.358831 |
| <b>20.79</b>   | 29.76843  | 26.504734 | 35.042469 | 32.677347 | 31.984966 | 34.527268 | 32.876536 | 35.48724  | 32.506292 | 30.142665 | 30.439085 | 29.572643 | 25.727005 | 25.832321 | 24.128409 | 22.357504 |
| <b>27.22</b>   | 33.250664 | 29.547753 | 37.282952 | 36.734712 | 33.754944 | 36.376246 | 34.005905 | 37.222044 | 34.825808 | 33.034752 | 33.253253 | 31.533485 | 28.513797 | 28.805073 | 27.682436 | 24.360479 |
| <b>33.67</b>   | 32.533588 | 29.450231 | 36.279682 | 35.257054 | 33.557245 | 35.543296 | 33.676272 | 36.251925 | 33.914682 | 33.28276  | 32.580689 | 31.416477 | 27.855918 | 27.614638 | 27.75421  | 24.21178  |
| <b>40.19</b>   | 132.62077 | 136.27763 | 139.61621 | 153.36959 | 146.70534 | 150.49423 | 112.86663 | 147.313   | 122.48686 | 134.28078 | 124.57388 | 116.62688 | 98.326148 | 96.262271 | 89.098638 | 89.652961 |
| <b>46.65</b>   | 109.71598 | 114.46248 | 121.39811 | 123.48951 | 124.92418 | 128.52501 | 100.12212 | 130.36601 | 108.14534 | 114.50694 | 107.56864 | 104.98008 | 89.173259 | 88.16394  | 79.520674 | 79.627674 |
| <b>53.11</b>   | 109.63871 | 110.09145 | 118.21601 | 120.38802 | 121.75399 | 125.55833 | 100.54625 | 126.24782 | 107.5549  | 110.76276 | 106.57719 | 105.20959 | 87.467463 | 87.960879 | 79.400947 | 79.815356 |
| <b>59.62</b>   | 27.283512 | 20.746075 | 30.841103 | 30.701105 | 27.455005 | 29.531514 | 27.378238 | 31.561237 | 30.936806 | 27.069097 | 26.835337 | 26.968008 | 24.273137 | 24.060318 | 24.543622 | 23.012596 |
| <b>66.04</b>   | 25.974175 | 19.547698 | 29.778808 | 28.501848 | 26.79992  | 28.903468 | 27.104247 | 29.141732 | 28.794869 | 27.056121 | 25.940132 | 24.773595 | 22.890413 | 21.662812 | 21.511211 | 20.943346 |
| <b>72.46</b>   | 25.55626  | 20.473302 | 29.28715  | 28.316925 | 26.039288 | 28.906183 | 26.687285 | 29.822857 | 27.598599 | 25.391516 | 25.957021 | 24.921989 | 22.264421 | 21.302    | 21.534521 | 19.808546 |

Fig. 5D.

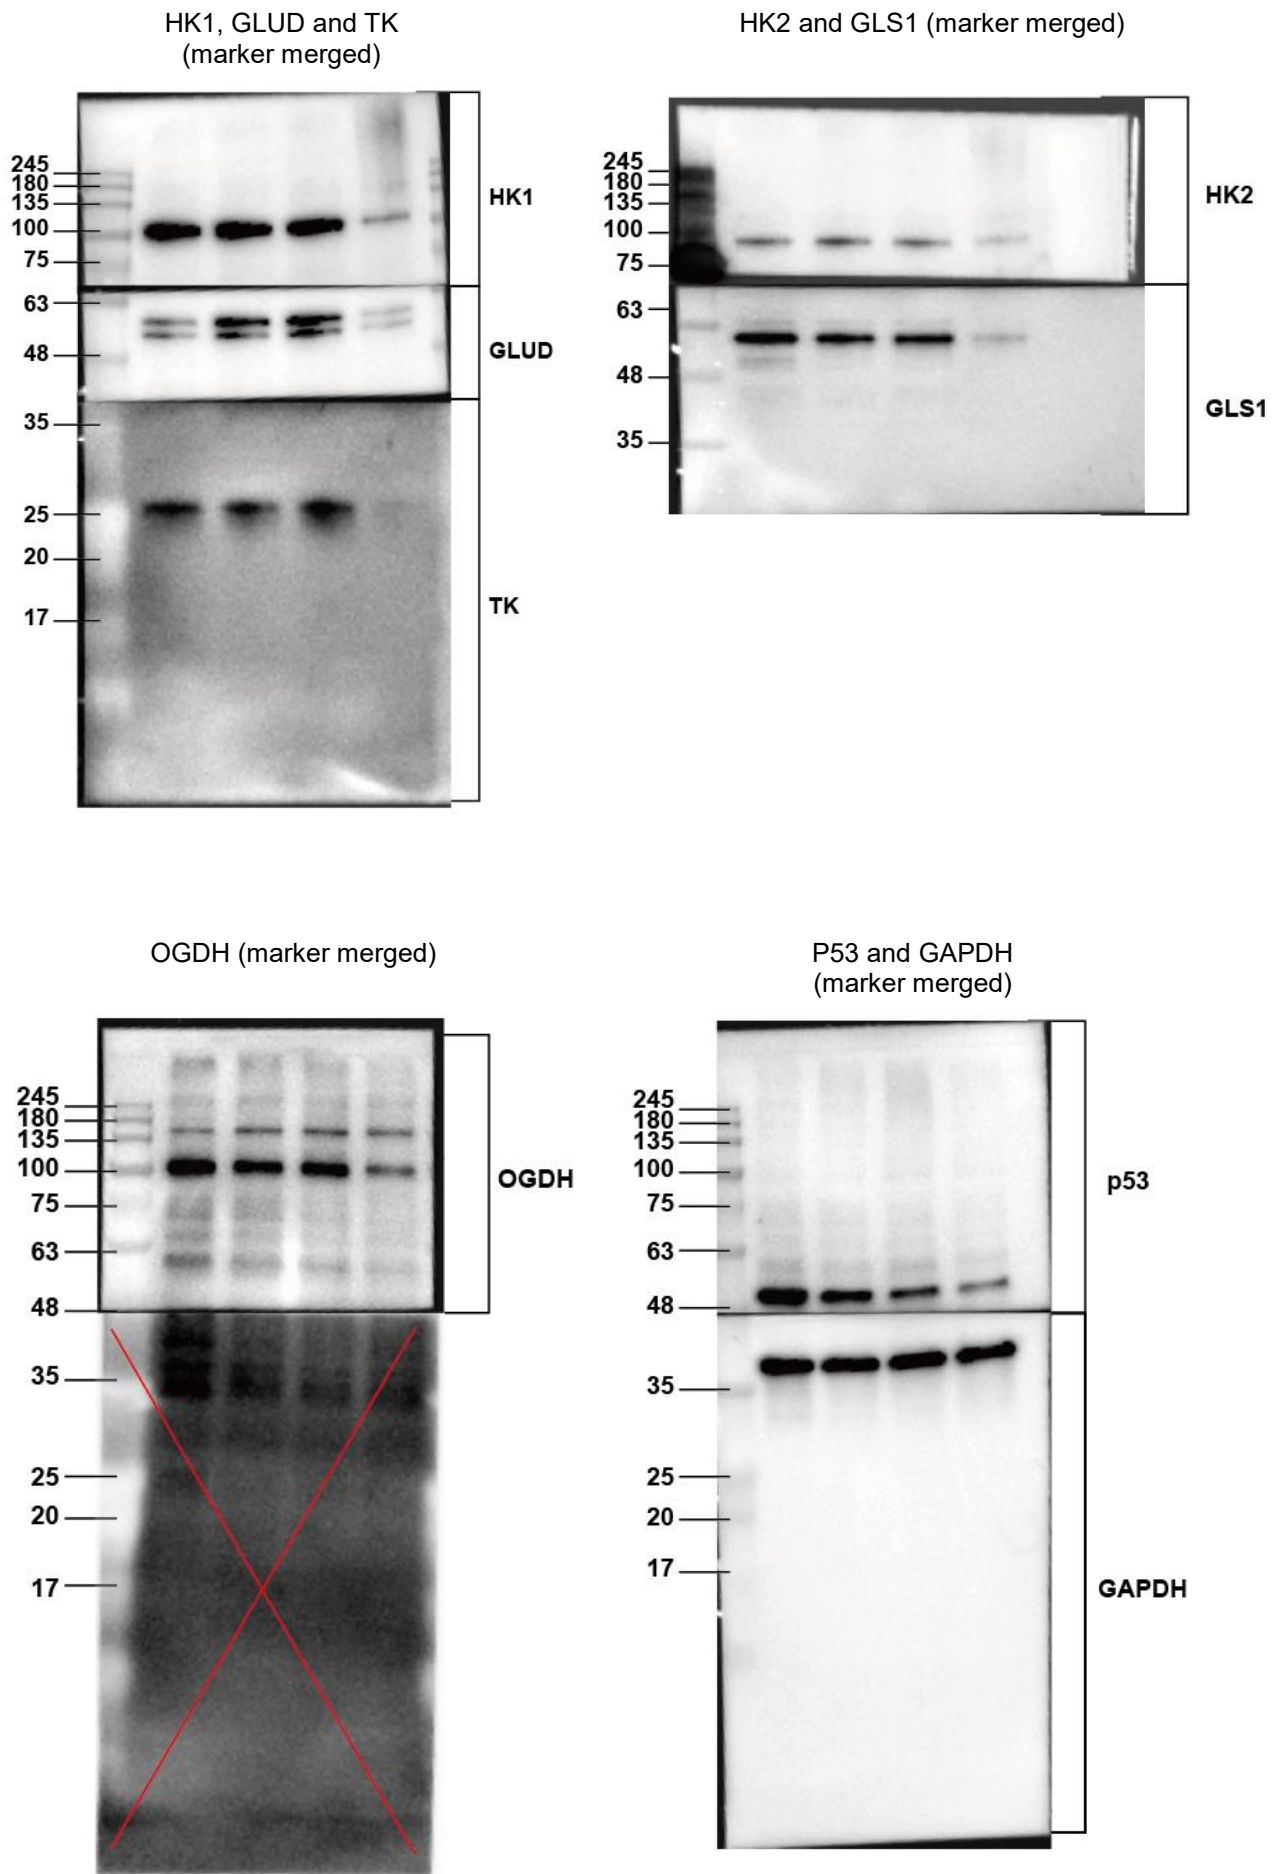

PARP and  $\gamma$  H2AX  
(marker merged)

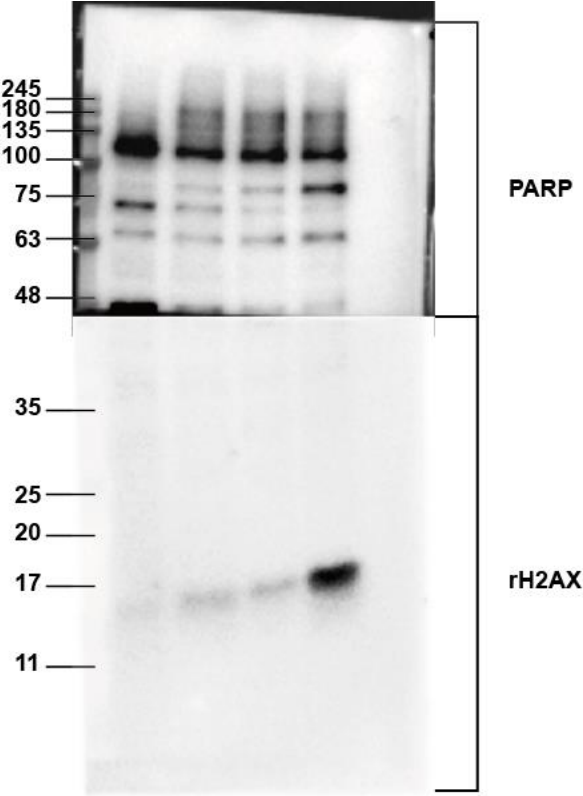

TYMS  
(marker merged)

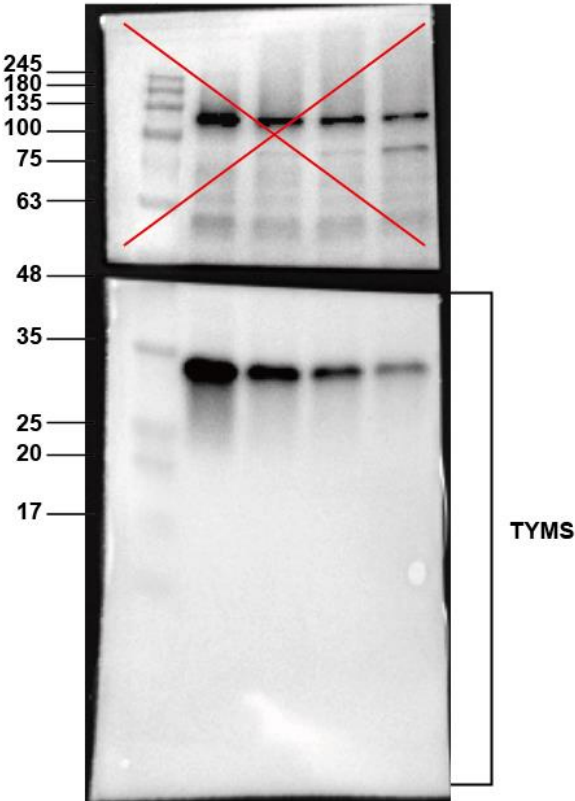

Fig. 6.

|       | cdN        |            |            |
|-------|------------|------------|------------|
|       | MMR        |            |            |
|       | 6h         | 12h        | 24h        |
| EXO1  | 0.0565587  | -0.3124959 | -0.4086755 |
| RFC4  | -0.1645086 | -0.3691847 | -0.3193147 |
| RFC2  | -0.5775084 | -0.9420429 | -0.814871  |
| MSH6  | -0.2758317 | -0.8029334 | -0.7009057 |
| MSH2  | -0.1884093 | -0.3267295 | -0.3997631 |
| SSBP1 | -0.1417658 | -0.1039877 | 0.0833396  |
| POLD2 | -0.3764437 | -0.2544767 | -0.472477  |
| PMS2  | 0.0855369  | -0.2523155 | -0.4768134 |
| PMS1  | -0.2684799 | -0.4843296 | 0.0753894  |
| LIG4  | 0.5937204  | 0.6436042  | 0.0717674  |
| RFC3  | -0.0833424 | -0.2776466 | -0.560133  |
| RPA2  | -0.7872111 | -1.005362  | -0.2474367 |
| RPA1  | -0.516178  | -0.5804123 | -0.0794818 |

|  | NT5M       |            |            |
|--|------------|------------|------------|
|  | MMR        |            |            |
|  | 6h         | 12h        | 24h        |
|  | -0.1160575 | -0.2946687 | -0.3354965 |
|  | -0.0759887 | -0.2477853 | -0.283848  |
|  | -0.5233714 | -1.0516782 | -0.5900311 |
|  | -0.3336657 | -0.7260194 | -0.5072236 |
|  | -0.2249786 | -0.4030728 | -0.2631714 |
|  | -0.2129278 | -0.2741773 | 0.126558   |
|  | -0.371695  | -0.3368741 | -0.5919978 |
|  | 0.0847207  | -0.2003127 | -0.1812982 |
|  | -0.3029162 | -0.43343   | 0.1860662  |
|  | 0.905805   | 0.7689196  | 0.3735408  |
|  | -0.2147279 | -0.374868  | -0.4085908 |
|  | -0.8719946 | -1.1959931 | -0.4066084 |
|  | -0.3007946 | -0.5358112 | -0.0039872 |

|  | CT         |            |            |
|--|------------|------------|------------|
|  | MMR        |            |            |
|  | 6h         | 12h        | 24h        |
|  | -0.0695171 | -1.5734521 | -1.3071933 |
|  | 0.1966553  | -0.7293107 | -0.4643601 |
|  | -0.6476196 | -1.4596191 | -1.3099906 |
|  | -0.5428553 | -1.5720896 | -1.4827104 |
|  | -0.2400782 | -0.89413   | -1.018057  |
|  | -0.2764531 | -0.2018355 | 0.0440568  |
|  | -0.7121185 | -1.0837071 | -0.9691003 |
|  | 0.0718041  | -0.360222  | -0.3524901 |
|  | 0.0367031  | 0.0442207  | 0.1684725  |
|  | 0.8871198  | 0.9792666  | 0.8613025  |
|  | -0.2236062 | -1.4531499 | -1.1894934 |
|  | -1.4448529 | -1.680028  | -1.3869532 |
|  | -0.3551941 | -0.5631453 | -0.3211409 |

  

|       | BER        |            |            |
|-------|------------|------------|------------|
|       | 6h         | 12h        | 24h        |
|       | 6h         | 12h        | 24h        |
| PARP1 | -0.5858139 | -0.8828567 | -0.5576994 |
| MBD4  | 0.2969304  | 0.4292299  | 0.3368163  |
| POLD1 | -0.4435102 | -0.6594875 | -0.379661  |
| LIG1  | -0.2491348 | -0.5606783 | -0.75032   |
| PCNA  | -0.8429777 | -1.1126298 | -0.668581  |
| NEIL3 | -0.5459949 | -1.2383644 | -1.0947872 |
| UNG   | -0.2596428 | -0.6770566 | -0.4737257 |
| TDG   | 0.8790681  | 0.9663347  | 0.4595558  |
| POLD3 | -0.1967389 | -0.7082563 | -0.4189876 |
| MUTYH | -0.3503151 | -0.3297953 | -0.1012924 |

|  | BER        |            |            |
|--|------------|------------|------------|
|  | 6h         | 12h        | 24h        |
|  | 6h         | 12h        | 24h        |
|  | -0.794912  | -1.0390045 | -0.5306257 |
|  | 0.412055   | 0.5245247  | 0.2236288  |
|  | -0.5098954 | -0.6979867 | -0.5228876 |
|  | -0.1283513 | -0.5329703 | -0.7138522 |
|  | -0.9034698 | -1.1562104 | -0.6262422 |
|  | -0.5323001 | -1.1943702 | -1.244453  |
|  | -0.3479369 | -0.8004243 | -0.4251103 |
|  | 0.9306975  | 0.9616962  | 0.5374281  |
|  | -0.2224015 | -0.5721496 | -0.2259848 |
|  | -0.0989029 | -0.2140614 | -0.2961657 |

|  | BER        |            |            |
|--|------------|------------|------------|
|  | 6h         | 12h        | 24h        |
|  | 6h         | 12h        | 24h        |
|  | -1.2198699 | -1.9500973 | -1.5833055 |
|  | 0.4444204  | 0.6766581  | 0.63865    |
|  | -0.6778135 | -1.4963881 | -1.2623773 |
|  | -0.1600784 | -1.6501054 | -1.3497417 |
|  | -1.4078498 | -1.6982074 | -1.5680365 |
|  | -0.5795403 | -2.2072544 | -1.9125413 |
|  | -0.4400337 | -1.7634223 | -1.6997404 |
|  | 1.0994944  | 0.8575203  | 0.8104265  |
|  | -0.1641495 | -1.1969976 | -0.9693644 |
|  | 0.0553742  | 0.2320575  | 0.3558478  |

|       | DNA repair alteration |            |            |
|-------|-----------------------|------------|------------|
|       | 6h                    | 12h        | 24h        |
| MDM4  | 0.3377931             | 0.0165065  | -0.0671922 |
| UNG   | -0.2596428            | -0.6770566 | -0.4737257 |
| TDG   | 0.8790681             | 0.9663347  | 0.4595558  |
| POLB  | 0.0392365             | 0.1121792  | 0.3359962  |
| NEIL3 | -0.5459949            | -1.2383644 | -1.0947872 |
| LIG1  | -0.2491348            | -0.5606783 | -0.75032   |
| PARP1 | -0.5858139            | -0.8828567 | -0.5576994 |
| APEX1 | -0.2594535            | -0.5217658 | -0.3069676 |
| MUTYH | -0.3503151            | -0.3297953 | -0.1012924 |
| MSH2  | -0.2758317            | -0.8029334 | -0.7009057 |
| MSH3  | 0.3475578             | -0.1266665 | -0.5658979 |
| MSH6  | -0.1884093            | -0.3267295 | -0.3997631 |
| MLH3  | 0.1072063             | -0.3414035 | -0.379861  |
| PMS2  | -0.2684799            | -0.4843296 | 0.0753894  |

|  | DNA repair alteration |            |            |
|--|-----------------------|------------|------------|
|  | 6h                    | 12h        | 24h        |
|  | 0.4903466             | 0.0791262  | 0.0416218  |
|  | -0.3479369            | -0.8004243 | -0.4251103 |
|  | 0.9306975             | 0.9616962  | 0.5374281  |
|  | 0.1087094             | 0.282637   | 0.3129992  |
|  | -0.5323001            | -1.1943702 | -1.244453  |
|  | -0.1283513            | -0.5329703 | -0.7138522 |
|  | -0.794912             | -1.0390045 | -0.5306257 |
|  | -0.2678822            | -0.4300773 | -0.2480809 |
|  | -0.0989029            | -0.2140614 | -0.2961657 |
|  | -0.3336657            | -0.7260194 | -0.5072236 |
|  | 0.2738874             | -0.1275694 | -0.2955533 |
|  | -0.2249786            | -0.4030728 | -0.2631714 |
|  | 0.1636273             | -0.20269   | -0.2637236 |
|  | -0.3029162            | -0.43343   | 0.1860662  |

|  | DNA repair alteration |            |            |
|--|-----------------------|------------|------------|
|  | 6h                    | 12h        | 24h        |
|  | 0.4376327             | 0.246338   | 0.1889392  |
|  | -0.4400337            | -1.7634223 | -1.6997404 |
|  | 1.0994944             | 0.8575203  | 0.8104265  |
|  | 0.2666823             | 0.5396051  | 0.7255315  |
|  | -0.5795403            | -2.2072544 | -1.9125413 |
|  | -0.1600784            | -1.6501054 | -1.3497417 |
|  | -1.2198699            | -1.9500973 | -1.5833055 |
|  | -0.4086679            | -0.6358078 | -0.5499542 |
|  | 0.0553742             | 0.2320575  | 0.3558478  |
|  | -0.5428553            | -1.5720896 | -1.4827104 |
|  | 0.3494797             | -0.4844422 | -0.4622107 |
|  | -0.2400782            | -0.89413   | -1.018057  |
|  | 0.2908743             | 0.0214864  | -0.3402549 |
|  | 0.0367031             | 0.0442207  | 0.1684725  |

|            | M          |            |            |
|------------|------------|------------|------------|
| Data Table | 6h         | 12h        | 24h        |
| PLK1       | -0.951018  | -1.0766702 | -0.8272736 |
| AURKA      | -0.6120789 | -0.7504562 | -0.5589107 |
| CENPE      | 0.0205288  | -0.2464473 | -0.739652  |
| TPX2       | 0.0222248  | 0.0692874  | -0.2729413 |
| CKS2       | -0.2391188 | -0.5553357 | 0.048158   |
| BUB1       | -0.1263918 | -0.4315993 | -0.5587956 |
| CENPF      | -0.4402944 | -0.751502  | -0.8109069 |
| NUF2       | -0.4134109 | -1.0399278 | -1.417813  |
| CDC20      | -0.722702  | -0.883236  | -0.4829245 |
| TACC3      | -0.4882392 | -0.6835346 | -0.5928058 |
| BUB1B      | -0.6622769 | -0.9823395 | -0.7970592 |
| UBE2S      | -0.2648646 | -0.2686623 | 0.0563853  |

|  | M          |            |            |
|--|------------|------------|------------|
|  | 6h         | 12h        | 24h        |
|  | -0.9523511 | -1.0914563 | -1.0008432 |
|  | -0.4993031 | -0.812578  | -0.4685916 |
|  | -0.0249224 | -0.0707229 | -0.5837893 |
|  | 0.0326867  | 0.0840373  | -0.2158478 |
|  | -0.1107753 | -0.588413  | -0.029811  |
|  | -0.1263642 | -0.379438  | -0.5240301 |
|  | -0.6909029 | -0.8998274 | -0.8769158 |
|  | -0.4496281 | -0.9973887 | -1.1882234 |
|  | -0.5510621 | -0.9310782 | -0.601708  |
|  | -0.4885641 | -0.6954907 | -0.6059738 |
|  | -0.6734759 | -1.1687587 | -0.6891146 |
|  | -0.3387961 | -0.2100532 | -0.0723449 |

|  | M          |            |            |
|--|------------|------------|------------|
|  | 6h         | 12h        | 24h        |
|  | -1.051997  | -1.377158  | -1.7626469 |
|  | -0.5401241 | -0.7495531 | -1.0745708 |
|  | -0.1888    | -0.2168778 | -0.6994169 |
|  | 0.0328861  | 0.2304974  | -0.2271108 |
|  | -0.1540923 | -0.5759859 | -0.7166518 |
|  | -0.1353418 | -0.4247906 | -0.9637669 |
|  | -1.0577683 | -1.3179629 | -1.7726307 |
|  | -0.6696465 | -1.3667131 | -1.8551152 |
|  | -0.8549418 | -1.1660206 | -0.9421821 |
|  | -0.4613606 | -0.8393867 | -1.1622156 |
|  | -0.9395839 | -1.7418371 | -1.6487062 |
|  | -0.539888  | -0.5263656 | -0.4932681 |

|            | RRG        |            |            |
|------------|------------|------------|------------|
| Data Table | 6h         | 12h        | 24h        |
| BUB1       | -0.1263918 | -0.4315993 | -0.5587956 |
| BUB3       | -0.0551474 | 0.0442831  | 0.0986689  |
| CDC25B     | -0.2833711 | -0.1219289 | 0.3821393  |
| CDC25A     | -0.5434486 | -0.8291908 | -0.3143245 |
| BIRC5      | -0.7195081 | -1.1635815 | -0.9965483 |
| CCNE2      | -0.3238512 | -0.3283944 | -0.7695402 |
| CCNB1      | -0.5314298 | -0.9310792 | -0.6320076 |
| CCNB2      | -0.3629944 | -0.886138  | -0.924768  |
| CCNF       | -0.9457399 | -0.9527949 | -0.6609309 |
| CDC20      | -0.722702  | -0.883236  | -0.4829245 |
| CDC6       | 1.175002   | 1.0538018  | 0.2368769  |
| CDCA3      | -0.7369761 | -1.384824  | -1.101294  |
| CENPF      | -0.4402944 | -0.751502  | -0.8109069 |
| CKS1B      | -0.682307  | -0.7679148 | -0.0978478 |
| DTL        | 0.3061132  | 0.1640356  | 0.029194   |
| MCM2       | -0.3593145 | -0.5940672 | -0.471442  |
| MCM6       | -0.2014314 | -0.3949882 | -0.9785165 |
| PLK1       | -0.951018  | -1.0766702 | -0.8272736 |

|            | RRG        |            |  |
|------------|------------|------------|--|
| 6h         | 12h        | 24h        |  |
| -0.1263642 | -0.379438  | -0.5240301 |  |
| -0.071053  | -0.1409551 | 0.1754501  |  |
| -0.477117  | -0.2817467 | 0.5597651  |  |
| -0.6567169 | -0.7675021 | -0.3472408 |  |
| -0.77521   | -1.207933  | -1.0463975 |  |
| -0.2853756 | -0.8598421 | -0.7497422 |  |
| -0.437926  | -0.901904  | -0.7157633 |  |
| -0.2954405 | -0.7802526 | -1.0072825 |  |
| -1.0810671 | -1.0286588 | -0.8307716 |  |
| -0.5510621 | -0.9310782 | -0.601708  |  |
| 1.2759198  | 1.1846511  | 0.2457415  |  |
| -0.9109816 | -1.3336882 | -1.0809714 |  |
| -0.6909029 | -0.8998274 | -0.8769158 |  |
| -0.7804344 | -1.0155613 | -0.2383637 |  |
| 0.3330395  | 0.1357512  | 0.2753659  |  |
| -0.4789116 | -0.5897413 | -0.51044   |  |
| -0.2929906 | -0.5689751 | -0.9654439 |  |
| -0.9523511 | -1.0914563 | -1.0008432 |  |

|            | RRG        |            |  |
|------------|------------|------------|--|
| 6h         | 12h        | 24h        |  |
| -0.1353418 | -0.4247906 | -0.9637669 |  |
| -0.3503179 | -0.5935964 | -0.18685   |  |
| -0.8540547 | -1.1803315 | -0.7697322 |  |
| -0.58904   | -0.9468317 | -0.8193621 |  |
| -0.9557437 | -1.5712252 | -1.8234025 |  |
| -0.8556134 | -1.5717535 | -1.7966276 |  |
| -0.4346602 | -0.9140817 | -1.2468393 |  |
| -0.3924214 | -0.7676881 | -1.3484163 |  |
| -1.4029473 | -1.5622433 | -1.3733553 |  |
| -0.8549418 | -1.1660206 | -0.9421821 |  |
| 2.2332356  | 2.3566867  | 0.765094   |  |
| -1.1122873 | -1.8138584 | -2.0465047 |  |
| -1.0577683 | -1.3179629 | -1.7726307 |  |
| -1.0654487 | -1.3701011 | -0.8153289 |  |
| 0.3894689  | -0.211438  | -0.9474233 |  |
| -0.7691982 | -1.2560766 | -1.3477832 |  |
| -0.4383697 | -0.7261204 | -1.4361855 |  |
| -1.051997  | -1.377158  | -1.7626469 |  |

|            | S          |            |            |
|------------|------------|------------|------------|
| Data Table | 6h         | 12h        | 24h        |
| CDC6       | 1.175002   | 1.0538018  | 0.2368769  |
| PCNA       | -0.8429777 | -1.1126298 | -0.668581  |
| RRM2       | -0.1935703 | -0.4637175 | -0.6338881 |
| E2F8       | -0.2761477 | -1.2638161 | -1.3973241 |
| MCM5       | -0.3370953 | -0.587032  | -0.5867879 |
| ATAD2      | 0.1717655  | 0.0707771  | -0.5510476 |
| CDCA5      | -0.320287  | -0.1831593 | 0.137044   |
| FEN1       | -0.5416892 | -0.6473563 | -0.2155874 |

|            | S          |            |  |
|------------|------------|------------|--|
| 6h         | 12h        | 24h        |  |
| 1.2759198  | 1.1846511  | 0.2457415  |  |
| -0.9034698 | -1.1562104 | -0.6262422 |  |
| -0.3619932 | -0.6467523 | -0.6027653 |  |
| -0.0880725 | -0.948209  | -1.3817853 |  |
| -0.338043  | -0.5159012 | -0.7338556 |  |
| 0.1412388  | 0.0414055  | -0.347259  |  |
| -0.3679604 | -0.3370346 | 0.1912147  |  |
| -0.5398102 | -0.7743834 | -0.1802445 |  |

|            | S          |            |  |
|------------|------------|------------|--|
| 6h         | 12h        | 24h        |  |
| 2.2332356  | 2.3566867  | 0.765094   |  |
| -1.4078498 | -1.6565566 | -1.5680365 |  |
| -0.6475409 | -1.4179881 | -2.0012838 |  |
| 0.3531462  | -0.8043411 | -2.1695552 |  |
| -0.5166757 | -0.686145  | -1.4060215 |  |
| 0.1754684  | -0.0893408 | -1.2253005 |  |
| -0.4689051 | -0.9148103 | -0.9680416 |  |
| -0.9566514 | -1.3519596 | -1.025199  |  |

|       |            |            |            |            |            |            |            |            |            |
|-------|------------|------------|------------|------------|------------|------------|------------|------------|------------|
| POLD1 | -0.4435102 | -0.6594875 | -0.379661  | -0.5098954 | -0.6979867 | -0.5228876 | -0.6778135 | -1.0870087 | -1.2623773 |
| POLD3 | -0.1967389 | -0.7082563 | -0.4189876 | -0.2224015 | -0.5721496 | -0.2259848 | -0.1641495 | -0.9799648 | -0.9693644 |
| RFC4  | -0.5775084 | -0.9420429 | -0.814871  | -0.5233714 | -1.0516782 | -0.5900311 | -0.6476196 | -1.4479196 | -1.3099906 |
| E2F1  | -0.4872361 | -0.9894162 | -0.8364148 | -0.6127526 | -0.8603588 | -1.021701  | -0.6248251 | -1.0703002 | -1.8050203 |

**Fig. 7A.**

|            | dNTPs |       |       |
|------------|-------|-------|-------|
|            | 1     | 2     | 3     |
| MDA-MB-231 | 17.01 | 18.85 | 13.52 |
| BT-549     | 22.03 | 20.89 | 27.89 |
| MDA-MB-468 | 56.74 | 58.66 | 59.78 |

**Fig. 7B.**

|            | Basal ECAR |           |           |           |
|------------|------------|-----------|-----------|-----------|
|            | 1          | 2         | 3         | 4         |
| MDA-MB-231 | 32.015602  | 32.269969 | 32.378888 | 31.581529 |
| BT-549     | 77.359686  | 84.872227 | 81.888099 | 81.640969 |
| MDA-MB-468 | 66.116488  | 65.244702 | 58.786557 | 58.045178 |

|            | Basal OCR  |           |           |           |
|------------|------------|-----------|-----------|-----------|
|            | 1          | 2         | 3         | 4         |
| MDA-MB-231 | 82.968107  | 85.647508 | 94.423427 | 92.085781 |
| BT-549     | 188.554286 | 192.36109 | 192.09838 | 194.43096 |
| MDA-MB-468 | 279.957637 | 251.43249 | 254.97411 | 248.81868 |

**Fig. 7C.**

|            | Maximal ECAR |           |           |           |
|------------|--------------|-----------|-----------|-----------|
|            | 1            | 2         | 3         | 4         |
| MDA-MB-231 | 52.495273    | 50.611687 | 53.197345 | 51.205292 |
| BT-549     | 92.708864    | 103.40958 | 97.92809  | 101.90857 |
| MDA-MB-468 | 96.383168    | 98.296111 | 90.04696  | 85.786411 |

|            | Maximal OCR |           |           |           |
|------------|-------------|-----------|-----------|-----------|
|            | 1           | 2         | 3         | 4         |
| MDA-MB-231 | 132.620765  | 136.27763 | 139.61621 | 153.36959 |
| BT-549     | 440.966465  | 426.59953 | 436.70573 | 436.33102 |
| MDA-MB-468 | 465.327592  | 441.48003 | 452.04562 | 445.40519 |

**Fig. 7D.**

|            | Glycolytic reserve |          |          |          |
|------------|--------------------|----------|----------|----------|
|            | 1                  | 2        | 3        | 4        |
| MDA-MB-231 | 20.47967           | 18.34172 | 20.81846 | 19.62376 |
| BT-549     | 15.34918           | 18.53735 | 16.03999 | 20.2676  |
| MDA-MB-468 | 30.26668           | 33.05141 | 31.2604  | 27.74123 |

|            | Spare respiratory capacity rates |          |          |          |
|------------|----------------------------------|----------|----------|----------|
|            | 1                                | 2        | 3        | 4        |
| MDA-MB-231 | 49.65266                         | 50.63013 | 45.19278 | 61.28381 |
| BT-549     | 252.4122                         | 234.2384 | 244.6074 | 241.9001 |
| MDA-MB-468 | 185.37                           | 190.0475 | 197.0715 | 196.5865 |

Fig. 7E.

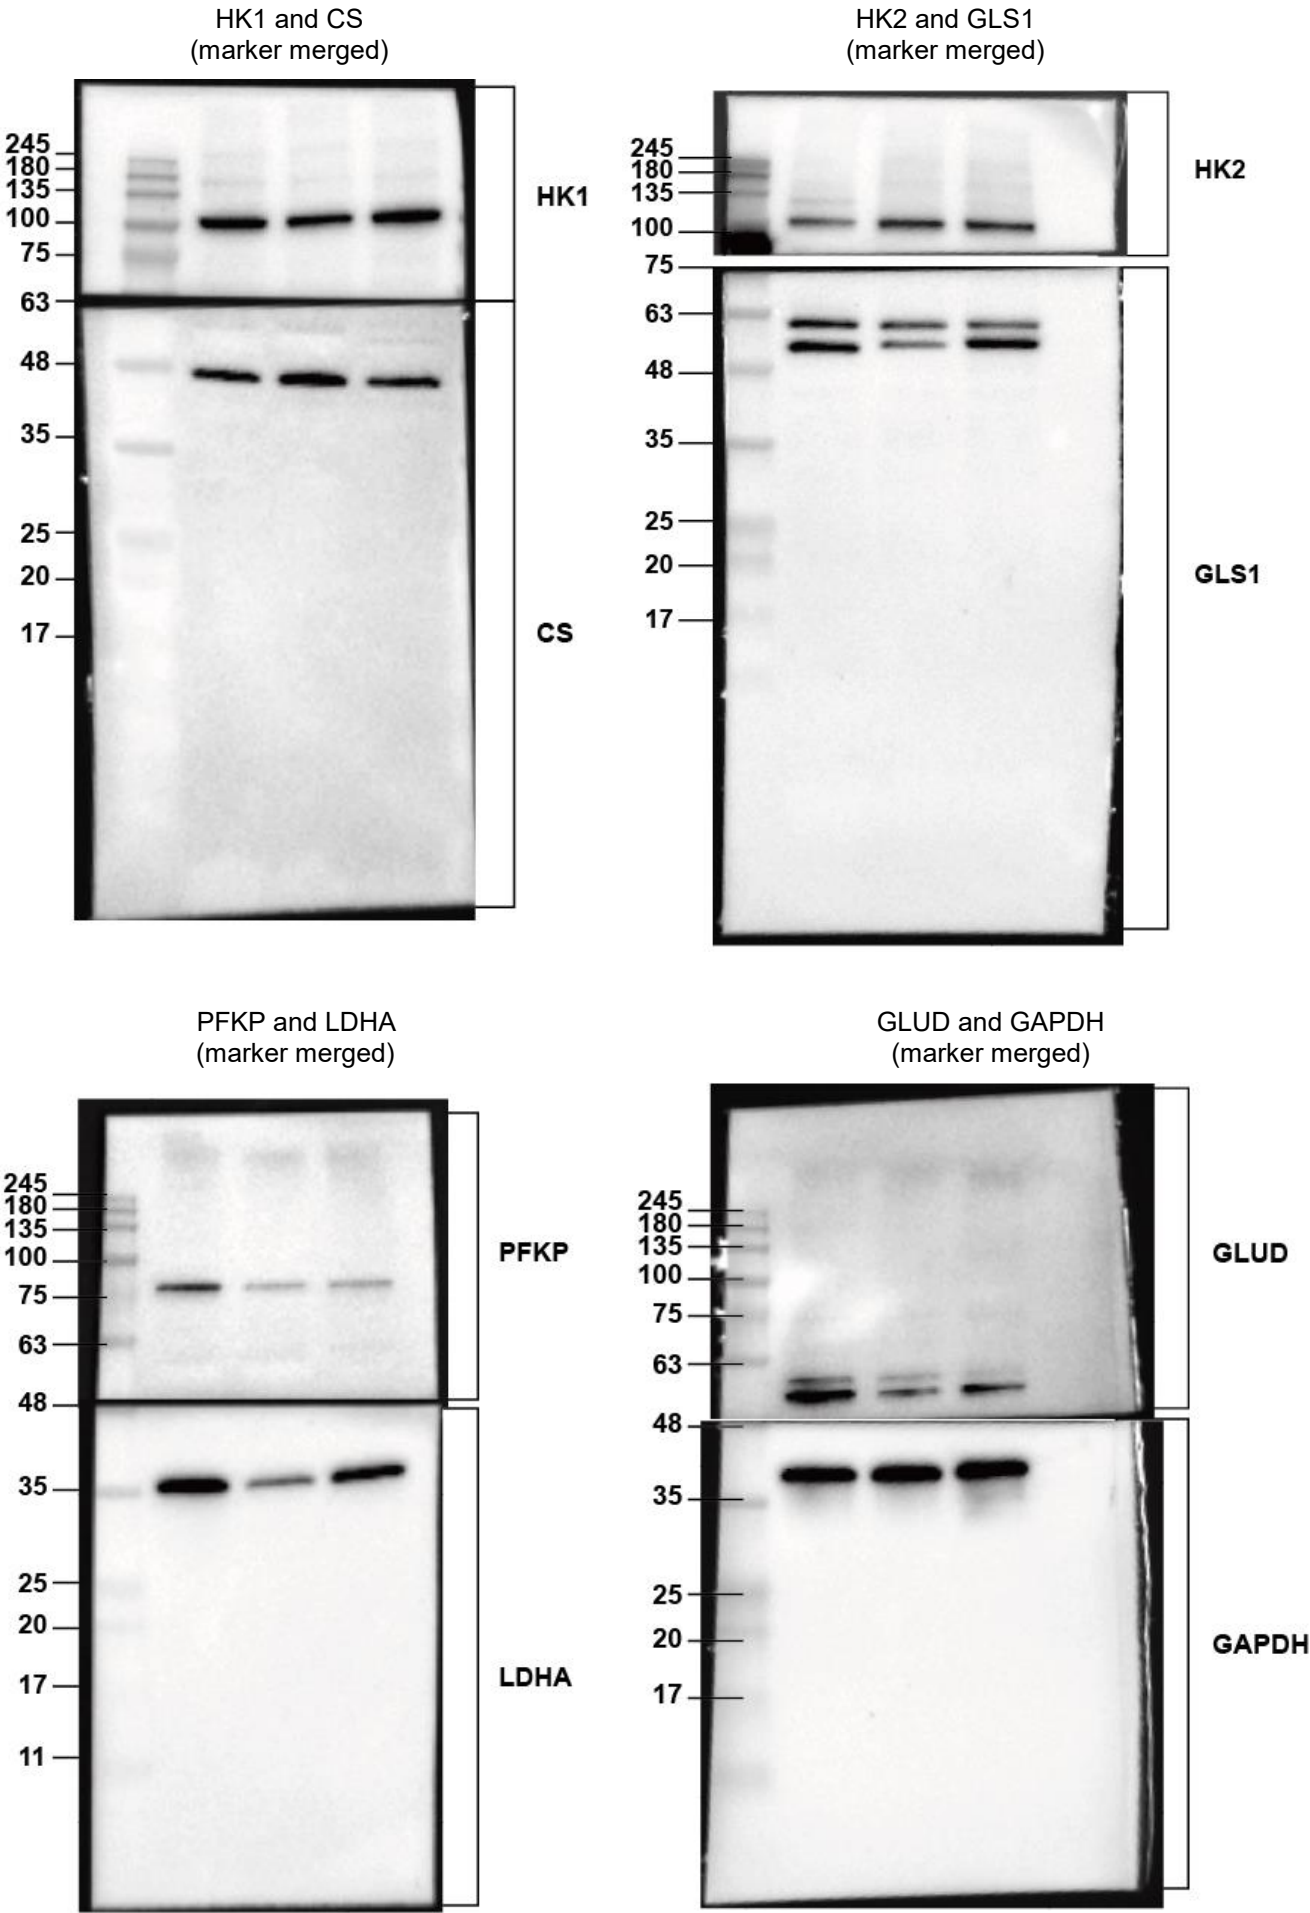

SDHA  
(marker merged)

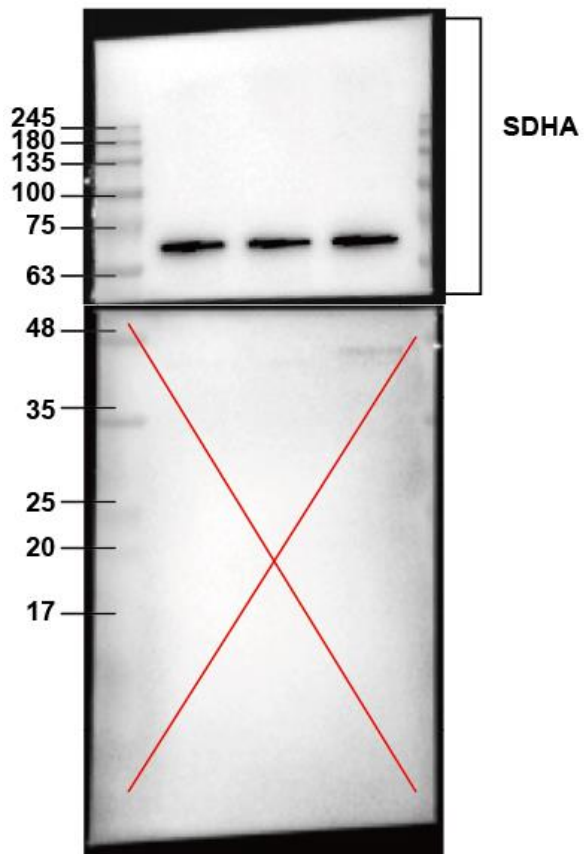

OGDH and FH  
(marker merged)

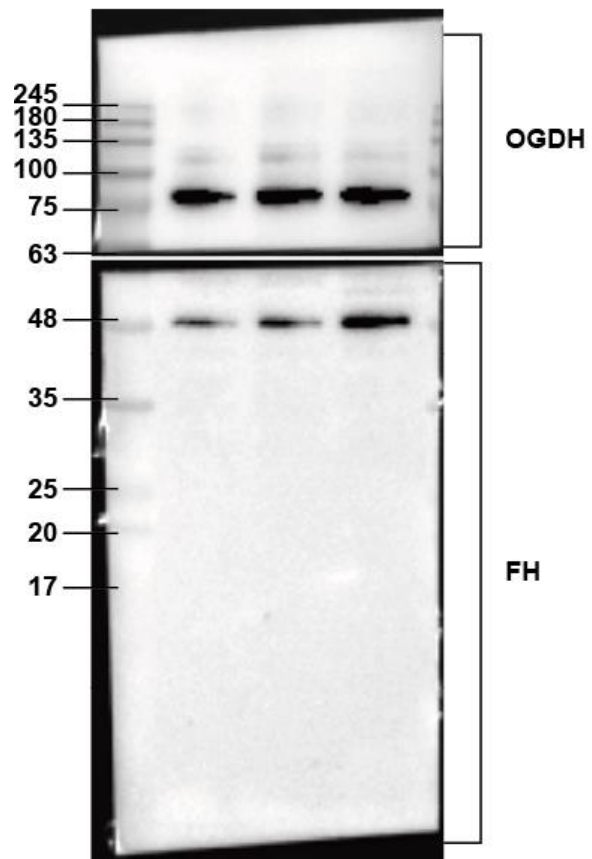

ACO2 and IDH2 (marker merged)

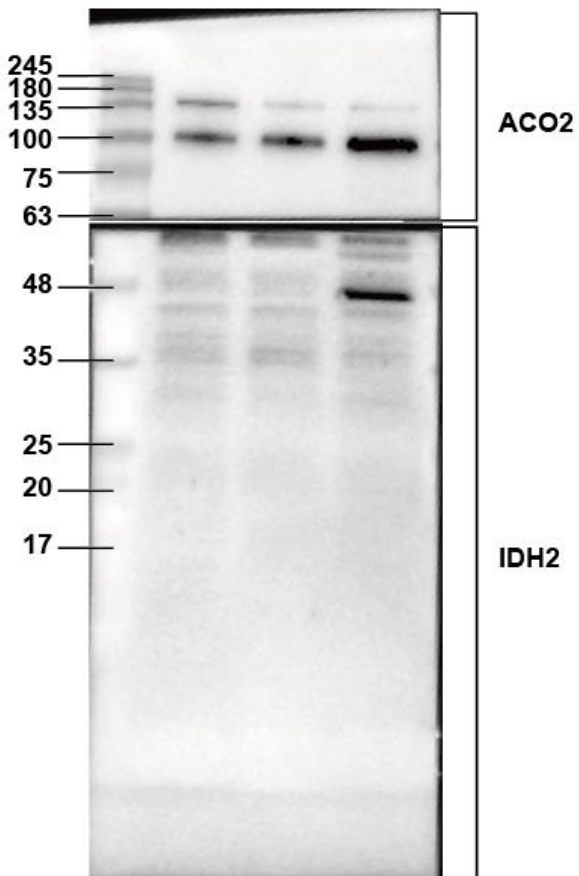

PKM1/2 and PDH (marker merged)

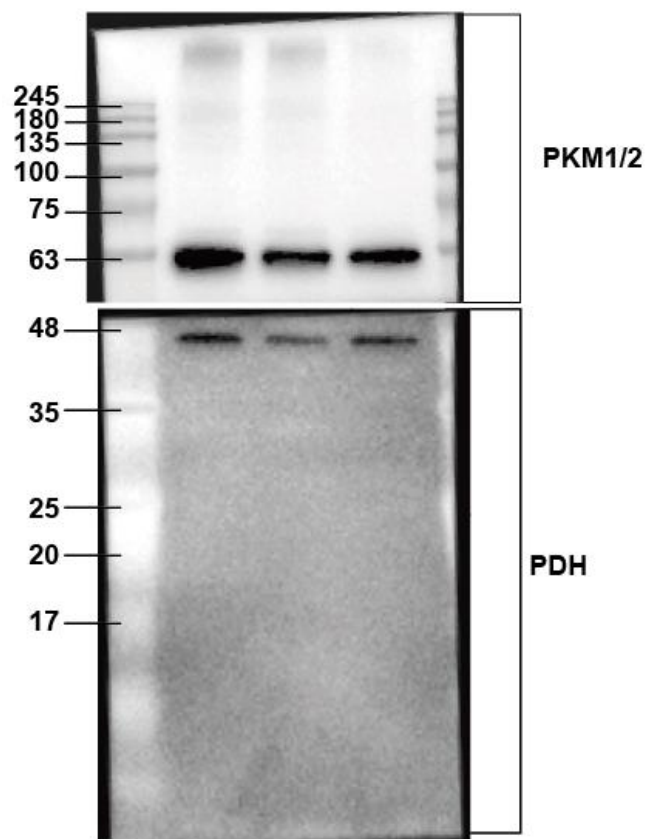

Fig. 8A.

|      | Control |      |      | CT   |      |      | Control |       |       | CT   |      |      | Control |       |       | CT    |       |       |
|------|---------|------|------|------|------|------|---------|-------|-------|------|------|------|---------|-------|-------|-------|-------|-------|
|      | 1       | 2    | 3    | 1    | 2    | 3    | 1       | 2     | 3     | 1    | 2    | 3    | 1       | 2     | 3     | 1     | 2     | 3     |
| dTTP | 12.98   | 14.1 | 13.8 | 5.47 | 5.45 | 5.34 | 14.29   | 14.35 | 14.33 | 9.33 | 10.4 | 9.45 | 26.28   | 27.99 | 26.88 | 23.26 | 23.82 | 22.99 |
| dCTP | 2.3     | 2.68 | 2.45 | 2.68 | 2    | 2.35 | 4.21    | 3.9   | 4     | 3.86 | 3.33 | 3.55 | 12.55   | 14.62 | 13.56 | 12.54 | 13.55 | 13.14 |
| dATP | 0.5     | 0.58 | 0.63 | 0.5  | 0    | 0.4  | 2.19    | 0.98  | 1.88  | 1.37 | 0.64 | 1.21 | 10.97   | 9.23  | 9.88  | 9.23  | 7.33  | 8.99  |
| dGTP | 1.23    | 1.49 | 1.55 | 0    | 0    | 0    | 1.34    | 1.66  | 1.42  | 0.97 | 1.09 | 1.11 | 6.94    | 6.82  | 6.45  | 4.31  | 3.93  | 4.21  |

Fig. 8B.

| Basal ECAR | Control   |           |           |           | CT        |           |           |           |
|------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|            | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| MDA-MB-231 | 32.015602 | 32.269969 | 32.378888 | 31.581529 | 34.356051 | 33.887974 | 34.120634 | 31.510465 |
| BT-549     | 77.359686 | 84.872227 | 81.888099 | 81.640969 | 68.459454 | 71.57466  | 67.352519 | 65.28791  |
| MDA-MB-468 | 66.116488 | 65.244702 | 58.786557 | 58.045178 | 30.731891 | 35.194234 | 34.563946 | 31.698793 |

| Basal OCR  | Control    |           |           |           | CT        |           |           |           |
|------------|------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|            | 1          | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| MDA-MB-231 | 82.968107  | 85.647508 | 94.423427 | 92.085781 | 48.39327  | 49.599356 | 47.219131 | 43.810525 |
| BT-549     | 188.554286 | 192.36109 | 192.09838 | 194.43096 | 126.7127  | 132.96802 | 121.75831 | 123.61615 |
| MDA-MB-468 | 279.957637 | 251.43249 | 254.97411 | 248.81868 | 166.82875 | 154.55749 | 165.99434 | 144.48739 |

Fig. 8C.

|            |            | Control   |           |           |           | CT        |           |           |           |
|------------|------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|            |            | 1         | 2         | 3         | 4         | 1         | 2         | 3         | 4         |
| Basal ECAR | MDA-MB-231 | 32.015602 | 32.269969 | 32.378888 | 31.581529 | 34.356051 | 33.887974 | 34.120634 | 31.510465 |
|            | BT-549     | 77.359686 | 84.872227 | 81.888099 | 81.640969 | 68.459454 | 71.57466  | 67.352519 | 65.28791  |
|            | MDA-MB-468 | 66.116488 | 65.244702 | 58.786557 | 58.045178 | 30.731891 | 35.194234 | 34.563946 | 31.698793 |
| Basal OCR  | MDA-MB-231 | 82.968107 | 85.647508 | 94.423427 | 92.085781 | 48.39327  | 49.599356 | 47.219131 | 43.810525 |
|            | BT-549     | 188.55429 | 192.36109 | 192.09838 | 194.43096 | 126.7127  | 132.96802 | 121.75831 | 123.61615 |
|            | MDA-MB-468 | 279.95764 | 251.43249 | 254.97411 | 248.81868 | 166.82875 | 154.55749 | 165.99434 | 144.48739 |

Fig. 8D.

|                 | Control |       |       | CT    |       |       |
|-----------------|---------|-------|-------|-------|-------|-------|
| Apoptotic cells | 1       | 2     | 3     | 1     | 2     | 3     |
| MDA-MB-231      | 6.25    | 6.65  | 7.89  | 28.79 | 31.49 | 29.85 |
| BT-549          | 16.23   | 6.73  | 12.25 | 56.9  | 58.7  | 48.75 |
| MDA-MB-468      | 5.67    | 14.19 | 6.53  | 76.26 | 80.93 | 77.68 |

Fig. 9.

p53 / TYMS

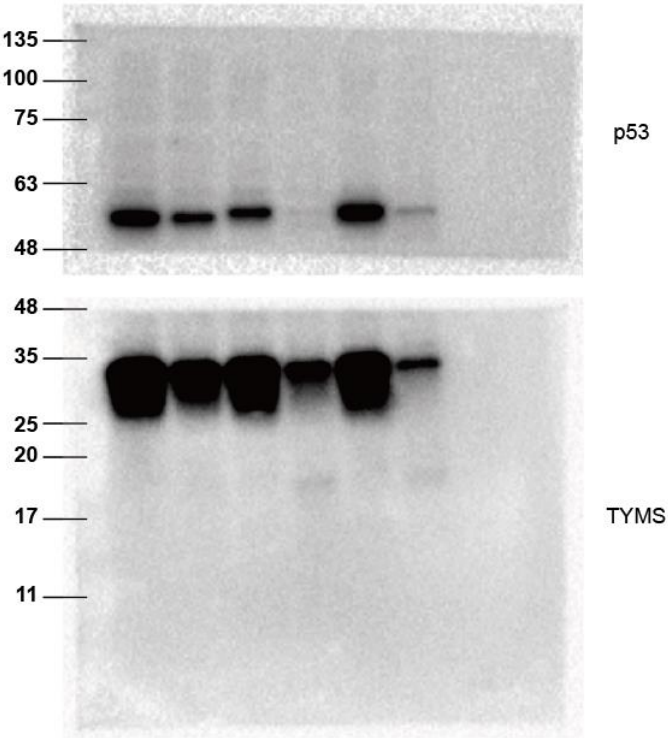

GAPDH /  $\gamma$  H2AX

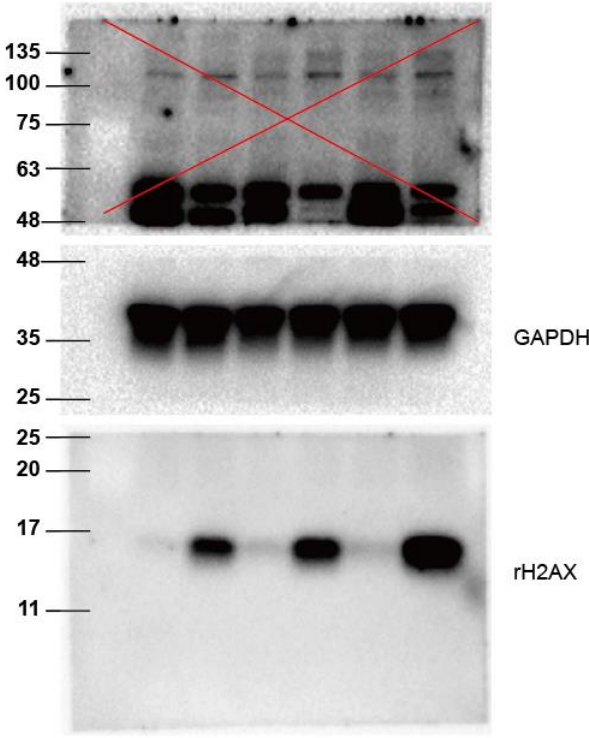

PARP

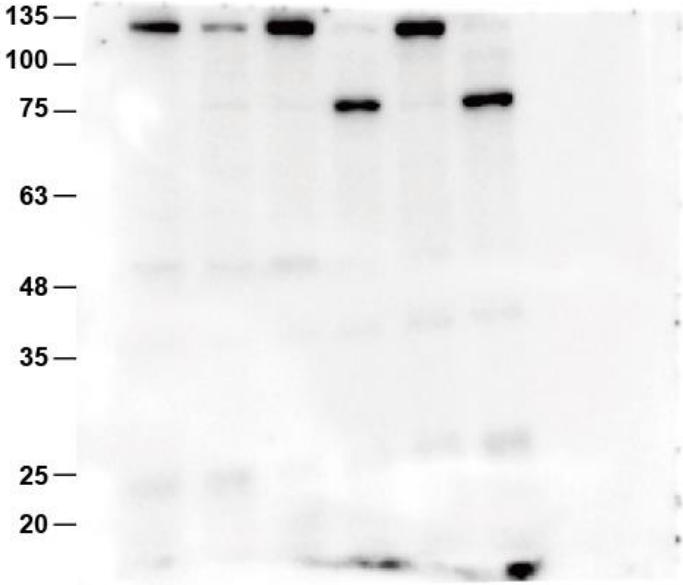

TK1

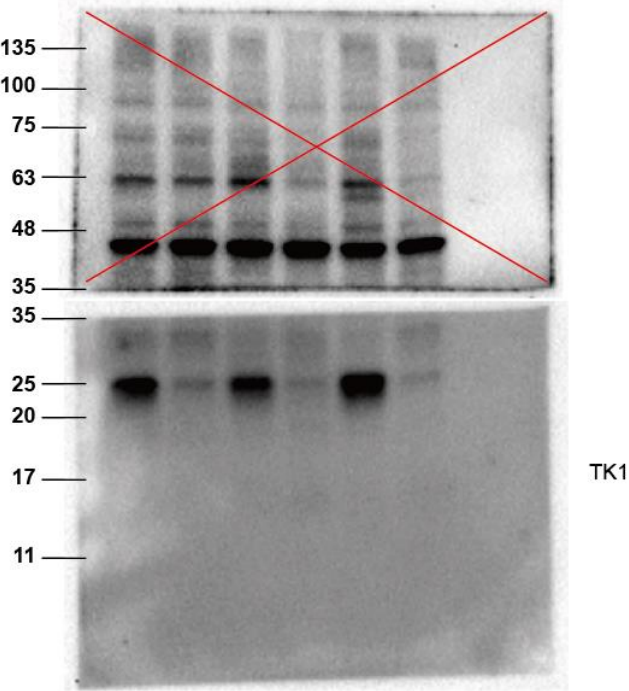

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

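The series holds 12 RNAseq libraries from MDA-MB-231 cells, with 1 library for each of untreated cells, CT, NT5M and CdN mRNA at each of 6, 12 and 24 h. According to the sample records, the authors removed adapters with Trimmomatic 0.38, aligned reads to hg38 with HISAT2 2.1.0 and Bowtie2 2.3.4.1, assembled transcripts with StringTie 2.1.3b, and also used bcl2fastq 2.20.0, FastQC 0.11.7 and DESeq2. The paper's methods name other tools and the mouse build mm10. The human genes of the tables speak against mm10, while the sources do not settle which of the aligners and counting tools were used. Each deposited table sets 1 treated library against the untreated library of the same hour and has human gene symbols and Gene IDs. It gives whole read counts per gene, counted by the authors. It also gives the authors' normalized values, which are log2 of CPM with 1 CPM added. The FPKM and TPM values in the same tables were computed by the authors over the whole library, of which the tables hold a part. The fold in each deposited table is a score the authors computed as a linear ratio, signed negative for a fall. The p-values, raw and adjusted by the method of Benjamini and Hochberg, are the authors' as well. Number and direction of listed genes per KEGG pathway were also counted by the authors, and their enrichment p-values were not used.

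The authors' raw p-values were checked against the exact test of edgeR 4.0.16 in R 4.3.3 with an assumed coefficient of variation of 0.4, and in all 9 tables every gene lay within 1%. The raw p-values thus match this test, although the paper and the sample records name DESeq2. A p of this kind rests on the assumed spread and not on replicates, so it is not printed for any gene. The smallest fold in a table was 3.20 to 3.21, and the smallest read count was 1. The authors' deposited table for CT at 6 h holds 1627 higher and 145 lower genes, of which 750 have an adjusted p under 0.05.

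Folds were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) as differences of the authors' log2 values, treated minus untreated at the same hour. A gene counts as higher or lower at 2-fold or more on this scale. The fixed plan described these values as holding no added count, which the data contradict, so a ratio of CPM without the added 1 was run as a later alternative. Each 95% interval is a Clopper-Pearson interval on the share of the reads in the treated library, moved to the normalized scale. It covers counting error only. Effective library sizes, worked out from counts and CPM, range from 31.2 to 81.5 M reads with a median of 47.9 M, and a gene with few reads has a wide interval, as for TYMP with 279 untreated and 205 CT reads at 6 h. With 1 library per condition and hour no test of difference was run, apart from a later t-test over the 3 hours for the 16 Fig. 3A genes (scipy, 2 degrees of freedom, adjusted by the method of Benjamini and Hochberg).

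For the 16 genes of Fig. 3A the supplement's CT columns hold values that are not whole, with ACTB equal in both libraries. For each hour the ACTB count that makes all 16 genes whole to within 0.05 was searched, and the smallest solution was taken (74804, 57848 and 62816 reads at 6, 12 and 24 h), since the other solutions are its multiples. This step was chosen after it was seen that most of these genes are not listed. At 6 h no deposited count checks it, and there the log2 difference of RRM2 from the paper's Fig. 6 value (0.037) was compared with that of CCDC6, a deposited gene (0.036), whose value stands in the supplement under the name CDC6.

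Genes named in the text follow a rule set, like the gene lists and most alternatives, before the data were examined. It takes every gene of Fig. 3A, Fig. 6, Table S1 and the RNAseq text, whose values in the paper's tables had been seen, then NT5C and NT5M, then the 10 protein-coding genes with the highest and the 10 with the lowest fold per CT comparison (5 and 5 for NT5M and CdN) among genes with at least 100 reads in the higher library, and up to 4 members of each list. Read-through and overlapping genes among them are left out of the text because their reads cannot be assigned with certainty, and some results are not reported here. The 6 gene sets of Fig. 6 hold 63 genes and were taken as the paper gives them. The 18 textbook lists are interferon-stimulated genes, interferons and cytokines, NF-κB feedback, antigen presentation, p53 targets, integrated stress response, unfolded protein response, apoptosis, glycolysis, TCA cycle, glutamine metabolism, oxidative phosphorylation, purine synthesis, nucleotide salvage and breakdown, cholesterol synthesis, NRF2 redox genes, genes probed by Western blot in the paper, and markers of other cell types.

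Overlaps and the order of the 3 mRNAs take every listed gene by the sign of its log2 difference, including those under 2-fold on this scale, and the interval on the gap between rising and falling genes comes from 2000 resamplings of the genes. Overlaps between the 3 tables of an hour were set beside the product of the table sizes over the genes tested, and beside 10 simulations of libraries without an effect that share 1 control, with an assumed spread of 0.4 or with counting error alone. The alternatives were read counts scaled so that ACTB is equal (CT only, since ACTB counts can be had only there), FPKM values, TPM values, at least 100 reads in the higher library, and 10 counts added. Tested on simulated data with counting noise only, 97.0% to 99.4% of the planted changes of at least 2-fold were recovered over the 9 comparisons, 94.4% to 96.2% of the intervals held the planted value, and read counts were recovered from scaled values in 20 of 20 simulated tables. Genes outside the tables have no value for NT5M and CdN and were left out, as were the deposited gene ontology tables and the gene members of the pathways.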

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

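Which lists to point out (at least 40% of members), the HSPA6 values, the NT5M and NT5C reads in libraries of another mRNA and the test of CT library scaling were chosen only after the result was seen.

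The strongest signal outside the genes the paper discusses is an antiviral and inflammatory response: after CT at 6 h 35 of 38 interferon-stimulated genes, 15 of 19 interferons and cytokines and 8 of 8 NF-κB feedback genes were at least 2-fold higher, all against cells recorded as untreated. SAMHD1 and TYMP, read in the paper as answers to dTMP loss, are themselves open to such a response, so an interferon response to transfected mRNA might raise them. This explanation needed most of the interferon-stimulated list to be higher, and 35 of 38 were, and TYMP is also listed after NT5M and CdN. SAMHD1 is listed after neither, but at 2.60-fold it would miss the tables' limit even at its CT level, so its absence decides nothing. All 3 mRNAs were transfected and the control was not, so enzyme action, transfection and a response of the cells to both cannot be told apart for these 2 genes.

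The directions in Fig. 3A depend on ACTB. If scaling to ACTB moved them, its factor relative to the authors' normalization had to lie above 1.5 at some hour, and it reached 2.62 at 24 h, where the genes above untreated go from 3 to 11 of 16. That it moves all 16 alike follows from its construction and is no evidence. ACTB itself fell by the authors' normalization, and whether ACTB or the bulk of the transcripts held steady per cell cannot be read from these libraries, since no spike-in RNA is recorded. A drop in total RNA per cell after CT is the biological alternative and was not tested.

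CT lies furthest from untreated among most genes shared by the 3 tables. An early count, 46 of 53 genes lower in all 3 tables at 24 h with CT lowest, falls to 25 with TPM values. TPM moves values at 24 h by a median log2 of 0.21 after CT, −0.32 after NT5M and −0.57 after CdN. A wrong scaling of any of these libraries, the CT library among them, might thus make the count. One factor per library moves rising and falling genes by the same amount, whereas the median CT minus NT5M difference was higher by log2 1.06 (0.93 to 1.17 over 2000 resamplings of the genes) in rising than in falling genes at 24 h. In these libraries that gap argues against a scaling of the CT library as the whole cause of CT lying beyond NT5M. The interval resamples genes and holds no variation between cultures, with 1 library per mRNA. The genes had to pass the limits of all 3 tables, and the 1 CPM added makes a factor move low genes less. The place of NT5M beyond CdN was not tested in this way. The gap test replaced the early count after both had been seen, a difference in enzyme dose, uptake or mRNA stability between the 3 mRNAs was not tested, and dTMP specificity is open as the biological explanation.

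Other signals outside the paper's genes were, after CT, 7 of 14 p53 targets higher at 6 h (in cells that the paper records with mutant p53), 11 of 15 integrated stress response genes higher at 12 h and 4 of 10 cholesterol synthesis genes lower at 24 h. HSPA6, an inducible heat shock protein, was higher at 24 h by log2 6.60 after NT5M and 5.38 after CdN. NT5M reads numbered 15796, 15068 and 8754 in the CT libraries at 6, 12 and 24 h, above the untreated libraries and at 0.103%, 0.126% and 0.103% of the reads in the NT5M libraries. NT5C reads in the NT5M libraries numbered 31924, 11360 and 7418, also above untreated, at 0.190%, 0.0634% and 0.0893% of the reads in the CdN libraries. The source of these reads was not tested. Genes at least 2-fold higher at one hour and lower at another numbered 9 after CT, 1 after NT5M and 7 after CdN, and this difference between hours was not tested. Most of those after CT and several after CdN are read-through or overlapping genes, whose reads cannot be assigned with certainty.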

How the results depend on the processing

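The ratio without an added count and the test over hours were added only after the result was seen, as was the use of recovered counts for Fig. 3A. No paired analysis was possible within an hour because the libraries carry no replicate numbers. Treated and untreated libraries could be paired by hour only. A t-test of the log2 differences of the 16 Fig. 3A genes over the 3 hours, with hours taken as repeats, gave 2 genes with an unadjusted p under 0.05 (DTYMK 0.0368 and NME2 0.00579) and a smallest adjusted p of 0.0927. A change that differs between hours widens its spread. Other genes were not tested so, since the tables hold only genes already chosen by their fold. Unless a cause is given, the cause was not tested.

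Scaling to ACTB multiplies each CT library by 1 factor and so moves every CT value up (by a median log2 of 0.70, 1.13 and 1.37 at 6, 12 and 24 h). Genes at least 2-fold lower after CT go from 90, 395 and 521 to 51, 77 and 89, and the split of higher against lower goes from 1583 and 395 to 1924 and 77 at 12 h and from 907 and 521 to 1169 and 89 at 24 h. Of the 16 Fig. 3A genes 12, 10 and 11 then stand above untreated at 6, 12 and 24 h, in place of 5, 4 and 3. These genes change direction with intervals clear of 1 on both scales: RRM2 (1.07), TYMS (1.07), TK1 (1.10) and GLUD1 (1.11) at 6 h, UMPS (1.76), TK1 (1.22) and GLUD1 (1.23) at 12 h, and CAD (1.60), UMPS (2.33), RRM2B (2.25), DTYMK (1.09), SAMHD1 (1.72), NME2 (1.23) and GLUD1 (2.43) at 24 h. Fig. 6 genes at least 2-fold lower go from 6 to 0 at 12 h and from 12 to 0 at 24 h, and members of the textbook lists at least 2-fold lower become 0 at 12 h and 2 at 24 h.

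Using FPKM moves values after NT5M down by a median of 0.63, 0.56 and 0.39, and higher genes become 560 and 292 at 12 and 24 h after NT5M (from 867 and 455) and 366, 438 and 274 after CdN (from 563, 741 and 421). TPM moves values after CdN down by 1.15, 1.15 and 0.57, where 1 gene takes up to 54.5% of the transcripts, and leaves 292 and 350 higher genes at 6 and 12 h and 45 lower at 6 h, with a split of 350 and 121 at 12 h. Adding 10 counts in place of 1 CPM adds less to low genes, and lower genes become 145 after CT at 6 h, 87, 200 and 183 after NT5M and 80, 185 and 142 after CdN at 6, 12 and 24 h, with 642 higher after CdN at 24 h. With no added count the lower genes become 145 after CT at 6 h, 88, 200 and 186 after NT5M and 80, 185 and 142 after CdN, and the higher ones 845 at 6 h and 642 at 24 h after CdN.

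Among the 9, 58 and 53 genes listed as lower in all 3 tables, CT lies lowest and the full order holds for 2 and 1 at 6 h and 23 and 8 at 12 h with FPKM, and for 2 and 1 at 6 h, 5 and 0 at 12 h and 25 and 3 at 24 h with TPM. With at least 100 reads these are 2 and 2 of only 2 genes, 21 and 15 of 23, and 25 and 15 of 25, so the share with CT lowest rises. The full order among higher genes at 24 h holds for 408 with TPM in place of 267. With at least 100 reads fewer genes are compared, and shared genes listed with a rise become 599, 739 and 370 for CT with NT5M, 466, 640 and 326 for CT with CdN, 485, 630 and 325 for NT5M with CdN, and 463, 619 and 301 for all 3 at 6, 12 and 24 h, with 11 shared genes listed with a fall for NT5M with CdN at 6 h.

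No other value changed direction with its interval clear of 1 on both scales, a limit that leaves out genes such as UMPS at 6 h. Counts stayed within 1.5 times the reported ones and single-gene values within their counting intervals in 110 results under ACTB scaling, 393 with FPKM, 367 with TPM, 35 with at least 100 reads, 10 with 10 counts added and 9 with no added count. Single-gene values and member counts of separate textbook lists, taken together, moved further in 63, 47 and 21 cases under ACTB, FPKM and TPM. ACTB scaling could not be run for NT5M and CdN, nor TPM for genes not listed. Depth limits low genes most, and no setting shows how much repeated cultures would vary.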

Differences from the paper's values

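Recovered counts for the Fig. 3A genes were chosen only after the result was seen, while the other settings in this part, ACTB scaling, FPKM and TPM, were set before the data were examined.

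For Fig. 3A, the supplement heads its columns as read counts, but the CT values are not whole numbers and ACTB is equal in both libraries. In the following, folds after CT over untreated are given at 6, 12 and 24 h by the authors' normalization, beside the paper's. CAD has the paper's 0.55, 0.60 and 1.60, 0.338, 0.275 and 0.613 here and 0.549, 0.600 and 1.60 with ACTB made equal. DHODH has the paper's 1.14, 0.90 and 2.31, 0.724, 0.466 and 0.894 here and 1.12, 0.909 and 2.18 with ACTB made equal. UMPS has the paper's 1.58, 1.79 and 2.38, 0.966, 0.817 and 0.910 here and 1.56, 1.76 and 2.33 with ACTB made equal. RRM1 has the paper's 1.03, 0.98 and 0.83, 0.633, 0.448 and 0.322 here and 1.03, 0.981 and 0.835 with ACTB made equal. RRM2 has the paper's 1.07, 0.81 and 0.63, 0.655, 0.368 and 0.243 here and 1.07, 0.806 and 0.629 with ACTB made equal. RRM2B has the paper's 3.18, 4.00 and 2.28, 1.91, 1.79 and 0.872 here and 3.10, 3.90 and 2.25 with ACTB made equal. TYMP has the paper's 3.14, 15.12 and 19.94, 1.71, 5.11 and 6.10 here and 2.65, 10.9 and 15.6 with ACTB made equal. Without the added 1 CPM the ACTB values of TYMP, a low gene, equal the paper's. TYMS has the paper's 1.07, 0.85 and 0.61, 0.658, 0.388 and 0.236 here and 1.07, 0.849 and 0.611 with ACTB made equal. TK1 has the paper's 1.11, 1.22 and 0.93, 0.679, 0.559 and 0.361 here and 1.10, 1.22 and 0.932 with ACTB made equal. DTYMK has the paper's 0.97, 0.74 and 1.10, 0.601, 0.349 and 0.432 here and 0.968, 0.743 and 1.09 with ACTB made equal. SAMHD1 has the paper's 4.28, 2.66 and 1.73, 2.60, 1.21 and 0.664 here and 4.24, 2.65 and 1.72 with ACTB made equal. DUT has the paper's 0.92, 1.03 and 0.73, 0.569, 0.478 and 0.291 here and 0.920, 1.03 and 0.735 with ACTB made equal. GOT1 has the paper's 2.22, 5.32 and 10.07, 1.35, 2.39 and 3.80 here and 2.20, 5.25 and 9.93 with ACTB made equal. NME2 has the paper's 0.89, 1.00 and 1.23, 0.547, 0.459 and 0.473 here and 0.891, 1.00 and 1.23 with ACTB made equal. GLUD1 has the paper's 1.12, 1.23 and 2.44, 0.684, 0.561 and 0.931 here and 1.11, 1.23 and 2.43 with ACTB made equal. GLUL has the paper's 2.20, 2.19 and 2.81, 1.34, 0.992 and 1.07 here and 2.18, 2.17 and 2.79 with ACTB made equal. For SAMHD1 the paper's text gives 4.3 at 6 h, against 2.60 here. With ACTB made equal none of these values differs by more than 1.5 times from the paper's. The counts were recovered from the paper's own ACTB-scaled values, so this match follows from construction, apart from the 1 CPM added, and is no evidence. With FPKM all of the values differ by more than that. TPM values were not available for the genes not listed.

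In Fig. 6, RPA1 at 12 h after CT has the paper's log2 value −0.56 in the mismatch repair set against −2.11 here. The set's RPA2 entry holds the paper's −1.68, which also lies outside the counting interval of RPA1 here. An exchange of the 2 entries would not by itself close the gap, and whether they are exchanged is open. CENPF at 24 h has the paper's −1.77 in the M phase set and in the replication-related set against −1.81 here. All 12 Fig. 6 genes listed as lower at 24 h lie below the paper's values by nearly the same log2 amount, 0.040 to 0.052, and only the interval of CENPF, the narrowest of them, leaves the paper's value out. The cause of this shift was not tested. ACTB scaling, FPKM and TPM bring neither RPA1 nor CENPF within the paper's value. The paper's methods give 8000000 paired reads per replicate, against an effective library size of at least 31208967 here, and no alternative setting bears on this. The effective size is worked out from normalized CPM and holds the authors' scaling, so the 2 numbers are unlike measures.

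Several directions also differ. The paper has CAD and TYMS recovering after an early fall and UMPS rising. By the authors' normalization CAD rose from 0.275 at 12 h to 0.613 at 24 h, TYMS fell at each hour to 0.236, and UMPS stayed between 0.817 and 0.966. The paper's own TYMS series falls as well, and the paper also states that TYMS and TYMP had not returned to normal at 24 h, as here. GLUD1 and GLUL are called increased in the paper, and GLUD1 was below untreated at each hour, down to 0.561, GLUL was higher at 6 h (1.34) and near untreated later, and GOT1 was higher at each hour. SAMHD1 rose at 6 h and then fell, as the paper has it, and ended below untreated at 0.664.

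The paper calls CCDC6 hardly expressed in these cells. Untreated cells held 65.0 CPM of CCDC6 at 6 h, which compares with 70.2 CPM for UNG and 25.1 CPM for NEIL3 at 24 h. MBD1, TDG, LIG4, MDM4 and POLB are called increased, and FEN1, CDC20, CDC25A and CDC25B decreased, while none of them is listed at any hour. In the paper's own values the increases after CT reach at most 1.10 for TDG and 0.44 for MDM4, while MDM4 stands at 0.49 after NT5M at 6 h. Genes of the replication and repair sets are called reduced or shut down after CT. By the paper's values 45, 50 and 51 of 61 lie below untreated at 6, 12 and 24 h, and 8, 28 and 32 at least 2-fold. The lowest of these log2 values, −2.21 for NEIL3 at 12 h, stands in a CT column of the repair sets that differs from the S phase set for the same genes (POLD1 −1.50 and −1.09), and the deposited 12 h table does not list NEIL3. Here 12 of 63 are listed as lower at 24 h, of which E2F8 fell furthest, to 0.215 times untreated with 370 reads left. Expression is said to change step by step with dTMP specificity, and by the paper's values the order of the 3 mRNAs holds, downward or upward, in 39, 40 and 23 of 61 genes at 6, 12 and 24 h, so the tally goes against it at 24 h.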

Other observations

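Lists and genes in this part follow the rules set at the outset, while HSPA6 and the grouping of lipid genes were chosen only after the result was seen.

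Transfected cells of all 3 kinds switched on antiviral genes. IFNL1, a type III interferon, was higher at 6 h by log2 10.22 after CT (10.09 to 10.31), 7.62 after NT5M and 6.85 after CdN. CXCL8, which draws neutrophils, was higher by 9.35, 9.15 and 7.00 at 6, 12 and 24 h after CT, 8.14, 7.55 and 5.72 after NT5M, and 7.57, 7.15 and 5.42 after CdN. IFIT2, a brake on translation of viral RNA, was higher by 7.99 (7.95 to 8.03) after CT at 6 h. OASL and IFIH1, which amplify and sense viral RNA signals, were higher by 7.01 and 6.71 in the same library. Interferon-stimulated genes at least 2-fold higher numbered 35 and 30 of 38 at 12 and 24 h after CT, 30 and 27 after NT5M, and 30 and 25 after CdN. Interferons and cytokines numbered 13 and 12 of 19 at 12 and 24 h after CT, 14, 11 and 12 at 6, 12 and 24 h after NT5M, and the same numbers after CdN. TNFAIP3, which shuts NF-κB signaling off, was higher by 8.56 (8.44 to 8.68), 8.44 and 6.53 after CT, and NF-κB feedback genes numbered 8 of 8 in all tables but CdN at 24 h, with 7. Antigen presentation genes numbered 1, 3 and 2 of 12 after CT, 0, 0 and 2 after NT5M, and 0, 0 and 1 after CdN, with HLA-B higher by 2.12 at 24 h after CT.

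SCD, which makes monounsaturated fatty acids, fell after CT by log2 2.17 at 12 h and 3.53 (3.50 to 3.56) at 24 h, from 141964 to 8578 reads, and FADS2, another desaturase, by 3.03 at 24 h. FADS2 was also lower at 24 h after NT5M (−1.86). Among 10 cholesterol synthesis genes DHCR7 fell by 2.67, INSIG1 by 2.57, FDFT1 by 2.17 and IDI1 by 2.08 at 24 h, and none is listed after NT5M or CdN. With ACTB made equal DHCR7 and INSIG1 still lie at −1.31 and −1.20. In the authors' deposited table steroid biosynthesis holds 0 higher and 7 lower genes at 24 h after CT. Heat shock gene HSPA6 went the other way, with 2.28 and 2.71 at 12 and 24 h after CT against 4.06 at 12 h and 6.60 at 24 h (6.40 to 6.78) after NT5M, and 3.66 and 5.38 (5.17 to 5.56) after CdN.

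Of 18 apoptosis genes 7, 6 and 3 were higher at 6, 12 and 24 h after CT, 6, 5 and 1 after NT5M and 6, 5 and 1 after CdN, with BIRC5 lower after CT at 24 h. PMAIP1, which encodes NOXA, was higher by 3.81, 3.44 and 1.80 after CT, the death ligand gene TNFSF10 by 3.57 and the death receptor gene FAS by 3.37 at 6 h. The p53 targets numbered 7 and 6 of 14 at 12 and 24 h after CT, 7 and 3 after NT5M and 6 and 3 after CdN, and GDF15 was higher by 3.57 at 24 h after CT. Since the paper records mutant p53 in these cells, such counts do not measure p53 activity. Unfolded protein response genes numbered 2, 3 and 3 of 8 after CT, 2, 2 and 4 after NT5M, and 2, 2 and 4 after CdN, where the chaperone HSPA5 was listed at 24 h after NT5M (2.36) and CdN (2.45). In the authors' deposited table apoptosis holds 27 higher and 1 lower gene at 6 h after CT, and 27 and 5 at 12 h.

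Few energy and nucleotide genes are listed. Of 18 glycolysis genes the glucose carrier SLC2A1 was lower at 12 h (−1.69) and ALDOC at 24 h (−1.97) after CT, and ALDOC at 24 h after NT5M (−1.57). Of 24 TCA cycle genes IDH1 at 12 h (−1.70) and IDH2 at 24 h (−1.58) were lower after NT5M and none is listed after CdN. Of 11 glutamine genes ASNS was higher at each hour after NT5M (3.04, 3.99 and 2.86) and CdN (3.11, 3.75 and 2.88). Of 18 oxidative phosphorylation genes ATP5MC1 was lower at 6 h (−1.76) and 12 h (−1.92) after CT. No purine synthesis gene of 10 is listed in any of the 9 tables. Of 15 nucleotide salvage and breakdown genes 3, 4 and 4 were higher after CT, where NT5M at each hour and NT5C at 6 and 12 h are genes of the other transfected mRNAs, whose reads in CT libraries have an untested source. The mitochondrial kinase CMPK2 was higher by 2.31, 2.81 and 1.73 and uridine phosphorylase UPP1 by 2.08 at 24 h. Of 10 NRF2 redox genes the cystine carrier SLC7A11 was higher at 12 h after CT (1.84), NT5M (1.68) and CdN (1.99), and HMOX1 at 24 h after NT5M (1.67) and CdN (1.92). Of 8 genes probed by Western blot MYC was higher at 6 and 12 h after CT (2.56 and 2.48), NT5M (2.70 and 2.36) and CdN (2.58 and 2.36), and H2AX was lower at 12 h after CT (−1.77). The paper reports the c-Myc protein as decreased after CT, the other direction, and transcript levels do not give protein levels. Of 11 markers of other cell types 3 are listed, all under 2-fold, with VWF at 0.71 after CT at 12 h and CD14 at −0.65 and PTPRC at −0.44 after NT5M at 24 h.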
